# Variation of growth and transcriptome responses to arbuscular mycorrhizal symbiosis in different foxtail millet lines

**DOI:** 10.1186/s40529-023-00391-y

**Published:** 2023-06-16

**Authors:** Ou-Chi Chang, Wei-Yi Lin

**Keywords:** Arbuscular mycorrhizal fungi, Foxtail millet, Symbiosis, Transcriptome

## Abstract

**Background:**

Arbuscular mycorrhizal fungi (AMF) have been applied to promote the growth of different crop species, but knowledge about the impacts of symbiosis on foxtail millet at the physiological and molecular levels have remained limited. In this study, we compared the mycorrhization phenotypes of one cultivar and three different landraces and performed a comprehensive transcriptomic analysis to assess the effects of genetic variation on the responses to symbiosis.

**Results:**

Our results showed that colonization by AMF did not enhance biomass accumulation but significantly increased grain production only in three lines. More than 2,000 genes were affected by AMF colonization in all lines. Most AM symbiosis-conserved genes were induced, but the induction levels varied between lines. Gene Ontology (GO) analysis showed that Biological Function terms related to nitrogen transport and assimilation were only enriched in TT8. Similarly, two of phosphate starvation-induced phosphate transporters were only simultaneously downregulated in TT8. In the other two lines, the enrichment of GO terms associated with cell wall reorganization and lignification was observed, though the effects were different.

**Conclusion:**

This study reveals the impacts of genetic variation of millet lines on the responses to AM symbiosis and provides information regarding AMF application for millet production.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40529-023-00391-y.

## Introduction

Arbuscular mycorrhizal fungi (AMF) are soil-born fungi that belong to the phylum Glomeromycota. They are obligate endosymbionts and can form beneficial mutualism with more than 80% of land plant species (Smith and Read 2008). AMF acquire mineral nutrients through extensive hyphal networks and transfer to host plants in exchange for essential carbon sources through the interface between arbuscule membrane and periarbuscular membrane, the plant cell membrane encircled arbuscule (Roth and Paszkowski 2017). Thus, the formation of AM symbiosis (AMS) enhances the nutrient uptake in host plants and the survival rate under poor nutrient conditions (Smith and Smith 2011). In addition, AMS can also improve the abiotic and biotic stress resistance of host plants (Dowarah et al. 2021; Lenoir et al. 2016).

Based on fossil evidence, the association of AMF and plants developed in the early stage of land plant evolution (Heckman et al. 2001; Taylor et al. 1995). Common symbiotic processes including molecular regulatory mechanisms and cell development are controlled by a set of genes that are highly conserved in AM host plants (Bravo et al. 2016; Delaux et al. 2014). For example, *STR*, encoding an ABC transporter, and *DMI2*, encoding a receptor-like kinase, are essential genes for AMS and only present in AM plant species (Endre et al. 2002; Zhang et al. 2010).

The genome-wide analysis of AMS-responsive genes has been reported for many host plant species, such as *Medicago truncatula*, *Solanum lycopersicum*, *Helianthus annuus*, *Oryza sativa*, and *Triticum aestivum* (Fiorilli et al. 2009; Gutjahr et al. 2015; Li et al. 2018; Liu et al. 2003; Vangelisti et al. 2018), identifying a core set of genes involved in AMS. However, the comparative transcriptomic analysis of conserved AMS-responsive genes in different host plant species has revealed species-specific expression patterns, suggesting the effects of the genetic structure of host plants on the molecular regulation of AMS (An et al. 2018). Mateus et al. (2019) and Watts-Williams et al. (2019) further pointed out strong impacts of the genetic variation between genotypes on the interaction between hosts and AMF.

Foxtail millet (*Setaria italica* (L.) P. Beauv) is an ancient crop that was domesticated around 6,000 B.C. in China (Austin 2006). The grains are rich in starch, protein and fibers (Saleh et al. 2013), and they are the staple foods in semi-arid regions of Asia and as fodder in Europe, North America, Australia, and North Africa. Due to its short growth season and adaptation to abiotic stresses such as drought stress, foxtail millet has become a nutritious crop that has significant potential to meet nutrition demands during climate change (Sachdev et al. 2021). Moreover, the genome sequence has been released (Bennetzen et al. 2012; Li and Brutnell 2011; Zhang et al. 2012), so it is considered a model plant for studying stress resilience. However, we know little about the impacts of AMS on the morphology, physiology and molecular aspects of this species. Ceasar et al. (2014) first demonstrated the expression of members of phosphate transporter family 1 (PHT1) in mock and AMF-inoculated foxtail millets and identified SiPHT1;8 and SiPHT1;9 as AMS-responsive phosphate transporters that belong to monocotyledon- and AM host-specific lineages, respectively. They also reported an increase in seed weight in AMF-treated plants. However, details regarding the influence of AMS on foxtail millets are still required to understand the efficiency of AMF application in the field.

In Taiwan, foxtail millets are widely used by indigenous people, and more than 160 landraces with great genetic diversity have been recorded (Lin et al. 2012). For example, among 124 landraces collected in Taiwan, four *Waxy* alleles have been identified, resulting in different amylose content in the grains (Kuo et al. 2018). To gain insights into the impacts of AMS on foxtail millet and the effects of genetic variation on the benefit of AMS, we investigated the growth and yield of one cultivar and three different foxtail millet landraces and analyzed AMS-responsive genes through RNA-sequencing technology. Although symbiosis did not benefit the growth of millets, the yield of at least two lines was significantly increased. Transcriptomic analyses showed the differential responses to AMS at molecular levels in three millet lines. Our studies revealed the contribution of the intraspecific genetic variation of host plants to symbiotic responses at the physiological and molecular levels, which needs to be considered for AMF application in the future.

## Materials and methods

### Plant growth conditions and AMF inoculation

One Taiwan cultivar TT8 and three different foxtail millet landraces (Hanevalval, ISE36 and ISE42) were used in this study. Seeds were surface-sterilized and germinated in a growth chamber with a 12 h light (28 °C)/ 12 h dark (22 °C) cycle. At two weeks post germination, plants were transplanted into sterile cones or 6-inch pots filled with autoclaved sand and peat moss (Blumen Erde, Euflor, Germany) mixed at an 8:2 ratio and inoculated with 10 mL of *Claroideoglomus etunicatum* inoculants containing around 1000 spores. Plants were supplied with 7 and 50 ml liquid fertilizer containing N: P_2_O_5_: K_2_O = 15: 5: 25 per cone and pot every two weeks, respectively. For the transcriptome analysis, plants were harvested at six weeks post transplanting. The fresh weight and length of shoots and roots were measured. The leaves were harvested for phosphate and anthocyanin concentration analysis. The roots were cut in half; one part was frozen for RNA extraction and the other part was used for AMF staining. For the yield investigation, plants were kept growing in six-inch pots until seed maturation. The length and dry weight of panicles, number of seeds per panicle, and thousand seed weight were recorded.

### Measurement of inorganic phosphate and anthocyanin concentration

Phosphate concentration was measured based on the modified method described by Chiou et al. (2006). Briefly, leaves were homogenized with an extraction buffer (1% acetic acid) at a ratio of 1 mg of sample to 10 µL of buffer. The homogenates were incubated at 42 °C for 30 min and then centrifuged at 13,000 rpm for 10 min. The supernatant was mixed with an assay solution (0.35% NH_4_MoO_4_, 0.86 N H_2_SO_4_ and 1.4% ascorbic acid) and incubated at 42 °C for 30 min before phosphate content measurement at A_820_ using spectrometry (Molecular Devices, USA).

For anthocyanin concentration analysis, the method described by Lange et al. (1971) was followed. Leaves were ground into powder and a 1 mL extraction buffer containing 1-propanol: HCl: QH_2_O = 18: 1: 81 was added. After mixing by vortexing, samples were left at 100 °C for 90 s and placed on ice to stop the reaction. The tubes were subjected to high-speed centrifugation at 4 °C and the supernatant was used for measuring anthocyanin content at A_535_ and A_650_ using spectrometry (Molecular Devices). The concentration was expressed in the following equation.

$$\begin{aligned}& Anthocyanin\,concentration\, \\ & \quad = \,\left( {{A_{535}}\, - \,2\, \times \,{A_{650}}} \right)\,/\,fresh\,weight.\end{aligned}$$

### AMF staining and quantification of colonization

The percentage of AMF colonization in roots was estimated after trypan blue staining using a method described previously (Phillips and Hayman 1970). Briefly, roots were fragmented and immersed in 10% (w/v) KOH at 90 °C for 30 min for clearing. After several washings with tap water, roots were acidified by 0.3 N HCl for 30 min. Then the roots were stained using trypan blue (0.1% w/v dissolved in a solution of 50% lactic acid, 25% glycerol and 25% ddH_2_O) overnight. Next, the roots were de-stained using acidic glycerol (glycerol: 0.3 N HCl = 1: 1) and stored at 4 °C.

Colonization was assessed based on the gridline intersect method described by McGonigle et al. (1990) and expressed as the percentage of colonized root length (the count of colonized root intersections/ the total number of root intersections). At least 100 roots fragments were randomly selected for evaluation and visualization with an Olympus SZX-16 stereomicroscope (Olympus, Japan).

### Total RNA isolation and RNA sequencing

Around 100 mg of root tissues was ground in pre-chilled mortars and pestles in liquid nitrogen and total RNA was isolated using the method described by Wang and Vodkin (1994). The RNA was dissolved in nuclease-free water and stored at -80 °C before further processing. Four replicates were prepared for each treatment.

The quantity and purity of RNA were evaluated using a SimpliNano™ spectrophotometer (Biochrom, USA) and the integrity of RNA was assessed using Qsep 100 DNA/ RNA Analyzer (BIOptic, Taiwan). A total amount of 1 µg RNA per sample was used for RNA sequencing. The libraries were generated using a KAPA mRNA HyperPrep Kit (Roche, Switzerland) and 300–400 bp fragments containing adaptors were sorted using a KAPA Pure Beads system (Roche) following the manufacture’s instruction. Sequencing was performed on a NovaSeq 6000 platform (Illumina, USA).

### RNA sequencing analysis

Clean reads were extracted by removing low quality reads and trimming adapter sequences using Trimmomatic v0.38 (Bolger et al. 2014) and were aligned to *Setaria italica* genome v2.0 (Bennetzen et al. 2012) using HISAT2 v2.1.0 (Kim et al. 2015; Sahraeian et al. 2017). The read numbers mapped to the individual genes were counted by featureCounts (v2.0) (Liao et al. 2014). For relative gene expression analysis, normalization and differential expression gene (DEG) analysis were performed using edgeR (v3.28.1) and DESeq2 (v.1.26.0), respectively (Anders et al. 2013; Li et al. 2016; Love et al. 2014). The *p*-values were adjusted using Benjamini and Hochberg’s approach for controlling the false discovery rate (FDR). The thresholds of DEGs were set as FDR ≤ 0.05 and absolute log2 fold change ≥ 1.

The Gene Ontology (GO) enrichment analyses of DEGs was carried out using clusterProfiler v3.14.3 with a corrected FDR < 0.05 (Yu et al. 2012).

### Statistic analysis

Data were analyzed with a two-way ANOVA followed by Tukey’s Honest Significant Difference test to evaluate the statistical significance of the difference between samples.

## Results

### The effects of AMS on the growth and phosphate accumulation of different foxtail millet lines

The effects of genetic variation on the responses to environmental phosphate content have been well-demonstrated in many species, including foxtail millet (Ceasar et al. 2020). To understand the variations of AMS responses in different genotypes, we first evaluated the morphological and physiological responses of different millet lines including eleven landraces and one Taiwan cultivar to AMS and found differential symbiotic phenotypes and variation of AMF colonization efficiency (Additional file 1: Fig. S1). Hanevalval and TT8, a landrace and a cultivar from Taiwan, respectively, and the other two landraces from India, ISE36 and ISE42 (which had similar AMF colonization efficiencies but showed different responses to AMS), were selected for further investigation. At six weeks post inoculation, plants were harvested for physiological analysis (Additional file 1: Fig. S2). The colonization efficiency of AMF in these four lines was similar (Additional file 1: Fig. S3a). However, different from the previously reported benefits of AMS to plant growth (Begum et al. 2019), the shoot lengths of Hanevalval and ISE36 were not affected by AMS but those of AMF-colonized TT8 and ISE42 were even shorter than mock-treated plants (Additional file 1: Figs. S2 and S3b). For root length, there was no difference between mock- and AMF-treated plants (Additional file 1: Fig. S3c). Similarly, the shoot and root fresh weight of Hanevalval was not affected by AMF, but AMF-colonized TT8, ISE36 and ISE42 were significantly reduced compared with mock-treated ones (Additional file 1: Figs. S3d and e).

Although the growth of these lines was not enhanced by AMS, the shoot phosphate concentration was significantly increased in all lines that were inoculated by AMF (Additional file 1: Fig. S3f), suggesting that AMS was able to promote phosphate accumulation in host plants but did not directly benefit the growth of foxtail millet. Anthocyanin accumulation is one of characteristics of phosphate starvation responses (Raghothama 2000). The leaves of TT8 became purple by low phosphate treatments, while the leaves of other three landraces remained green under low phosphate conditions. AMF inoculation did not affect anthocyanin accumulation in TT8 (Additional file 1: Fig. S2). The quantitative measurement of anthocyanin content coincided with the observation (Additional file 1: Fig. S3g), suggesting that low phosphate-induced anthocyanin accumulation in shoots is determined by genotype and AMF colonization had no or minor effects on this phenotype.

### The effects of AMS on the yield of different foxtial millet lines

To further understand whether the association with AMF benefits the yield and how performance varies between foxtail millets with different genetic background, the millet seedlings were transplanted to pots after inoculation. At 6 weeks post transplanting, the second and fourth young leaves were harvested to analyze phosphate concentration. Interestingly, the phosphate concentration of the second young leaves were significantly higher in all the AMF-associated plants, especially in ISE42, while in fourth young leaves, the increase in phosphate concentration by AMS was only observed in ISE36 and ISE42 (Fig. 1a). These results suggested that the distribution of excess phosphate provided by AMF might differ between lines. Similar to the growth responses to AMF shown in Additional file 1: Fig. S3, the shoot dry weight of AMF-treated TT8 was significantly reduced compared with mock-treated plants, but Hanevalval, ISE36 and ISE42 were not affected by AMS (Fig. 1b). All the plants were grown in a greenhouse until panicles were harvested. Under pot conditions, most plants had only one panicle regardless of the difference of lines (Additional file 1: Fig. S4). Of the four lines, the heading date of Hanevalval was earliest, followed by those of TT8 and ISE42, and the vegetative growth period of ISE36 was the longest, but the heading date was not affected by fungal colonization (Fig. 1c). We measured the panicle length, panicle weight, grain number per panicle and thousand grain weight. The panicle length was the shortest in Hanevalval and was the longest in ISE42 (Fig. 1d). Although the panicle length was not affected by AMS, the panicle weight was significantly increased in AMF-treated Hanevalval, ISE36 and ISE42 (Fig. 1e). The increase in grain number per panicle by AMF was only observed in two Indian landraces (Fig. 1f), but the thousand grain weight in Hanevalval, ISE36 and ISE42 was increased by symbiosis (Fig. 1g). In summary, benefits of AMS on foxtail millet production were observed, but the effects varied between lines.

**Fig. 1:**
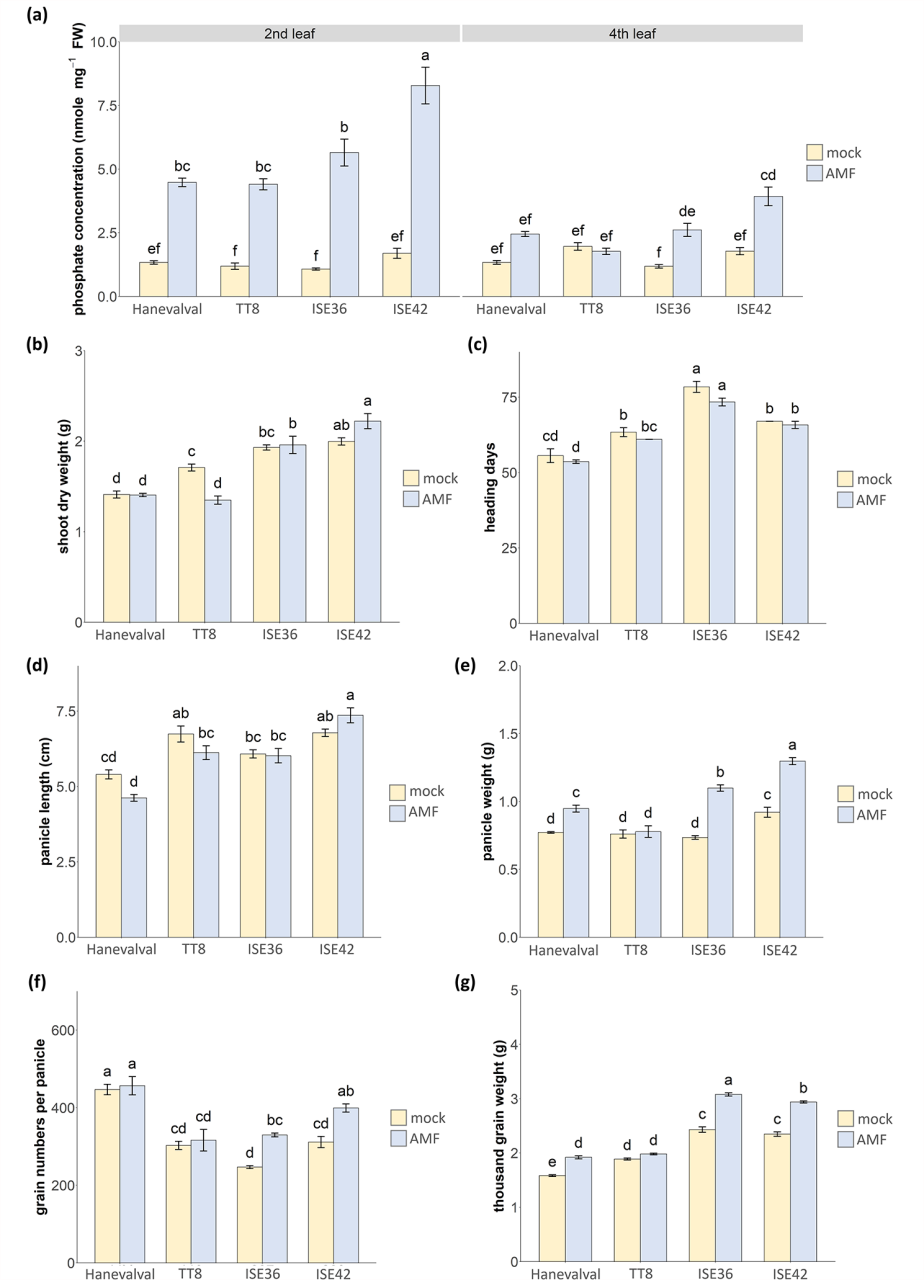
The effects of AMS on the phosphate accumulaton and yields of four different foxtail millet lines. **a**, Shoot phosphate concentration in second and fourth young leaves, respectively; **b**, Shoot dry weight; **c**, Heading date; **d**, Panicle length; **e**, Panicle weight; **f**, Grain number per panicle; **g**, Thousand grain weight. n = 5. Values are mean ± SE. Data were analyzed with ANOVA (*p* < 0.05). Different characters over bars indicate significant differences

### Transcriptomic analysis of different foxtail millet lines during AMS

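Root RNA was sequenced from 3 foxtail millet lines, the landrace Hanevalval from Taiwan, the cultivar TT8 from Taiwan and the landrace ISE36 from India, which the library labels name ICE36. Each line had 4 mock-treated and 4 AMF-treated libraries, 24 in all, from plants harvested 6 weeks after transplanting, where the inoculum was the arbuscular mycorrhizal fungus Claroideoglomus etunicatum. The authors trimmed the reads with Trimmomatic, aligned them with HISAT2 to the S. italica genome v2.0, counted them per gene with featureCounts and divided each library's counts by a DESeq2 size factor. The deposited values are these normalized counts, called signal below where they are not converted. Dividing each library by its own smallest step gave whole numbers for 100% of the 607864 values, and these recovered reads give the depth behind each library. In mock-treated Hanevalval the reads on genes ranged from 15013564 to 19056890 per library with a median of 18538263.5, and in AMF-treated Hanevalval from 18135205 to 19219211 with a median of 18579185. Mock-treated TT8 libraries held 16543884 to 18385908 reads with a median of 16878002, and AMF-treated TT8 libraries held 16829736 to 19557223 with a median of 18994663.5. For ISE36 the range was 19140967 to 21760152 under mock treatment, with a median of 20872669.5, and 19174189 to 23333517 under AMF treatment, with a median of 19991307. The tables list 25168 genes for Hanevalval, 25318 for TT8 and 25497 for ISE36, of which 23789 are in all 3, and every listed gene has at least 6 reads in at least 2 of the 8 libraries of its line. AMF-treated and mock-treated libraries were compared within each line with limma on log2(value + 1), with a trend in the variance and Benjamini-Hochberg adjustment. The comparison covered genes with a mean value of at least 5 in that line. A gene was counted as differentially expressed (DEG) at an adjusted p of at most 0.05 and a fold change of at least 2 in either direction, the thresholds the paper uses. Whether the response to AMF differed between a pair of lines was tested as an interaction term in a limma model of the 6 group means over the 24 libraries, for genes with a mean of at least 5 in both lines. That model holds 1 residual variance per gene over the 24 libraries, so the spread within 1 line also enters the test of the other 2. A difference that did not pass is therefore not shown to be absent. Genes from multigene families are reported as counted by the authors, whose counting could have split reads between paralogs. Between 2.73% and 4.11% of a library's reads came from its 10 most counted genes.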

In order to understand the effects of genetic variance on the AMS responses at the molecular level in the roots of foxtail millet, we performed the transcriptome analysis of mock- and AMF-treated roots of Hanevalval, TT8 and ISE36. After trimming and filtering, the number of high-quality reads of each library ranged from 40,226,358 to 55,208,702 and the GC content was around 52–53% (Additional file 1: Table S1). The percentage of high-quality reads mapped to the reference genome ranged from 87.1 to 96.1%, and less than 5% of reads were multi-mapped (Additional file 1: Table S2). 

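Similarity between libraries was measured on log2(CPM + 1), where CPM is a gene's value scaled to the same total in every library. The mean Pearson correlation across genes between the 4 libraries of a group was 0.927 in mock-treated Hanevalval, with single pairs from 0.895 to 0.986. In AMF-treated Hanevalval it was 0.978, with pairs from 0.969 to 0.986. TT8 had a mean of 0.964 under mock treatment, with pairs from 0.930 to 0.984, and a mean of 0.984 under AMF treatment, with pairs from 0.970 to 0.992. The corresponding means for ISE36 were 0.982 (pairs from 0.964 to 0.993) and 0.983 (pairs from 0.977 to 0.988). Genes are not independent replicates, so these correlations carry no p-value. With the 500 most variable genes in place of all genes, the mean of mock-treated Hanevalval fell to 0.636, the largest move among the groups and alternatives run for this measure.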

Principle component analysis was performed to evaluate the similarity of samples within the same group, and the results showed that four biological samples of the same group were well-clustered except for mock-treated Hanevalval. Moreover, mock- and AMF-treated samples were clearly separated (Fig. 2a), indicating the reliability of the results from biological replicates and the differential responses to mock and AMF treatments.

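In a principal component analysis of the same values, the leading components held 44.9%, 16.9%, 14.8% and 4.86% of the variance. On the first component, mock-treated Hanevalval libraries lay at -24.20 ± 71.84 (SD, n = 4), from -90.41 to 42.05, and AMF-treated ones at 77.27 ± 12.03 (SD, n = 4), from 66.14 to 89.80. Replicates 1 and 2 of mock-treated Hanevalval were at -90.41 and -82.14, while replicates 3 and 4 were at 42.05 and 33.71. For TT8 the scores were -91.11 ± 22.77 under mock treatment and -14.39 ± 21.35 under AMF treatment (SD, n = 4 each). For ISE36 they were -6.60 ± 26.72 and 59.03 ± 12.47 (SD, n = 4 each). Within each line, no mock-treated library reached the range of the AMF-treated libraries on this component (two-sided exact permutation test, p = 0.029 in each line, the smallest p that 4 libraries against 4 allow). On the second component the treatments overlapped in TT8 and not in Hanevalval or ISE36. The 500 most variable genes put 53.1% of the variance on the first component, the alternative that moved this share most.

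**Figure D1:**
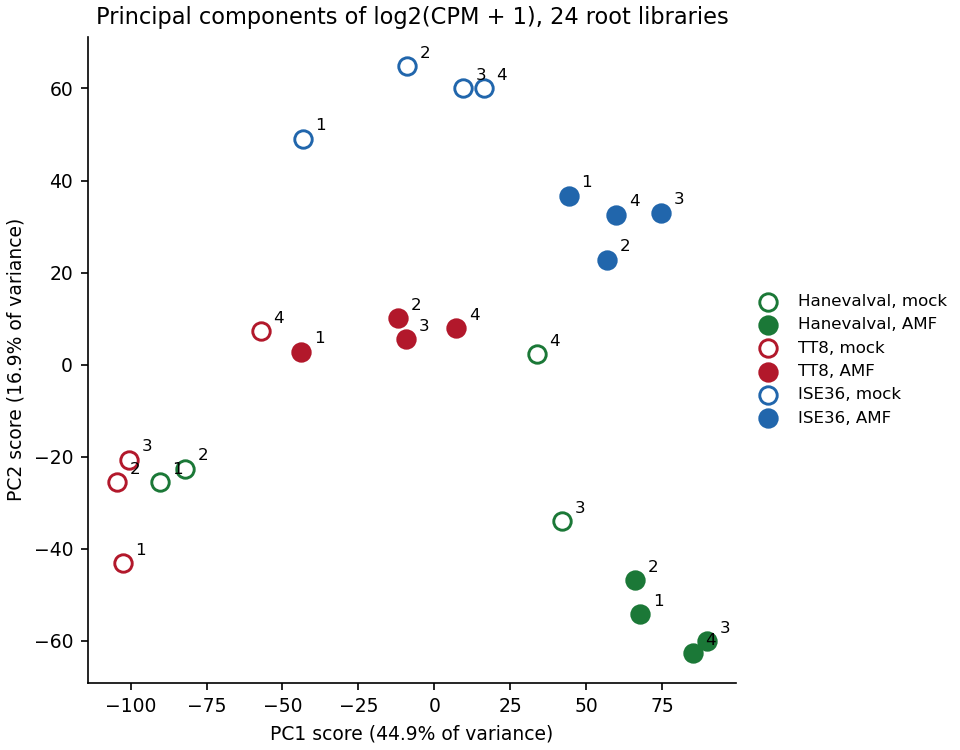
Scores of the 24 libraries on the leading components of log2(CPM + 1), with the line shown by colour and the treatment by symbol. Within each line the AMF-treated libraries lie at higher scores on the first component than the mock-treated ones, and the mock-treated Hanevalval libraries span -90.41 to 42.05.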

**Fig. 2:**
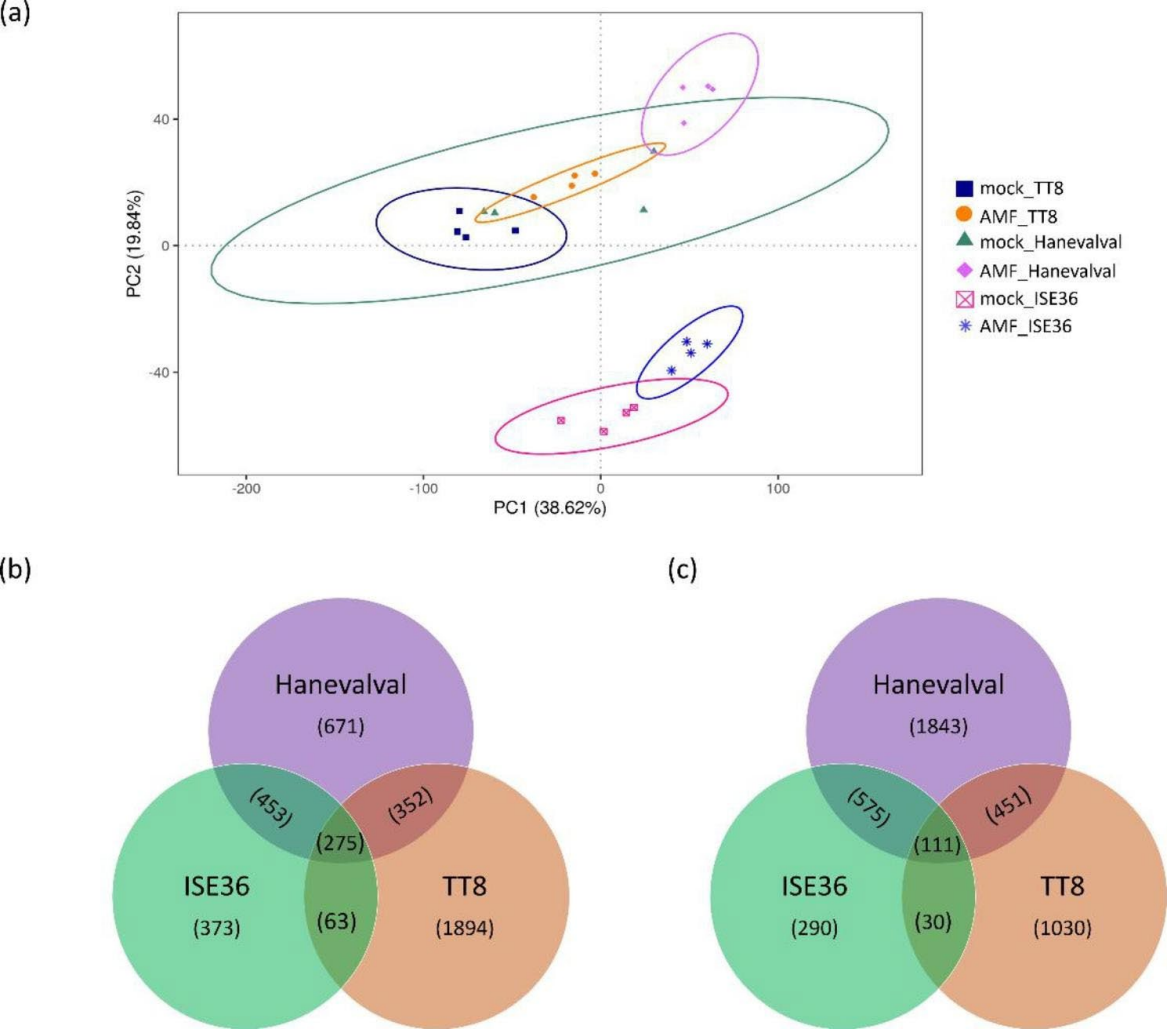
The overview of transcriptomic data derived from AMF- and mock-treated roots of different millet lines. **a**, PCA plot with 95% confidence ellipses; **b** and **c**, Venn diagrams showing the number of up- and downregulated genes, respectively, in three lines in response to AMS

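Of the DEGs called by limma with Benjamini-Hochberg adjustment, the share whose fold change lay between 2 and 8 in either direction was 78.0% in Hanevalval, 86.6% in TT8 and 95.1% in ISE36. A pseudocount of 8 in place of 1 moved these shares to 91.4%, 91.6% and 98.2%. Leaving out single Hanevalval libraries gave shares between 0% and 84.6% in the 3 fits that called any gene, the lowest in the fit without mock replicate 4, which called 1 gene.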

The expression level of more than 80% of DEGs was changed 2-to-8 fold by AMS. 

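In Hanevalval, 24847 genes were tested and limma with Benjamini-Hochberg adjustment called 354 upregulated and 350 downregulated DEGs. These counts were not stable when a single library of either treatment was left out. Without mock replicate 3 they rose to 1759 and 2191, and without mock replicate 4 they were 1 and 0. Leaving out AMF replicate 2 left 90 and 33, and leaving out mock replicate 1 or 2 or AMF replicate 1, 3 or 4 left 0 of either kind. At an unadjusted p under 0.05 and the same fold threshold, these 5 fits with 0 calls held between 1367 and 1824 upregulated genes and between 1688 and 2343 downregulated ones, against 2063 and 2373 with every library. Fitting limma to the 24 libraries together gave 1962 upregulated and 2398 downregulated genes, and DESeq2 fitted in the same way, chosen after seeing the data, gave 1614 and 2937. DESeq2 on the recovered reads called 1284 and 2328 genes, and 701 of the 704 DEGs were among them with the same direction. In data simulated from these libraries with 200 changed genes, limma recovered 74.0% of the changed genes with 2 false calls, and DESeq2 recovered 91.0% with 77 false calls. The reads were drawn for each gene independently, so the simulation lacks a split shared by many genes. The real mock-treated Hanevalval libraries have such a split, with replicate 1 correlating at 0.986 with replicate 2 and 0.899 with replicate 3. These rates therefore do not show which calls in the real data are false.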

In Hanevalval, 4,731 DEGs with a fold change of ≧ 2 and adjusted *p*-value of < 0.05 were identified in response to AMS, including 1,751 and 2980 up- and downregulated genes, respectively. In TT8, we found a total number of 4,206 DEGs, including 2,584 and 1,622 genes induced and repressed in AMF-treated roots, respectively. 

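For TT8, limma with Benjamini-Hochberg adjustment called 2633 upregulated and 1517 downregulated genes among 24880 tested. Rescaling the values to CPM moved the downregulated count most among the alternatives with the fold threshold and all libraries, to 2476, with 2155 upregulated genes. Single libraries moved the counts by more than 1.5 times in most fits. The highest counts, 3700 and 2275, came without mock replicate 4. Without mock replicate 2 they were 1339 and 708, without mock replicate 3 1377 and 803, and without mock replicate 1 1773 and 878. The fits without AMF replicates 2, 3 and 4 gave 1429, 1283 and 1256 upregulated genes and from 754 to 812 downregulated ones, and the fit without AMF replicate 1 gave 2876 and 1919. DESeq2 on the recovered reads called 4378 genes, of which 3898 were among the 4150 called by limma with the same direction.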

In ISE36, we identified 2,170 DEGs, including 1,164 and 1,006 up- and downregulated genes, respectively. 

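In ISE36, 25036 genes were tested, and 1449 were called upregulated and 1205 downregulated by limma with Benjamini-Hochberg adjustment. With each library left out in turn the counts stayed between 1160 and 1655 and between 906 and 1421. One limma fit over the 24 libraries gave 820 and 712 genes, the alternative that lowered them most. Of the 2654 DEGs, 2534 were also called with the same direction by DESeq2 on the recovered reads, which called 2831 genes. The balance of directions changed with rescaling to CPM in all lines. Upregulated genes made up 50.3% of the DEGs in Hanevalval, 63.4% in TT8 and 54.6% in ISE36 with the authors' size factors, and 36.1%, 46.5% and 47.4% with CPM. With quantile normalization the shares were 51.36%, 54.89% and 53.75%, so upregulated genes stayed the more frequent in each line. The rescaling to CPM shifted the median log2 fold change of all genes to -0.11 in Hanevalval, -0.24 in TT8 and -0.08 in ISE36, from 0.01, -0.01 and -0.01.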

Comparing all the DEGs revealed that only 275 and 111 up- and downregulated genes, respectively, were commonly present in these three different genetic backgrounds. 

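Called by limma with Benjamini-Hochberg adjustment in each of the 3 lines were 90 upregulated and 10 downregulated genes, where independent calls among the 23417 genes tested in every line would give 1.76 and 0.99. With mock replicate 3 left out of Hanevalval the common sets held 328 and 112 genes, and without AMF replicate 2 of Hanevalval 40 and 0. The fits without any other Hanevalval library left 0 or 1 common gene in either direction, since they called few genes in that line. The common sets numbered 69 to 95 and 5 to 14 genes when single TT8 or ISE36 libraries were left out, with 5 and 6 downregulated genes without TT8 mock replicates 2 and 3, and DESeq2 on the recovered reads gave 258 and 184. Among pairs of lines, Hanevalval and TT8 shared 120 upregulated genes against 31.7 expected, Hanevalval and ISE36 172 against 17.1, and TT8 and ISE36 517 against 134. The downregulated genes shared by these pairs numbered 34 against 20.7 expected, 92 against 16.5 and 181 against 67.3. Across the 23417 genes, the log2 fold changes of Hanevalval and ISE36 correlated with Pearson's r = 0.779 and Spearman's rho = 0.754. The pair of Hanevalval and TT8 gave 0.525 and 0.438, and TT8 and ISE36 gave 0.406 and 0.279, where genes are not independent replicates and each line has its own mock-treated libraries. A rule on the size and consistency of the change in all lines picked a pair of genes in each direction from those the paper does not name. SETIT_011885mg had log2 fold changes of 8.13 (adjusted p = 0.0399, limma), 9.91 (adjusted p = 8.9e-05) and 7.39 (adjusted p = 2.8e-04) in Hanevalval, TT8 and ISE36, at least 108-fold higher in AMF-treated ISE36. SETIT_015214mg changed by 7.92 (adjusted p = 0.0389), 8.39 (adjusted p = 7.3e-04) and 7.51 (adjusted p = 2.8e-04), at least 113-fold in ISE36. SETIT_030304mg changed by -5.68, -1.92 and -2.40 (adjusted p = 0.0402, 0.018 and 4.7e-04) and was at least 42.3-fold lower in AMF-treated Hanevalval. SETIT_002262mg had a log2 fold change of -3.85 in Hanevalval, fell by 2.71 in TT8 and had -2.84 in ISE36 (adjusted p = 0.0482, 0.0163 and 2.8e-04). In Hanevalval none of these 4 genes was called in the fits that left out mock replicate 1, 2 or 4 or AMF replicate 1, 3 or 4, where the log2 fold changes of SETIT_011885mg stayed between 7.31 and 8.40. Without AMF replicate 2 of Hanevalval, only SETIT_015214mg among them was called. In TT8, SETIT_030304mg and SETIT_002262mg were not called without mock replicate 2 (-1.69 and -2.59) or 3 (-1.80 and -2.60).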

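Upregulated in no other line were 120 of the Hanevalval DEGs (33.9%), 2057 of those of TT8 (78.1%) and 833 of those of ISE36 (57.5%). For downregulated DEGs the numbers were 232 (66.3%), 1305 (86.0%) and 935 (77.6%). These shares depended on how many genes each line's test called. Without Hanevalval mock replicate 3 the Hanevalval shares were 42.5% and 59.9%, and without Hanevalval AMF replicate 2 the upregulated share was 12.2%. A call in a single line does not by itself show that the lines differ, so the interaction term of limma was examined for the same genes, at a Benjamini-Hochberg adjusted p of at most 0.05. Picking the genes by their calls in the same libraries favours differences, so these counts are not independent evidence. Between Hanevalval and ISE36 only 6 of all 23525 genes tested passed, so counts of 0 for that pair say little about the picked genes. Of the genes upregulated in Hanevalval only, 66 of 106 tested differed from TT8 and 0 of 107 from ISE36, where 53 had an unadjusted p under 0.05. Among those downregulated in Hanevalval only, 149 of 230 differed from TT8 and 0 of 230 from ISE36, with 142 at an unadjusted p under 0.05. Genes upregulated in TT8 only differed from Hanevalval in 540 of 1869 cases and from ISE36 in 791 of 1861, and genes downregulated in TT8 only in 243 of 1218 and 331 of 1211. From TT8, 233 of the genes upregulated in ISE36 only and 255 of the downregulated ones differed. From Hanevalval, 0 of 715 and 0 of 859 of these ISE36 genes differed, with 62 and 70 at an unadjusted p under 0.05. The genes called in ISE36 only changed in the same direction in Hanevalval for 95.8% of the upregulated and 95.8% of the downregulated ones, and in TT8 for 59.4% and 56.3%.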

More than 60% of upregulated DEGs were specifically identified in TT8; around 38% and 61% of up- and downregulated DEGs were Hanevalval-specific; and less than 35% DEGs specifically responded in ISE36 (Fig. 2b and c), implying the specificity of molecular responses to AMS in these lines.

### Differential expression of AMS-conserved genes in different millet lines

Genes that are essential in symbiotic signaling pathways and arbuscule development are usually conserved across host plant species. Through phylogenomic analysis, more than one hundred genes have been identified as AMS-conserved genes (Bravo et al. 2016; Delaux et al. 2014; Favre et al. 2014). We investigated the expression of orthologs of AMS-conserved genes reported by Bravo et al. (2016) in three lines to assess the conservation of these gene lineages in foxtail millet. Among 54 orthologs found in foxtail millet, most of them were induced by AMS. However, only 19 genes were commonly affected by AMS in all three lines, including *SiPHT1;9* and the orthologs of *RAM1*, *RAM2*, *STR2*, *FatM*, and *VAPYRIN*, which are well-studied AMS-conserved genes (Bravo et al. 2017; Ceasar et al. 2014; Gobbato et al. 2013; Murray et al. 2011; Park et al. 2015). 

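Of these 54 orthologs, 52 were listed for Hanevalval, 53 for TT8 and 50 for ISE36, and 50, 53 and 50 were tested. The remaining ones were not analysed here. Limma with Benjamini-Hochberg adjustment called 40 upregulated and 4 downregulated in TT8, 26 and 5 in ISE36, and 8 and 0 in Hanevalval, where 32 and 5 passed the fold threshold at an unadjusted p under 0.05. Adjusted over the list alone, the counts were 32 and 4 in Hanevalval, 40 and 4 in TT8 and 26 and 5 in ISE36. The list came from genes reported in an earlier study. These counts are still not independent evidence, because they rest on the same libraries. In Hanevalval, 25 and 6 genes were called without mock replicate 3, 6 and 0 without AMF replicate 2, and 0 without each of the other libraries. The median log2 fold change was 1.91 in Hanevalval, or 1.79 with genes whose mock-treated libraries all lay at the floor of 3 reads set to their lower bound, 3.63 in TT8 and 1.16 in ISE36. Values ranged from -4.11 to 6.33, from -1.73 to 10.67 and from -3.38 to 8.47. The downregulated genes were SETIT_026160mg, SETIT_007296mg, SETIT_023221mg and SETIT_017497mg in TT8 and SETIT_023636mg, SETIT_007296mg, SETIT_021498mg, SETIT_010999mg and SETIT_017532mg in ISE36, all but SETIT_023636mg named after their values were seen. DESeq2 on the recovered reads moved the Hanevalval counts to 28 and 5, and limma fitted to the 24 libraries together moved them to 31 and 5. Relative to the median of all genes, the list's median stayed positive in each line under CPM and quantile scaling.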

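By limma with Benjamini-Hochberg adjustment, 6 of the AMS-conserved genes were called in all 3 lines, all of them upregulated, out of 8, 44 and 31 called in Hanevalval, TT8 and ISE36. The number was 18 without Hanevalval mock replicate 3, 4 without Hanevalval AMF replicate 2 and 0 without each other Hanevalval library. It rose to 20 with DESeq2 on the recovered reads and to 17 with limma fitted over the 24 libraries. RAM1 (SETIT_027708mg) was upregulated in Hanevalval from 4.66 ± 9.33 to 86.9 ± 23.0 (SD, n = 4 each), a log2 fold change of 5.35 (SE 0.94, adjusted p = 0.0401, limma). That call was lost in each fit without a library other than mock replicate 3, in which the log2 fold change stayed between 4.99 and 5.50, and with edgeR on the recovered reads (4.12). Its log2 fold change in TT8 was 7.23 (SE 0.58, adjusted p = 1.1e-04), and in ISE36, where the mock-treated libraries were listed at 0, it was at least 7.80-fold higher (adjusted p = 8.8e-04). RAM2 (SETIT_035307mg) changed by 4.25 in Hanevalval (SE 1.10, adjusted p = 0.0602, not called; 4.93 and called without mock replicate 3) and by 8.11 in TT8 (SE 0.81, adjusted p = 3.3e-04). In ISE36 it was at least 13.3-fold higher (adjusted p = 0.00118). The log2 fold changes of STR2 (SETIT_003786mg) were 2.27 in Hanevalval (SE 0.84, adjusted p = 0.108), 5.38 in TT8 (SE 0.26, adjusted p = 1.0e-05) and 2.00 in ISE36 (SE 0.58, adjusted p = 0.0299). In ISE36 the call of STR2 was lost without mock replicate 1 (1.96) or 2 (1.80) and without AMF replicate 2 (1.91), 3 (1.82) or 4 (1.64). FatM (SETIT_003998mg) changed by 2.59 (SE 0.70, adjusted p = 0.0645; 2.90 and called without mock replicate 3), 6.87 (SE 0.68, adjusted p = 3.3e-04) and 2.47 (SE 0.63, adjusted p = 0.0182). Its ISE36 call was lost without AMF replicate 3 (2.19) or 4 (2.13). For VAPYRIN (SETIT_035002mg) the values were 1.08 (SE 0.37, adjusted p = 0.0945), 1.82 (SE 0.23, adjusted p = 0.0015) and 1.37 (SE 0.32, adjusted p = 0.0123). The response was smaller in Hanevalval than in TT8 for STR2 (difference -3.11, adjusted p = 0.0304, interaction term) and FatM (-4.28, adjusted p = 0.0117), and the differences of RAM1 (-1.88, adjusted p = 0.236), RAM2 (-3.86, adjusted p = 0.0562) and VAPYRIN (-0.74, adjusted p = 0.311) did not pass.

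**Figure D2:**
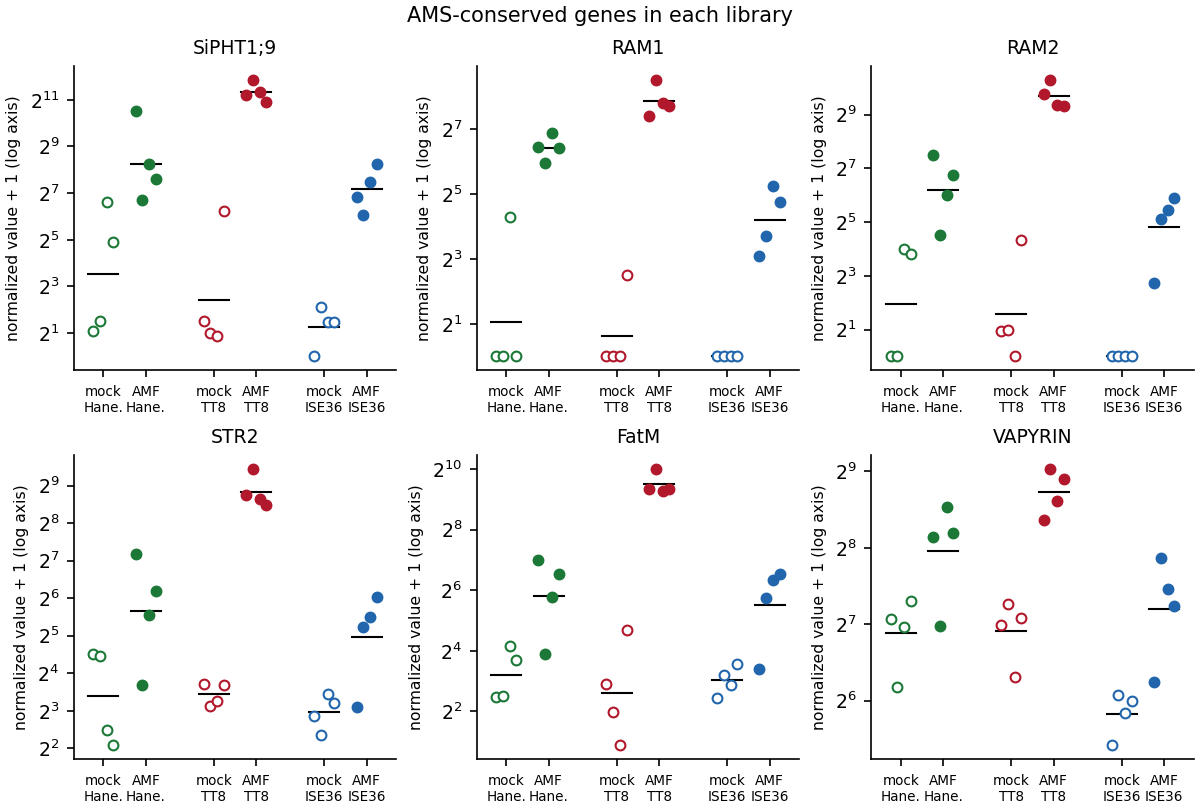
Normalized value plus 1 (log axis) of 6 AMS-conserved genes in each mock-treated and AMF-treated library of the 3 lines, with bars at the geometric mean of the 4 libraries. RAM1 was listed at 0 in every mock-treated ISE36 library.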

The relative expression levels of other AMS-conserved genes varied between lines. For example, the orthologs of *RAD1* and a gene encoding a DnaJ domain protein were only induced by AMS in TT8, and the ortholog of *AMT2;1* was only induced in Hanevalval and TT8. In addition, only eleven genes were exclusively AMS-induced genes (Table S3), while most AMS-conserved genes in *Medicago* specifically responded to AMS (Bravo et al. 2016).

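RAD1 (SETIT_000959mg) had a value of 465 ± 548 in mock-treated and 1485 ± 197 in AMF-treated TT8 roots (SD, n = 4 each), a log2 fold change of 2.27 (SE 0.58, adjusted p = 0.0227, limma with Benjamini-Hochberg adjustment). The mock-treated TT8 libraries were at 149, 217, 208 and 1285, and without mock replicate 4, the highest, the log2 fold change was 2.96. The call was lost without mock replicate 1 (1.93), 2 (2.11) or 3 (2.09), without AMF replicate 2 (2.20), 3 (2.28) or 4 (2.25), and with edgeR on the recovered reads (1.68). In Hanevalval RAD1 fell by 0.88 (SE 0.37, adjusted p = 0.141) and in ISE36 by 0.52 (adjusted p = 0.0514). The response differed between Hanevalval and TT8 (difference -3.15, adjusted p = 0.00437, interaction term) and between TT8 and ISE36 (2.79, adjusted p = 0.00873). The DnaJ domain protein (SETIT_032512mg) rose in TT8 by 3.29 (SE 0.79, adjusted p = 0.0192), a call that was lost without mock replicate 2 (3.28) and without AMF replicate 2 (3.21), 3 (3.39) or 4 (3.31). It changed by 0.04 in Hanevalval (adjusted p = 0.977) and by -0.57 in ISE36 (adjusted p = 0.226), and both lines differed from TT8 (differences of -3.26, adjusted p = 0.0391, for Hanevalval against TT8 and 3.86, adjusted p = 0.0189, for TT8 against ISE36). Its direction in Hanevalval was negative without mock replicate 2 (-0.39), mock replicate 3 (-0.21), AMF replicate 1 (-0.13) or AMF replicate 4 (-0.46), and with CPM (-0.07). AMT2;1 (SETIT_024947mg) changed by 1.26 in Hanevalval (SE 0.41, adjusted p = 0.0836, and 1.51 and called without mock replicate 3), by 1.05 in TT8 (SE 0.20, adjusted p = 0.0105) and by 0.87 in ISE36 (SE 0.27, adjusted p = 0.0351, below the fold threshold). In TT8 it was under the fold threshold without AMF replicate 3 (1.00) or 4 (0.90), with CPM (0.82) and with quantile normalization (0.92), and in ISE36 it passed without mock replicate 3 (1.02). No pair of lines differed for AMT2;1 by the interaction term (adjusted p = 0.805, 0.886 and 0.832).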

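Among the AMS-conserved genes, those with at most 3 reads in every mock-treated library of a line and upregulated by limma with Benjamini-Hochberg adjustment numbered 0 in Hanevalval, 1 in TT8 and 9 in ISE36. In Hanevalval, 3 genes had mock-treated libraries at this floor and 2 of them passed the fold threshold at an unadjusted p under 0.05. The TT8 gene, named after its values were seen, was SETIT_039206mg, annotated as late embryogenesis abundant, at least 39.8-fold higher in AMF-treated roots (adjusted p = 4.7e-05). The paper's table marks 1, 1 and 8 genes as exclusively induced in Hanevalval, TT8 and ISE36, with a normalized mean under 1 in mock-treated roots in place of the floor used here. 1 further gene, SETIT_006522mg in Hanevalval, carries a superscript that the table does not explain, and the paper's text gives 11. A gene at or under the floor is not shown to be absent from mock-treated roots, only not detectable above it at these depths.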

We also compared the expression levels of genes belong to the core set of AMS-responsive genes which show similar symbiotic responses in at least two other plant species (An et al. 2018). Among 116 ortholog groups in the core set of AMS-responsive genes, the number of ortholog groups which showed similar expression pattern was highest in TT8 (71), and lowest in ISE36 (35) (Additional file: Fig. S5), supporting the conservation of the core transcriptional program in three millet lines but with different induction levels. 

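Over all genes, the response to AMF differed between Hanevalval and TT8 for 3589 of 23557 genes (limma interaction term with Benjamini-Hochberg adjusted p of at most 0.05), 1514 with the larger value in Hanevalval and 2075 in TT8. At an unadjusted p under 0.05 there were 7237, against 1178 expected by chance. TT8 and ISE36 differed for 3353 of 23492 genes, 1905 with the larger value in TT8, with 7048 at an unadjusted p under 0.05 against 1175 expected. Hanevalval and ISE36 differed for 6 of 23525 genes, with 1865 at an unadjusted p under 0.05 against 1176 expected. This last count depended on the test, and was 214 with DESeq2 and 14 with edgeR on the recovered reads, 18 with a pseudocount of 0.25 and 0 for genes with a mean of at least 50. It rose to 262 without Hanevalval mock replicate 3, 23 without Hanevalval AMF replicate 1 and 15 without Hanevalval AMF replicate 2, and was between 1 and 7 without each other library. Without TT8 mock replicate 4 the counts for TT8 were 5517 against Hanevalval and 5521 against ISE36, and without TT8 mock replicate 1 they were 2243 and 1851. Without TT8 mock replicate 2 and AMF replicate 3 the count against ISE36 was 2078 and 2170, and without Hanevalval AMF replicate 4 that of Hanevalval against TT8 was 2307. With an absolute difference in log2 fold change of at least 1 also required, 2578 genes passed for Hanevalval against TT8 and 2490 for TT8 against ISE36. In the simulated data the test of differences recovered 80.0% of 395 changed genes with 60 false calls for Hanevalval against TT8, 79.4% of 389 with 21 for Hanevalval against ISE36 and 75.4% of 390 with 5 for TT8 against ISE36. The simulated data lack the split among the mock-treated Hanevalval libraries, so these rates do not measure the power of the real test.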

Taken together, our results showed that the difference of genetic variation between millet lines affected the expression level of AMS-responsive genes.

### The impacts of AMS on gene expression profiles of foxtail millet

To further elucidate the genome-wide effects of genetic variance on AMS responses, GO analysis was performed to dissect the functions of DEGs. Among Biological Process classes, there were 21, 11 and 17 terms were significantly enriched in upregulated genes in Hanevalval, TT8 and ISE36 but only one term (GO: 0009611 response to wounding) is commonly present in all three lines (Fig. 3a). Six terms associated with amino acid metabolisms were specifically identified in Hanevalval and two associated with nitrate responses were enriched only in TT8 (Additional file: Table S4). In ISE36, terms associated with lignin metabolic processes were dominant in the upregulated DEGs (Additional file: Table S4 and Fig. S6a). Regarding Molecular Function terms enriched in the upregulated gene profiles, ten terms were commonly present in all three lines, and the four in top ten list were “iron ion binding (GO: 0005506)”, “monooxygenase activity (GO: 0004497)”, “carbohydrate binding (GO: 00030246)”, and “serine-type endopeptide inhibitor activity (GO: 0004867)” (Fig. 3c and Additional files: Fig. S6b). In TT8, among 15 terms specifically enriched in upregulated DEGs, 8 were associated with transmembrane transporters and substrate movement. Among the terms specifically enriched in ISE36, several terms related to enzymes involved in protein and carbohydrate degradation were dominant in the list (Additional files: Table S5).

**Fig. 3:**
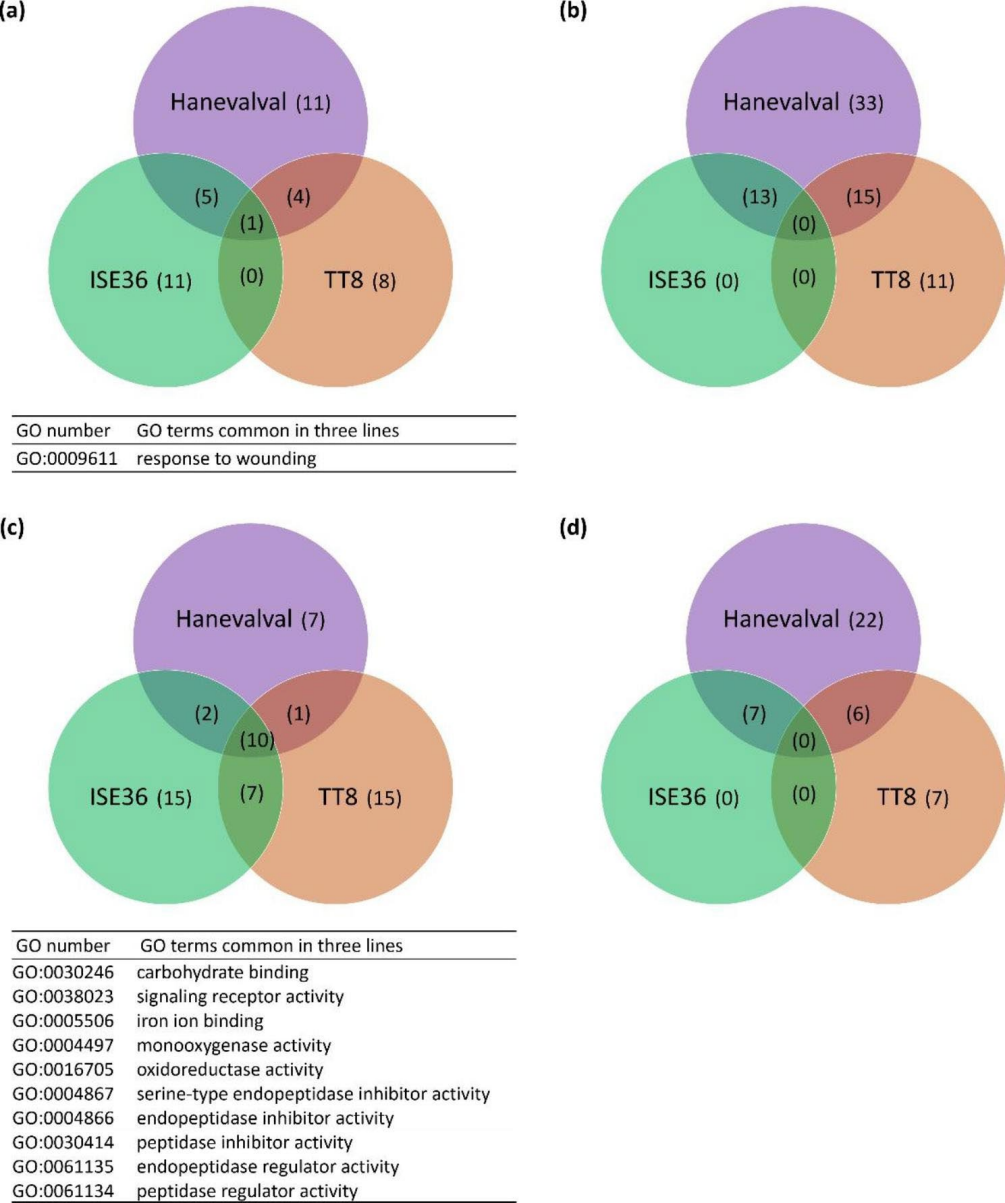
Venn digarms of GO terms significantly enriched in the three different lines. **a** and **b**, Enriched Bological Process terms in up- and downregulated DEGs, respectively; **c** and **d**, Enriched Molecular Function terms in up- and downregulated DEGs, respectively. Adjusted *p*-value < 0.05. The GO terms commonly enriched in all three lines were listed below the diagrams

For downregulated DEGs, there were more Biological Process terms enriched in all three lines, surprisingly, no common terms were identified (Fig. 3b). Several cell wall biogenesis and metabolsims-related terms were dominant in Hanevalval, while in TT8, Biological Process terms associated with responses to abiotic stress and ion homeostasis were enriched (Additional file: Table S4 and Fig. S7). Regarding the Molecular Function class, no common terms were enriched in all three lines (Fig. 3d). Among the terms specifically enriched in Hanevalval, “cytoskeleton synthesis and binding”-related functions were dominant, whereas in TT8, several terms associated with substrate transport were found, which echoed to the enrichment list of the Biological Process class. Different from Hanevalval and TT8, there were no Biological Process and Molecular Function terms specfically enriched in ISE36 (Fig. 3b and d). The results of GO analysis showed that the impacts of AMS on molecular responses were greatly determined by the difference of genotypes.

### Comparing the responses of nutrient transport and metabolism to AMS in three millet lines

The enhancement of phosphate accumulation in host plants is one of the most well-described benefits of AMS (Smith et al. 2011; Smith and Smith 2011). In the foxtail millet genome, twelve genes were annotated as *PHT1* family members. Phylogenetic analysis showed that SiPHT1;9 was in the AMS-inducible clade conserved in both monocot and dicot host species, while SiPHT1;8 was in the monocot-specific AMS-inducible clade. Both genes were strongly induced in AMF-colonized roots in a previous study (Ceasar et al. 2014). However, we only found that *SiPHT1;9* was upregulated in mycorrhizal roots, and the induction level was much stronger in TT8 and ISE36 than in Hanevalval, while *SiPHT1;8* transcript was not detected in all three lines (Fig. 4a). 

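SiPHT1;9 (SETIT_004288mg) had normalized values of 32.3 ± 45.1 in mock-treated and 518 ± 643 in AMF-treated Hanevalval roots, 19.6 ± 36.7 and 2639 ± 744 in TT8, and 1.73 ± 1.36 and 167 ± 104 in ISE36 (SD, n = 4 each). Its log2 fold change was 4.73 in Hanevalval (SE 1.31, adjusted p = 0.0656, not called), 8.92 in TT8 (SE 1.06, adjusted p = 9.9e-04) and 5.90 in ISE36 (SE 0.55, adjusted p = 3.4e-04) by limma with Benjamini-Hochberg adjustment. Every AMF-treated library was above every mock-treated one in each line (p = 0.029 by an exact permutation test, two-sided). In Hanevalval the mock-treated libraries were at 1.14, 1.90, 97.0 and 29.1 and the AMF-treated ones at 1475, 103, 302 and 193, and without mock replicate 3 the gene was called with a log2 fold change of 5.75. It was also called with DESeq2 on the recovered reads (4.00). Over the alternatives that kept all libraries, the adjusted p in Hanevalval ranged from 0.00399 to 0.0839. In TT8 mock replicate 4 was at 74.6, the highest of its group. The differences between lines did not pass the interaction test, at -4.19 for Hanevalval against TT8 (SE 1.62, adjusted p = 0.082), -1.17 for Hanevalval against ISE36 (adjusted p = 0.903) and 3.02 for TT8 against ISE36 (adjusted p = 0.219). SiPHT1;8 (SETIT_033125mg) was not analysed here.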

We also examined and compared the transcript levels of other ten *PHT1* family members in the transcriptome profiles of the three lines. 

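In TT8, SiPHT1;3 (SETIT_011707mg) fell from 676 ± 102 to 146 ± 76.8 (SD, n = 4 each), a log2 fold change of -2.36 (SE 0.36, adjusted p = 0.00434, limma with Benjamini-Hochberg adjustment). SiPHT1;5 (SETIT_014865mg) fell from 155 ± 38.8 to 14.7 ± 4.41, a change of -3.33 (SE 0.30, adjusted p = 1.8e-04), and SiPHT1;12 (SETIT_006153mg) from 121 ± 45.8 to 44.1 ± 5.79, a change of -1.36 (SE 0.29, adjusted p = 0.0133). SiPHT1;4 (SETIT_035143mg) fell by 0.98 in TT8 (SE 0.18, adjusted p = 0.00867), under the fold threshold, which it passed without mock replicate 3 (-1.11), without AMF replicate 4 (-1.02), with CPM and with quantile normalization (-1.02). Over all PHT1 genes, 7 of the 12 were tested in TT8, with 1 upregulated and 3 downregulated, and 8 in Hanevalval, with 0 called and 2 upregulated at an unadjusted p under 0.05. With the adjustment made over the list alone, 2 were upregulated in Hanevalval, which is not independent evidence, since it rests on the same libraries. In Hanevalval, SiPHT1;4 rose from 494 ± 480 to 3235 ± 2519 (SD, n = 4 each), a log2 fold change of 3.25 (SE 1.01, adjusted p = 0.0783), with every AMF-treated library above every mock-treated one. It was called without mock replicate 3 (3.84) and with DESeq2 on the recovered reads (2.71), settings in which 3 and 2 PHT1 genes were called upregulated. SiPHT1;3 fell by 1.38 in Hanevalval (SE 0.80, adjusted p = 0.253). SiPHT1;5 and SiPHT1;12 changed by -0.02 (adjusted p = 0.986) and 0.37 (adjusted p = 0.695) there, and changed sign without mock replicate 3 (0.47), AMF replicate 2 (0.25) or AMF replicate 4 (0.46) for SiPHT1;5 and without mock replicate 1 (-0.02) for SiPHT1;12. The response differed between Hanevalval and TT8 for SiPHT1;4 (difference 4.23, adjusted p = 0.0209, interaction term) and SiPHT1;5 (3.31, adjusted p = 0.00754), but not for SiPHT1;3 (0.98, adjusted p = 0.539) or SiPHT1;12 (1.73, adjusted p = 0.0693).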

Interestingly, *SiPHT1;3*, *SiPHT1;5* and *SiPHT1;12* were significantly downregulated in TT8, while only *SiPHT1;3* was downregulated and *SiPHT1;4* was even upregulated in mycorrhizal Hanevalval roots. In ISE36, no *PHT1* members except *SiPHT1;9* were affected by AMS (Fig. 4a). It was shown that both *SiPHT1;3* and *SiPHT1;4* were induced in roots following by low phosphate treatment but did not respond to AMS (Ceasar et al. 2014). 

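In ISE36, 8 of the PHT1 genes were tested. By limma with Benjamini-Hochberg adjustment, SiPHT1;9 was upregulated and 0 were downregulated, also with 0 at an unadjusted p under 0.05. The log2 fold changes of SiPHT1;3, SiPHT1;4, SiPHT1;5 and SiPHT1;12 were -0.65 (adjusted p = 0.488), 0.50 (adjusted p = 0.657), -0.19 (adjusted p = 0.699) and 0.04 (adjusted p = 0.916). SiPHT1;4 changed sign without mock replicate 1 (-0.38), SiPHT1;5 without mock replicate 4 (0.05), and SiPHT1;12 without mock replicate 1 (-0.16) or AMF replicate 4 (-0.06). The median over the PHT1 genes of ISE36 was -0.04, and relative to the median of all genes it was 0.01 with quantile normalization. TT8 and ISE36 differed for SiPHT1;5 (difference -3.14, adjusted p = 0.0107, interaction term), but not for SiPHT1;3 (-1.71, adjusted p = 0.269) or SiPHT1;12 (adjusted p = 0.143).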

Further studies will be required to elucidate whether the differential responses of *PHT1* genes to AMS are due to the variation of internal phosphate levels.

**Fig. 4:**
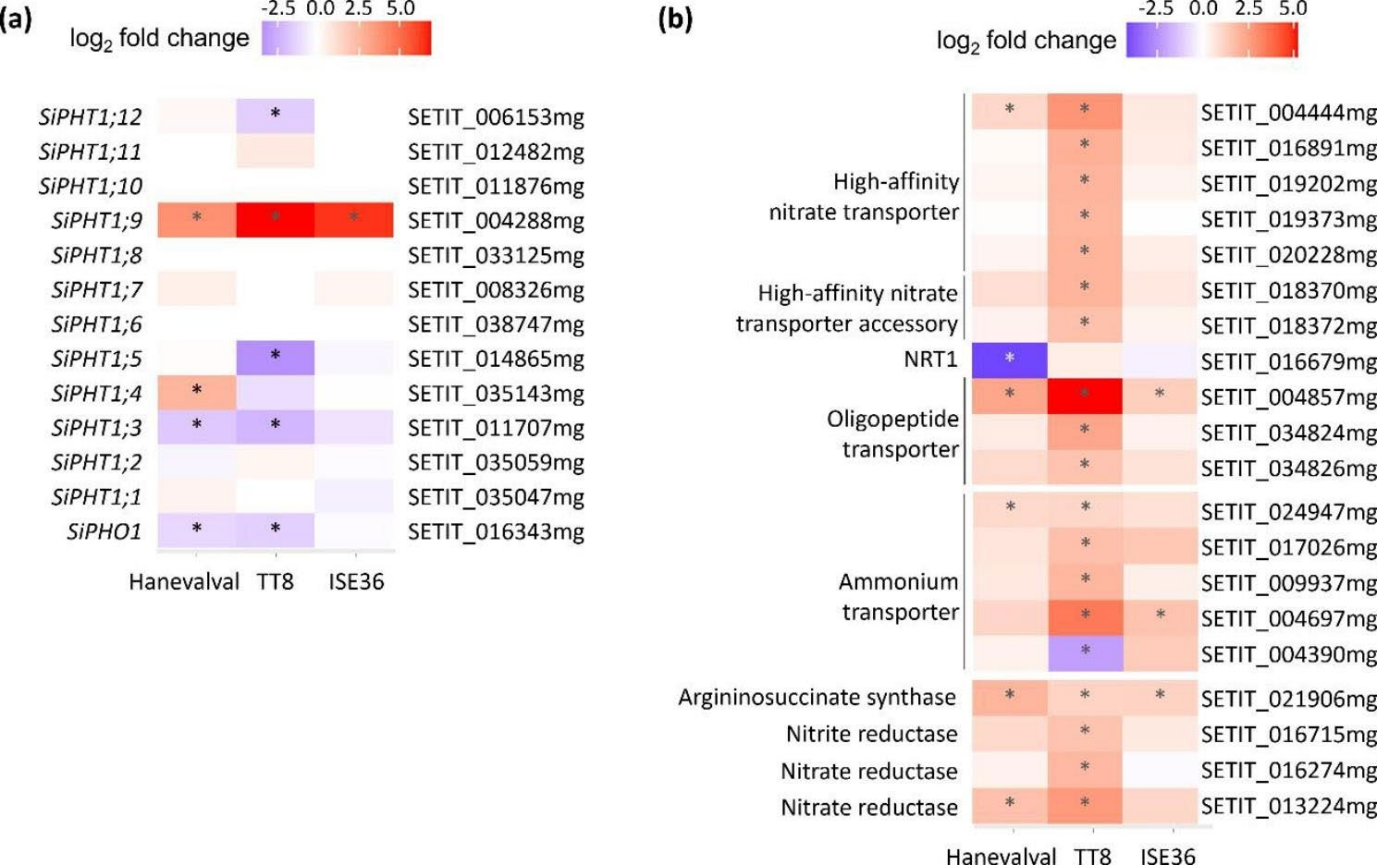
Heatmap of a, *PHT1* genes and b, gene subsets associated with nitrogen transport and assimilation. Red and purple indicate up- and downregulated genes, respectively, in AMS. *, adjusted *p*-value < 0.05

AMF is also known to promote nitrogen uptake and metabolism (Jin et al. 2005; Thirkell et al. 2016, 2019) and the GO terms associated with nitrogen metabolism are usually enriched in DEGs (Li et al. 2018). But in this study the GO terms “nitrate transport (GO: 0015706)”, “responses to nitrate (GO: 0010167)” and “nitrogen cycle metabolism (GO: 0071941)” were only enriched in TT8. Thus, we retrieved the genes encoding ammonium transporters, nitrate transporters, oligopeptide transporters and enzymes involved in the nitrogen cycle. 

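The list of genes for nitrogen transport and assimilation held 20 genes, all of them tested in each line. In TT8, limma with Benjamini-Hochberg adjustment called 18 upregulated and 1 downregulated, with log2 fold changes from -2.10 to 5.45 and a median of 2.55. These were 5 of 5 high-affinity nitrate transporters, 2 of 2 accessory proteins, 3 of 3 genes grouped as oligopeptide transporters, 4 of 5 ammonium transporters, 2 of 2 nitrate reductases, the nitrite reductase and the argininosuccinate synthase. The group of oligopeptide transporters includes SETIT_004857mg, which the paper's supplementary table gives as a nitrate transporter. The downregulated gene was the ammonium transporter SETIT_004390mg (-2.10, adjusted p = 0.0295), named after its values were seen. When adjusted over the list alone, TT8 had the same counts of 18 and 1, which is not independent evidence for a list made in this study. The TT8 count depended on single libraries and was 11 without mock replicate 1, 7 without mock replicate 2, 7 without mock replicate 3, 8 without AMF replicate 2, 6 without AMF replicate 3 and 6 without AMF replicate 4, and 8 with edgeR on the recovered reads. SETIT_004390mg was not called without mock replicate 1, 2 or 3 or AMF replicate 2 or 4, leaving 0 downregulated. Relative to the median of all genes the list's median stayed positive in every line under CPM and quantile scaling.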

In TT8 roots, AMS significantly upregulated four ammonium transporters, six nitrate transporters, two nitrate transporter accessories, and two oligopeptide transporters by two-to-eleven fold, though one of ammonium transporters was downregulated. In Hanevalval and ISE36, only one or two transporters were affected. Similarly, two nitrate reductase and nitrite reductase genes were only induced in mycorrhizal TT8 roots, while only one nitrate reductase was induced by AMF in Hanevalval (Fig. 4b). 

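Limma with Benjamini-Hochberg adjustment called 0 of the 20 nitrogen genes in Hanevalval, where 6 rose and 1 fell at an unadjusted p under 0.05. The list's median log2 fold change was 1.05, with 19 of the 20 values positive, and 2 genes were called upregulated when adjusted over the list alone, which is not independent evidence for a list taken from these samples. Without mock replicate 3, 3 upregulated genes and 1 downregulated gene were called, and DESeq2 on the recovered reads gave the same counts. In ISE36 5 genes were upregulated, with a median of 0.69 over the list. Named after their values were seen, these were 2 ammonium transporters (SETIT_017026mg and SETIT_004697mg), the nitrate transporter SETIT_004857mg, the nitrate reductase SETIT_013224mg and the argininosuccinate synthase SETIT_021906mg. One limma fit over the 24 libraries left 0 of them, with 5 in Hanevalval. By the interaction term, 6 of the 20 genes differed between Hanevalval and TT8 and 6 between TT8 and ISE36, against 0 between Hanevalval and ISE36, where 1 had an unadjusted p under 0.05.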

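The nitrate reductases SETIT_016274mg and SETIT_013224mg rose in TT8 by log2 fold changes of 2.45 (SE 0.58, adjusted p = 0.0183, limma with Benjamini-Hochberg adjustment) and 3.49 (SE 0.68, adjusted p = 0.0108). The nitrite reductase SETIT_016715mg rose there by 2.37 (SE 0.66, adjusted p = 0.0296). SETIT_013224mg was also called in ISE36, with 1.19 (SE 0.32, adjusted p = 0.0214). In Hanevalval none of these 3 genes was called, and 1 of the nitrate reductases and the nitrite reductase passed the fold threshold at an unadjusted p under 0.05. These genes were named after their values were seen.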

In terms of genes involved in amino acid biosynthesis and metabolic pathways, several arginine and glutamine family biosynthesis- and metabolism-related genes were upregulated by AMS, mainly in Hanevalval and TT8, though the DEG profiles were not exactly the same in these two lines (Table 1). 

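Table 1 lists 42 genes, of which the 21 through proline oxidase belong to the glutamine and arginine part. In this part, limma with Benjamini-Hochberg adjustment called 16 of 21 tested genes upregulated in TT8 and 6 up and 2 down of 20 in ISE36. In Hanevalval it called 0 of 20, although 18 log2 fold changes were positive and 13 were at least 1. The medians were 1.81 in Hanevalval, 1.34 in TT8 and 0.87 in ISE36. DESeq2 on the recovered reads called 8 upregulated and 1 downregulated in Hanevalval and 15 upregulated in TT8, and limma fitted over the 24 libraries called 12 and 1 in Hanevalval.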

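Among the 21 genes of Table 1 after proline oxidase, the aromatic part, 4 were upregulated and 0 downregulated in Hanevalval by limma with Benjamini-Hochberg adjustment, with 18 log2 fold changes of at least 1 and a median of 1.69. Called were SETIT_001761mg, SETIT_021701mg, SETIT_036040mg and SETIT_030453mg, with log2 fold changes of 1.19, 1.25, 1.73 and 2.01. In TT8 5 were upregulated and 1 downregulated with a median of 0.73, and in ISE36 8 were upregulated with a median of 0.92. DESeq2 on the recovered reads called 17 in Hanevalval and 5 up and 2 down in TT8. Over the whole table of 42 genes, 4 were upregulated and 0 downregulated in Hanevalval (30 and 1 at an unadjusted p under 0.05), 21 and 1 in TT8, and 14 and 2 in ISE36. The downregulated genes were SETIT_009509mg (-1.33) in TT8 and SETIT_019548mg and SETIT_035342mg (-1.07) in ISE36. The genes named here were chosen after their values were seen. Adjusted over the list alone, the counts were 30 and 1, 21 and 1, and 14 and 2, which is not independent evidence for a table made from these samples. In Hanevalval 29 and 1 were called without mock replicate 3 and 0 without each other library. The TT8 count of 21 fell to 13, 11 and 13 without mock replicates 1, 2 and 3 and to 11, 12 and 11 without AMF replicates 2, 3 and 4, and 2 genes were downregulated without mock replicate 3. The ISE36 count of downregulated genes was 1 without AMF replicate 4. By the interaction term 8 of 41 genes differed between Hanevalval and TT8, 6 of them with the larger value in Hanevalval, 7 between TT8 and ISE36, and 0 between Hanevalval and ISE36, with 6 at an unadjusted p under 0.05. Under CPM and quantile scaling, the median of the whole table stayed positive relative to all genes in each line.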

There were also many genes involved in alpha and aromatic amino acid biosynthetic and metabolic processes upregulated in Hanevalval, but less genes were affected or even downregulated by AMS in TT8 (Table 1).

**Table 1:** The relative gene expression level of genes associated with amino acid biosynthesis and metabolism in three lines

Gene ID	Gene annotation	Log2 fold change^1^		
		Hanevalval	TT8	ISE36
Glutamine family amino acid biosynthetic and metabolic processes				
SETIT_017628mg	Glutamine synthetase	1.55 *	1.27 *	0.83
SETIT_022118mg	Glutamine synthetase	0.22	1.77 *	0.68
SETIT_036352mg	Glutamine synthetase	2.09 *	0.91	2.46 *
SETIT_021485mg	UTP–ammonia ligase	0.65	1.44 *	0.28
SETIT_000703mg	UTP–ammonia ligase	0.08	1.21 *	0.48
SETIT_017204mg	Carbamoyl phosphate synthase small chain, chlroplastic	1.46 *	1.21 *	0.75
SETIT_017936mg	Glutamine amidotransferase	0.00	2.85 *	0.00
SETIT_019548mg	GMP synthase-related	-3.34 *	1.70 *	-1.28
SETIT_020943mg	Glutamate synthase (NADH)	2.13 *	1.95 *	0.90
SETIT_036070mg	pyridoxal-5-phosphate decarboxylase	0.34	1.04 *	0.10
SETIT_017738mg	N-acetylglutamate synthase	1.73	3.06 *	1.73
SETIT_021759mg	Argininosuccinate lyase	1.59 *	1.47 *	0.86
SETIT_021906mg	Argininosuccinate synthase	2.00 *	1.18 *	1.21
SETIT_021951mg	Acetylornithine transaminase	1.37 *	1.50 *	1.09
SETIT_034795mg	Amino acid acetyltransferase	1.56 *	1.13 *	0.89
SETIT_035137mg	Glutamate N-acetyltransferase	1.81 *	0.99	0.90
SETIT_035209mg	Argininosuccinate lyase	1.42 *	0.06	0.90
SETIT_035869mg	N-acetyl-gamma-glutamyl-phosphate reductase	2.13 *	0.97	1.53 *
SETIT_035474mg	Ornithine aminotransferase	0.89	-0.21	1.03 *
SETIT_007956mg	Arginine decarboxylase	0.44	1.01 *	-0.37
SETIT_035342mg	Proline oxidase	-0.84	1.47 *	-1.05
Aromatic amino acid family metabolic process				
SETIT_001761mg	Subgroup I aminotransferase related	1.16 *	-0.09	0.77
SETIT_029865mg	3-dehydroquinate synthase	1.63 *	0.76	0.91
SETIT_035017mg	3-deoxy-7-phosphoheptulonate synthase	1.30 *	0.49	0.42
SETIT_000995mg	Shikimate dehydrogenase	1.10 *	0.19	0.47
SETIT_021701mg	Shikimate dehydrogenase	1.22 *	0.65	0.46
SETIT_017907mg	Shikimate kinase 1, chloroplatic-related	1.30 *	0.35	1.00 *
Aromatic amino acid family metabolic process				
SETIT_006296mg	3-phosphoshikimate 1-carboxyvinyltransferase	1.43 *	1.14 *	0.62
SETIT_035737mg	Chorismate synthase	1.44 *	0.73	0.71
SETIT_022176mg	Aspartate–prephenate aminotransferase	1.64 *	0.85	0.88
SETIT_034777mg	Anthranilate synthase alpha subunit 1, chloroplatic-related	1.26 *	1.16 *	0.40
SETIT_010798mg	Anthranilate synthase	1.99 *	0.83	1.23 *
SETIT_036040mg	Anthranilate phosphoribosyltransferase	1.70 *	0.44	0.79
Glutamine family amino acid biosynthetic and metabolic processes				
SETIT_018043mg	Phosphoribosylanthranilate isomerase (PRAI)	1.88 *	1.07	1.69 *
SETIT_030453mg	SER/THR dehydratase, Tryp synthase	1.97 *	0.95	1.20 *
SETIT_013676mg	Tryptophan synthase beta chain 1, chloroplatic-related	1.51 *	0.89	1.03 *
SETIT_009345mg	Phenylalanine ammonia-lyase	1.99 *	1.39 *	1.20
SETIT_009509mg	Phenylalanine ammonia-lyase	-0.64	-1.39 *	0.08
SETIT_016475mg	Phenylalanine ammonia-lyase	1.86 *	1.73 *	2.11 *
SETIT_016504mg	Phenylalanine ammonia-lyase	1.45 *	-1.08 *	1.25 *
SETIT_013348mg	Phenylalanine ammonia-lyase	1.10 *	-0.77	0.00
SETIT_016478mg	Phenylalanine ammonia-lyase	0.63	-0.29	1.30 *

^1^ Fold change of gene transcript levels in AM roots compared with mock-treated roots. *, adjusted *p-*value < 0.05

### Comparing the expression of genes involved in cell wall construction

In mycorrhizal Hanevalval and ISE36, we observed that the Biological Process terms “cell wall biogenesis” (GO:0042546; adjusted *p*-value: 1.29 × 10^− 6^ in Hanevalval and 0.0007 in ISE36) and “cell wall polysaccharide metabolism” (GO:0010383; adjusted *p*-value: 0.0005 in Hanevalval and 0.0024 in ISE36) were significantly enriched in downregulated DEGs. To compare the influence of AMS on genes involved in cell wall biosynthesis and organization in three lines, we first retrieved the transcript levels of genes involved in the biosynthesis of cell wall components. Cellulose synthase A family (CesAs) and COBRAs are known to participate in cellulose biosynthesis (Li et al. 2003; Roudier et al. 2002). 

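Of the 14 CesA genes, 12 were tested in Hanevalval, 13 in TT8 and 12 in ISE36. Limma with Benjamini-Hochberg adjustment called 2 downregulated in Hanevalval, 1 upregulated in TT8 and 3 downregulated in ISE36. The Hanevalval genes were the UDP-glucose-cellulose glucosyltransferases SETIT_028762mg, from 5738 to 1285 (log2 fold change -2.06, SE 0.36, adjusted p = 0.0399), and SETIT_028764mg, from 1773 to 386 (-2.09, SE 0.32, adjusted p = 0.0381). In ISE36, SETIT_000179mg fell by 1.10, SETIT_028761mg by 1.03 and SETIT_028762mg by 1.45 (adjusted p = 9.4e-04, 9.7e-04 and 6.8e-04). These genes were named after their values were seen. SETIT_007846mg rose in TT8 from 1.19 ± 2.37 to 82.4 ± 23.0 (SD, n = 4 each), by 5.71 (SE 0.59, adjusted p = 4.3e-04), and was not analysed here in Hanevalval and ISE36. With mock replicate 3 left out, 7 CesA genes were downregulated in Hanevalval, and without each other library 0, while 7 passed the fold threshold at an unadjusted p under 0.05 with all libraries. With the adjustment made over the list alone, 7 were downregulated in Hanevalval and 3 in ISE36, which is not independent evidence, as it rests on the same libraries. In ISE36 the count was 1 without AMF replicate 2, 2 without mock replicate 2 and 2 without AMF replicate 4. TT8 had 2 upregulated without mock replicate 4. The median log2 fold change was -1.14 in Hanevalval, -0.77 in ISE36 and 0.30 in TT8. In TT8 it was 0.06 with CPM and -0.00 with quantile normalization, or 0.31 and 0.12 relative to the median of all genes. The interaction term passed for 8 of 12 genes between Hanevalval and TT8, all with the larger value in TT8, for 4 of 12 between TT8 and ISE36, and for 0 of 12 between Hanevalval and ISE36, with 4 at an unadjusted p under 0.05.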

Among 14 *CesA*s genes in the foxtail millet genome, seven and two genes were significantly downregulated by AMS in Hanevalval and ISE36, respectively, while most *CesA* gene were not affected in TT8 and one *CesA* gene was even highly upregulated by AMS. Similarly, three out of eight *COBRA* genes were repressed in the mycorrhizal roots of Hanevalval (Additional file 1: Fig. S8a), but these three genes were not affected in TT8. 

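Of the 8 COBRA genes, 6 were tested in each line. In Hanevalval limma with Benjamini-Hochberg adjustment called SETIT_035669mg downregulated, from 3862 to 1683 (log2 fold change -1.19, SE 0.19, adjusted p = 0.0383). In TT8 it called SETIT_010107mg upregulated, at least 11.4-fold higher in AMF-treated roots (adjusted p = 1.1e-04), and in ISE36 SETIT_039652mg and SETIT_029839mg downregulated (-1.22 and -1.20, adjusted p = 0.0029 and 0.00159). All of these were named after their values were seen. When adjusted over the list alone, 3 were downregulated in Hanevalval, which is not independent evidence because it rests on the same libraries. Without mock replicate 3 the Hanevalval count was 3 and without each other library 0, with 3 passing the fold threshold at an unadjusted p under 0.05 when all libraries were used. TT8 had 2 upregulated COBRA genes without mock replicate 4. The list's median log2 fold change was -0.81 in Hanevalval, 0.45 in TT8 and -0.46 in ISE36, and each kept its sign under CPM and quantile scaling. Between Hanevalval and TT8 2 of 6 genes differed by the interaction term, and between TT8 and ISE36 2 of 6.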

Xyloglucan, xylan and mannans are the most abundant hemicelluoses that tether cellulosic microfibrils in the cell wall (McCann and Knox 2018). Many xyloglucan endotransglycosylase genes that are involved in xyloglucan biosynthesis (Hrmova et al. 2022) were downregulated in AMF-colonized Hanevalval and ISE36, whereas only few genes were affected in TT8. 

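All 13 xyloglucan endotransglycosylase genes had negative log2 fold changes in Hanevalval, from -3.15 to -1.19 with a median of -2.33, and limma with Benjamini-Hochberg adjustment called 7 of them downregulated. In ISE36 8 of 13 were called with a median of -1.22, and in TT8 1 of 12 with a median of -0.47. Adjusted over the list alone the counts were 13, 9 and 1 in Hanevalval, ISE36 and TT8, which is not independent evidence for a list made in this study. With mock replicate 3 left out, 13 were called in Hanevalval, without AMF replicate 2 4, and without each other library 0. The TT8 gene was SETIT_014233mg, named after its value was seen, and its call was lost without mock replicate 1 or 2 or AMF replicate 1, 3 or 4. The 3 medians stayed below the median of all genes under CPM and quantile scaling, although CPM raised the TT8 count to 3. The response differed between Hanevalval and TT8 for 5 of 12 genes by the interaction term, all lower in Hanevalval, and between TT8 and ISE36 for 1 of 12. Between Hanevalval and ISE36 it differed for 0 of 12, with 5 at an unadjusted p under 0.05. Reads could have been split between members of this family.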

For cell wall-modifying enzymes, several genes such as pectate lyase, pectinase, glycosyl transferase, and endo-β-1,4-glucanase were also downregulated in AMF-colonized Hanevalval and ISE36 (Additional file 1: Table S6). In addition to polysaccharides, cell wall components also comprise proteins, including expansins that determine cell wall loosening. 

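The wider list of cell wall polysaccharide genes, with 53 members, had 52 tested in Hanevalval, 52 in TT8 and 51 in ISE36. Limma with Benjamini-Hochberg adjustment called 12 downregulated in Hanevalval, 5 in TT8 and 20 in ISE36, and 0, 1 and 0 upregulated (0, 2 and 0 at an unadjusted p under 0.05). In Hanevalval all 52 values were negative, from -3.24 to -0.96 with a median of -1.65, and 47 passed the fold threshold at an unadjusted p under 0.05. The TT8 and ISE36 medians were -0.56 and -0.93, with 40 of 52 and 48 of 51 values negative. With the adjustment made over the list alone, 47, 4 and 22 genes were downregulated in Hanevalval, TT8 and ISE36, which is not independent evidence, as the study picked them from these libraries. Without mock replicate 3, 44 were downregulated in Hanevalval, without AMF replicate 2 4, and without each other library 0. The downregulated TT8 genes were SETIT_014233mg, SETIT_034919mg, SETIT_035783mg, SETIT_000021mg and SETIT_027450mg and the upregulated one SETIT_028842mg (1.01), named after their values were seen. The TT8 count of 5 was 2 without mock replicate 1, mock replicate 2 or AMF replicate 4, 3 without AMF replicate 1, 2 or 3, and 7 without mock replicate 4, where 3 genes were upregulated. The upregulated call was lost without mock replicate 3, AMF replicate 2 or AMF replicate 4. Relative to the median of all genes, the 3 medians stayed negative under CPM (-1.65, -0.56 and -0.92) and quantile scaling. Among the enzymes, pectate lyase, pectinase and the family 8 glycosyl transferase each had 1 downregulated member in ISE36 and 0 in Hanevalval and TT8. In Hanevalval this glycosyl transferase fell past the fold threshold at an unadjusted p under 0.05. DESeq2 in 1 fit over the 24 libraries, chosen after seeing the data, called it downregulated there. The interaction term passed for 14 of 50 genes between Hanevalval and TT8, 4 of 49 between TT8 and ISE36, and 0 of 49 between Hanevalval and ISE36, with 16 at an unadjusted p under 0.05.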

Twelve and four expansin A and B genes, respectively, were repressed by AMS in Hanevalval. 

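In Hanevalval 19 expansin genes were tested, and limma with Benjamini-Hochberg adjustment called 4 expansin A genes and 1 expansin B gene downregulated and 0 upregulated. The genes were SETIT_010632mg (-1.11), SETIT_010869mg (-3.11), SETIT_018142mg (-2.79), SETIT_039578mg (-3.39) and SETIT_036940mg (-3.11), named after their values were seen. At an unadjusted p under 0.05, 9 expansin A and 4 expansin B genes passed the fold threshold downward and 1 expansin A gene upward. The median log2 fold change was -1.41, with 16 of 19 values negative, and it stayed negative under CPM and quantile scaling. When adjusted over the list alone, 13 were downregulated and 1 upregulated, which is not independent evidence for a list made in this study. With mock replicate 3 left out, 10 were downregulated and 1 upregulated, and without each other library 0. The counts were 10 and 1 with DESeq2 on the recovered reads and 12 and 1 with limma fitted over the 24 libraries.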

In TT8, four and two expansin A and B genes, respectively, were downregulated, while only two expansin A genes were significantly increased in mycorrhizal ISE36 roots (Additional file 1: Fig. S8b). 

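In TT8 16 expansin genes were tested, and limma with Benjamini-Hochberg adjustment called 2 expansin A genes upregulated and 2 expansin A and 2 expansin B genes downregulated, with a median log2 fold change of -1.00 that stayed negative under CPM and quantile scaling. The genes, named after their values were seen, were SETIT_037085mg (1.85) and SETIT_038663mg (4.49), and SETIT_007953mg (-2.24), SETIT_010632mg (-1.27), SETIT_036654mg (-1.18) and SETIT_037023mg (-1.74). The downregulated count was 8 without mock replicate 4, and 2 without mock replicate 1, 2 or 3 and without AMF replicate 3 or 4. The upregulated count was 0 without mock replicate 2 or AMF replicate 3, 1 without mock replicate 3, AMF replicate 2 or AMF replicate 4, and 3 without mock replicate 4. In ISE36, with 20 tested, 3 expansin A genes were upregulated (SETIT_007031mg by 1.78, SETIT_037085mg by 1.27 and SETIT_039970mg by 1.62) and 1 downregulated (SETIT_010869mg, -1.22), and the downregulated call was lost without any of the 4 mock replicates and without AMF replicate 1 or 2. The median in ISE36 was 0.09 and stayed positive under CPM (0.03) and quantile scaling. Adjusted over the list alone, 2 were upregulated and 5 downregulated in TT8 and 3 and 0 in ISE36, which is not independent evidence. The interaction term passed for 1 of 16 genes between Hanevalval and TT8, 4 of 16 between TT8 and ISE36, and 0 of 18 between Hanevalval and ISE36, where 11 had an unadjusted p under 0.05.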

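The log2 fold changes of single genes in these families are plotted by line. The lower values of the CesA, COBRA, xyloglucan endotransglycosylase and expansin genes in Hanevalval were set against TT8 and ISE36 by the interaction term of limma. Against TT8, with Benjamini-Hochberg adjustment over the list alone, which is not independent evidence, 10 of 12 CesA, 3 of 6 COBRA, 10 of 12 xyloglucan endotransglycosylase and 5 of 16 expansin genes differed. Against ISE36 the counts were 1 of 12, 0 of 6 (1 at an unadjusted p under 0.05), 3 of 12 and 9 of 18.

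**Figure D3:**
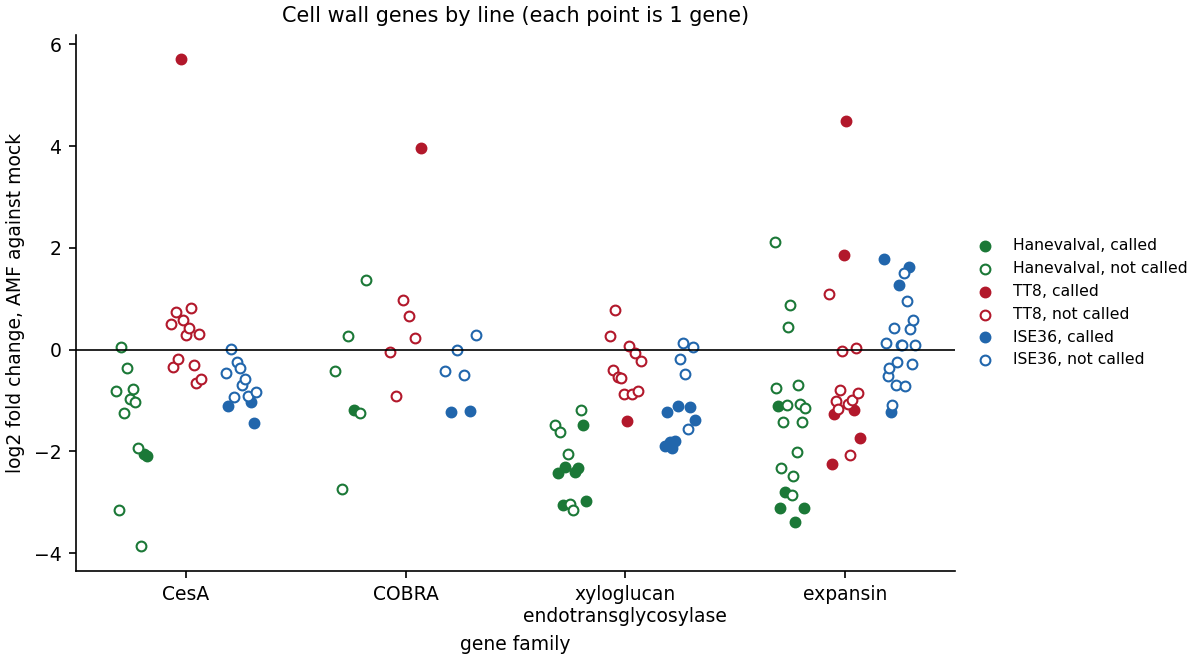
Log2 fold change (AMF-treated against mock-treated) of each CesA, COBRA, xyloglucan endotransglycosylase and expansin gene by line, with filled points for genes called by limma. Relative to all genes, the medians of these families keep their signs under CPM and quantile scaling, while the raw median of CesA in TT8 falls from 0.30 to -0.00 under quantile scaling.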

Based on the expression profiles, we observed the significant repression of cell wall biosynthesis and organization in mycorrhizal Hanevalval roots compared with TT8 and ISE36.

Lignin is the important component of cell walls. The GO term “lignin metabolic process” (GO:0009808; adjusted *p*-value: 0.035 in Hanevalval and 0.0018 in ISE36) was significantly enriched in the down- and upregulated DEGs of Hanevalval and ISE36, respectively (Additional file: Figs. S6 and S7). We retrieved DEGs in this category and found that six cinnamyl alcohol dehydrogenase (*CAD*) genes were altered in different ways in the three lines (CAD enzyme functions in the core of the monolignol biosynthesis pathway (Tronchet et al. 2010). 

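The CAD gene SETIT_030289mg rose from 1167 ± 1437 to 9514 ± 2468 in Hanevalval (SD, n = 4 each), a log2 fold change of 4.67 (SE 1.25, adjusted p = 0.0632, limma with Benjamini-Hochberg adjustment, not called). Its mock-treated Hanevalval libraries were at 60.4, 61.7, 3081 and 1467. It was called there without mock replicate 3 (5.70) and with DESeq2 on the recovered reads (3.03). In TT8 it rose by 4.10 (SE 0.72, adjusted p = 0.00774) and in ISE36 by 2.20 (SE 0.32, adjusted p = 0.00166), a call that one limma fit over the 24 libraries did not keep. No difference between lines passed the interaction test for this gene (0.57 for Hanevalval against TT8, adjusted p = 0.808; 2.47 for Hanevalval against ISE36, adjusted p = 0.689; 1.90 for TT8 against ISE36, adjusted p = 0.365).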

Among differentially expressed *CAD* genes, only one gene was commonly induced by AMF in all three lines. The responses of other five *CAD* genes to symbiosis varied between different lines (Fig. 5). 

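The paper's figure lists 6 CAD genes, and 5 of them were examined, SETIT_030289mg included, since the identifier printed for the remaining one has an extra digit. Of these 5, limma with Benjamini-Hochberg adjustment called 2 upregulated and 1 downregulated in TT8, 1 and 1 in ISE36, and 0 in Hanevalval, where 1 rose and 3 fell past the fold threshold at an unadjusted p under 0.05. The other TT8 genes were SETIT_030293mg (3.23, SE 0.73, adjusted p = 0.0164) and SETIT_010455mg (-1.80, SE 0.45, adjusted p = 0.0219), and in ISE36 SETIT_013626mg fell by 2.06 (SE 0.30, adjusted p = 0.00159). These were named after their values were seen.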

We also examined the expression of genes encoding phenylalanine ammonia lyases (PALs) and 4-coumarate Co A ligases (4CLs), which function in the monolignol biosynthesis pathway, but only a few genes were altered (Fig. 5). 

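Of 5 PAL genes, limma with Benjamini-Hochberg adjustment called SETIT_016475mg upregulated in TT8 (1.86, adjusted p = 0.0186) and SETIT_009509mg downregulated (-1.33, adjusted p = 0.0111). In ISE36 it called SETIT_016475mg, SETIT_016478mg and SETIT_016504mg upregulated, by 2.27, 1.34 and 1.23. In Hanevalval 0 were called and 2 rose at an unadjusted p under 0.05. Of 3 4CL genes, SETIT_039879mg was upregulated in TT8 (1.33, adjusted p = 0.0145), and 0 were called in Hanevalval and ISE36, also with 0 at an unadjusted p under 0.05. The genes here were named after their values were seen.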

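Of the monolignol biosynthesis genes in the paper's figure (PAL, C4H, 4CL, CCR, CAD and HCT), 21 were tested in each line, all but the CAD gene with the malformed identifier. Limma with Benjamini-Hochberg adjustment called 1 upregulated and 0 downregulated in Hanevalval, with 6 and 6 past the fold threshold at an unadjusted p under 0.05, 6 and 4 in TT8, and 5 and 5 in ISE36. The Hanevalval gene was the C4H SETIT_001126mg (1.69, SE 0.22, adjusted p = 0.0381), named after its value was seen, as were the others below. With the adjustment made over the list alone, the counts were 6 and 5, 7 and 5, and 5 and 5, which is not independent evidence for a list made from these libraries. Without mock replicate 3, 5 and 6 were called in Hanevalval, without AMF replicate 2 1 and 0, and without each other library 0. Beside the PAL, 4CL and CAD genes, those called were the CCR SETIT_015117mg (4.15) and SETIT_017734mg (1.27) and the HCT SETIT_010159mg (-1.96) and SETIT_013787mg (-1.43) in TT8. In ISE36 they were the CCR SETIT_017734mg (1.34) and SETIT_017703mg (-1.60) and the HCT SETIT_010159mg (-1.70), SETIT_013787mg (-1.46) and SETIT_029887mg (-1.33). In TT8 the upregulated count was 3 without AMF replicate 3 or 4, and the downregulated count was 2 without mock replicate 2. By the interaction term 6 of 21 genes differed between Hanevalval and TT8 and 7 between TT8 and ISE36, and 0 differed between Hanevalval and ISE36, with 5 at an unadjusted p under 0.05. The median log2 fold changes of 0.16, 0.55 and -0.02 in Hanevalval, TT8 and ISE36 kept their signs under CPM and quantile scaling, and members moved in both directions.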

Our results showed that the responses of monolignol biosynthesis genes to AMS were similar between Hanevalval and ISE36 but different in TT8.

**Fig. 5:**
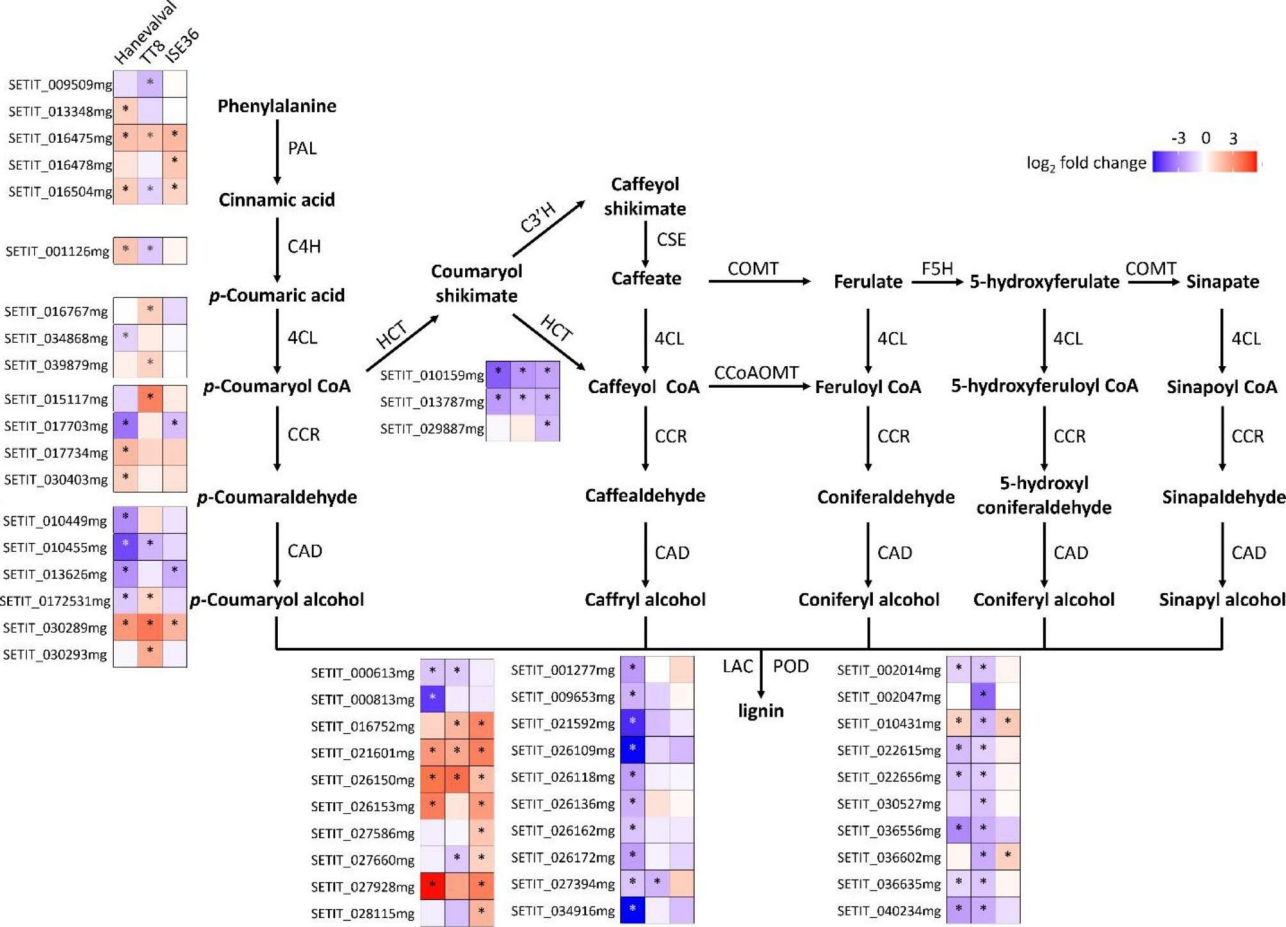
Differential expression of genes involved in monolignol biosynthesis and lignification. The scheme of lignen biosynthesis was modified from Xie et al. (2018). Red and purple indicate up- and downregulated genes, respectively, in mycorrhizal roots. *, adjusted *p*-value < 0.05. PAL, phenylalanine ammonia-lyase; C4H, cinnamate 4-hydroxylase; 4CL, 4-coumarate: CoA ligase; CCR, cinnamoyl-CoAreductase; CAD, cinnamyl alcohol dehydrogenase; HCT, quinateshikimate *p*-hydroxycinnamoyltransferase; C3′H, *p*-coumaroylshikimate 3′-hydroxylase; CSE, caffeoyl shikimate esterase; COMT, caffeic acid *O*-methyltransferase; F5H, ferulate 5-hydroxylase; CCoAOMT, caffeoyl-CoA *O*-methyltransferase; LAC, laccase; POD, peroxidase

After monolignols are formed, electron oxidation catalyzed by laccase (LAC) and peroxidase (POD) is important for lignification (Barcelo 1997; Freudenberg 1959; Takahama 1995). Here, we also observed the differential expression of *LAC*s and *POD*s in response to AMS. Laccases that are involved in monolignol polymerization belong to a class of multi-copper oxidases (Weng and Chapple 2010). Among 20 laccase genes altered in three lines, eight genes were upregulated in mycorrhizal ISE36 roots. In contrast, twelve and four members in this family were repressed and induced by AMS, respectively, in Hanevalval roots. 

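In ISE36, 19 of the 20 laccase genes were tested, and limma with Benjamini-Hochberg adjustment called 7 upregulated and 3 downregulated. The largest rises were those of SETIT_027928mg (3.80, SE 0.84, adjusted p = 0.00971), SETIT_021601mg (3.12, SE 0.59, adjusted p = 0.00501) and SETIT_016752mg (3.12, SE 0.54, adjusted p = 0.00352). SETIT_026109mg, SETIT_026172mg and SETIT_034916mg fell by 1.83, 1.04 and 1.61. The genes were named after their values were seen. Leaving out single libraries gave 4 to 8 upregulated genes, the lowest without mock replicate 2, and 1 downregulated gene without mock replicate 2 or AMF replicate 2. When adjusted over the list alone, 9 were upregulated and 3 downregulated, which is not independent evidence for a list of genes altered in these samples. The median log2 fold change of the list in ISE36 was -0.02, and 0.07 with quantile normalization, with members moving in both directions.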

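All 20 laccase genes were tested in Hanevalval. SETIT_026150mg, SETIT_026153mg and SETIT_027928mg rose by log2 fold changes of 4.02, 4.81 and 6.91 (SE 0.63, 0.84 and 1.14, adjusted p = 0.0381, 0.0399 and 0.0389, limma with Benjamini-Hochberg adjustment). SETIT_000813mg, SETIT_026162mg and SETIT_034916mg fell by 4.46, 1.42 and 5.64 (adjusted p = 0.0451, 0.0381 and 0.0399). These 6 genes were named after their values were seen. At an unadjusted p under 0.05, 4 rose and 10 fell past the fold threshold, and the same numbers were called when adjusted over the list alone, which is not independent evidence. With mock replicate 3 left out, 4 and 10 were called, and without each other library 0. The median over the list was -1.33, with 14 of 20 values negative, and it stayed negative under CPM and quantile scaling.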

In TT8, only three and two genes were up- and down-regulated by AMS, respectively. 

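In TT8, 18 laccase genes were tested and limma with Benjamini-Hochberg adjustment called 3 upregulated and 3 downregulated, with a median log2 fold change of -0.40 that stayed negative under CPM and quantile scaling. SETIT_016752mg, SETIT_021601mg and SETIT_026150mg rose by 2.12, 2.13 and 3.93, and SETIT_000613mg, SETIT_027660mg and SETIT_009653mg fell by 1.24, 1.26 and 1.10, named after their values were seen. The upregulated count was 1 without AMF replicate 2, 3 or 4, and the downregulated count was 1 without mock replicate 1, mock replicate 2 or AMF replicate 3. Adjusted over the list alone, 3 were upregulated and 4 downregulated, which is not independent evidence, and DESeq2 on the recovered reads called 5 downregulated. The interaction term passed for 4 of 18 laccases between Hanevalval and TT8, for 3 of 18 between TT8 and ISE36, all larger in ISE36, and for 0 of 19 between Hanevalval and ISE36, with 10 at an unadjusted p under 0.05.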

Of the ten *POD* genes retrieved from transcriptomic data, all of them were downregulated in TT8, only six genes were repressed in Hanevalval and two were induced in ISE36 (Fig. 5). 

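All 10 peroxidase genes had negative log2 fold changes in TT8, from -2.87 to -1.09 with a median of -1.57, and limma with Benjamini-Hochberg adjustment called 7 of them downregulated. Without mock replicate 4 it called 10. It called 4 without mock replicate 1, 2 without mock replicate 2, 3 without mock replicate 3, 3 without AMF replicate 2, 3 without AMF replicate 3 and 4 without AMF replicate 4. In Hanevalval 0 of 9 were called, with 4 down and 1 up at an unadjusted p under 0.05, a median of -0.94 and 7 negative values, and 2 were downregulated without mock replicate 3. SETIT_036602mg fell in TT8 by 2.01 (SE 0.20, adjusted p = 3.9e-04) and rose in ISE36 by 1.43 (SE 0.21, adjusted p = 0.00151), and both this gene and SETIT_036556mg were named after their values were seen. ISE36 had 1 gene upregulated and 1 downregulated (SETIT_036556mg, -1.23) of 9 tested, with 2 upregulated without mock replicate 4 and 0 downregulated without mock replicate 1 or 2 or AMF replicate 2 or 3. With the adjustment made over the list alone, 3 fell in Hanevalval, 9 in TT8 and 1 in ISE36, and 2 rose in ISE36, which is not independent evidence. The medians of Hanevalval and TT8 stayed negative and that of ISE36 (0.20) positive under CPM and quantile scaling. The interaction term passed for 2 of 9 genes between Hanevalval and TT8, 3 of 9 between TT8 and ISE36 and 0 of 9 between Hanevalval and ISE36, with 3 at an unadjusted p under 0.05.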

In general, our results suggested that the lignification catalyzed by laccases could be enhanced in ISE36 and the lignification catalyzed by peroxidase was repressed in TT8. In Hanevalval, the downregulation of *LAC*s and *POD*s could have led to the reduction in lignification. However, more studies are required to understand how the complex transcriptional responses affect lignin formation in the roots.

## Discussion

In this study, we investigated the effects of AMS on different foxtail millet lines at the physiological and molecular levels. In general, inoculation with AMF increased the phosphate concentration in shoots but had no or negative effects on the growth of the crop (Fig. 1 and Additional file 1: Fig. S3). Studies of different crop species have shown that the mycorrhizal growth responses are affected by crop species, crop varieties, AMF species, soil fertility and growth conditions (Bernaola and Stout 2019; Campo et al. 2020; Eo and Eom 2009; Li et al. 2006, 2018; Wang et al. 2016, 2021). For example, in Li et al. (2018), the biomass and nutrient content in mycorrhizal wheat were significantly lower than mock-treated plants which might be attributed to high plant density and competition of nutrients between AMF and plants under low nutrient treatments. For supporting mycorrhization, up to 20% of fixed carbons in host plants is allocated to AMF (Parniske 2008). In our study, the plant height and biomass accumulaton of ISE36 and ISE42 were much higher than those of Hanevalval, which might positively correlate to the rate of nutrient depletion in the substrates. Thus, the negative effects of AMS on the biomass accumulation were more significant in ISE36 and ISE42 than in Hanevalval (Fig. 1 and Additional file 1: Fig. S3). Regarding crop yield, we observed no positive effects of AMS in TT8, while the panicle weight and thousand grain weight were significantly increased in ISE36, ISE42 and Hanevalval (Fig. 1). Herein, our data showed the impacts of the genetic variation of host plants on mycorrhizal growth effects.

The genome-wide transcriptome analysis of AMS-responsive genes has been carried out for many plant species, such as rice (Gutjahr et al. 2015), wheat (Li et al. 2018), *Medicago* (Liu et al. 2003) and tomato (Fiorilli et al. 2009). In our study, we investigated the transcriptome of foxtail millet in response to AMF colonization and the impacts of genetic variation on AMS responses. A total of 4,731, 4,206, and 2,170 DEGs were identified in Hanevalval, TT8, and ISE36, respectively. Although the AMF colonization efficiency was similar in all three lines, different numbers of DEGs suggested the effects of the variation of genetic background on AMS-mediated regulation. Genes conserved in AM host plant species are considered essential genes for symbiosis (Bravo et al. 2016; Delaux et al. 2014; Favre et al. 2014). The responses of most conserved genes to AMS were the same as previous reports (An et al. 2018; Bravo et al. 2016), and only a few genes behaved differently, supporting the conservation and importance of this group of genes in symbiosis. It is worth noting that the fold change varied by lines and that the induction levels were usually highest in TT8. 

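Of the AMS-conserved genes, 37 were called upregulated in at least 1 line by limma with Benjamini-Hochberg adjustment and had a log2 fold change in all 3. The highest of the 3 values was that of TT8 for 32 genes, that of Hanevalval for 4 and that of ISE36 for 1. With DESeq2 on the recovered reads the numbers were 30, 3 and 5 of 38 genes. A higher fold change is not shown to differ between lines without the interaction term, by which 20 of 49 tested AMS-conserved genes differed between Hanevalval and TT8.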

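CBF1 (SETIT_023636mg) rose in TT8 from 96.1 ± 50.4 to 366 ± 41.9 (SD, n = 4 each), a log2 fold change of 2.07 (SE 0.35, adjusted p = 0.00686, limma with Benjamini-Hochberg adjustment). In ISE36 it fell from 196 ± 18.5 to 78.6 ± 11.3 (SD, n = 4 each), by 1.32 (SE 0.15, adjusted p = 7.0e-04), and in Hanevalval by 0.66 (SE 0.31, adjusted p = 0.172, not called). The response in TT8 differed from that in Hanevalval (difference -2.73 for Hanevalval against TT8, adjusted p = 8.9e-04, interaction term) and from that in ISE36 (3.39, adjusted p = 1.1e-04), while Hanevalval and ISE36 did not differ (0.66, adjusted p = 0.759).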

We also observed the differential responses of some genes in three lines, e.g., the homolog of *CCD8b* was only induced in Hanevalval and ISE36 and the homolog of *CBF1* was upregulated in TT8 but downregulated in ISE36 (Additional file 1: Table S3). These results showed that different lines have significant impacts on the expression levels and responses of AMS-conserved genes which might lead to differential responses at physiological levels in host plants. 

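Of the AMS-conserved genes whose response differed between Hanevalval and TT8 by the limma interaction term with Benjamini-Hochberg adjustment, 18 had the larger value in TT8 and 2 in Hanevalval. Between TT8 and ISE36, 22 of 49 differed, 20 with the larger value in TT8, and between Hanevalval and ISE36 1 of 49, with 8 at an unadjusted p under 0.05. When adjusted over the list alone, 26, 28 and 3 genes differed, which is not independent evidence because it rests on the same libraries. From the genes induced in some lines only and the fold changes that varied by line, the paper concludes that the line affects the expression and responses of AMS-conserved genes, and it proposes that this might lead to differences at the physiological level.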

The effects of genotype on the physiological and molecular responses to AMS have been reported previously for cassava and sorghum inoculated by one or two different AMF strains. In all 18 sorghum genotypes, the expression of *SbPT11* (an AMF-inducible *PHT1* gene) was significantly increased, but the magnitude was different between genotypes that do not always correlate with mycorrhization and growth responses (Watts-Williams et al. 2019). In cassava, around 72% of genes show genotype-dependent responses to AMF (Mateus et al. 2019). Considering the results of these studies, genotype variation has to be taken into account when interpreting symbiotic responses, as well as when applying AMF in fields and breeding highly compatible cultivars in the future.

Members of PHT1 family are key players for phosphate acquisition and redistribution in plants. It has been shown that in AM host plant species, the periarbuscular membrane-localized member that is specifically induced by symbiosis is responsible for utilizing fungal phosphate to maintain symbiotic relationship, e.g., MtPT4 in *Medicago* and OsPT11 in rice (Harrison et al. 2002; Javot et al. 2007; Yang et al. 2012). In addition, phylogenomic analysis has shown an AMF-specific phosphate transporter present only in monocots, though the role in AMS is still unclear (Yang et al. 2012). In Ceasar et al. (2014), *SiPHT1;8* and *SiPHT1;9* are both induced by AMS and belong to monocot-specific and general AMS-conserved *PHT1* genes, respectively. In contrast, we only observed the induction of *SiPHT1;9* in mycorrhizal roots, with the highest induction and lowest levels in TT8 and Hanevalval, respectively (Fig. 4a). We further confirmed that no *SiPHT1;8* transcript was amplified in mycorrhial roots by PCR (data not shown). One of reasons for this could be the differences in foxtail millet cultivars and AMF species. *Funneliformis mosseae* colonized millet cultivar Maxima was used in Ceasar et al. (2014), while in this study *C. etunicatum* was used as inoculants to examine AMS responses in foxtail millet. Grunwald et al. (2009) demonstrated the differential expression of *PHT1*s in *Medicago* roots colonized by three different AMF species. The induction of *MtPT1* by low phosphate was eliminated by *Rhizophagus irregularis* and *Gigaspora rosea* colonization but not by *F. mosseae*, implying the effects of AMF species on symbiotic responses. Using dual RNA-seq, Mateus et al. (2019) also revealed large amount of cassava genes affected by the interaction between plant and AMF genotypes. For example, a gene encoding a NAD(P)-BINDING ROSSMANN-FOLD SUPERFAMILY PROTEIN (Manes.01G053700) was significantly upregulated 5.5- and 2.7-folds by AMF isolate B1 and DAOM 197,198 colonization, respectively, in cultivar CM6438-14, but in cultivar CM4574-7, this gene was only induced less than 1-fold by B1 colonization and 1.2-fold by DAOM 197198. Further studies are required to understand the expression pattern and the molecular regulation of *SiPHT1;8* in response to colonization by different AMF species. In addition to AMS-conserved *PHT1*s, *SiPHT1;3*, *1;5* and *1;12* were significantly reduced in TT8; no other *PHT1* genes responded to AMS in ISE36; only *SiPHT1;3* and *SiPHT1;4* were down- and upregulated, respectively, in Hanevalval. According to gene expression data reported by Ceasar et al. (2014), *SiPHT1;3* and *SiPHT1;4* were induced by low phosphate in roots but showed no response to AMS, while *SiPHT1;5* was not detected under either phosphate-sufficient or -deficient conditions. Although the shoot phosphate concentrations in three lines were similar, the differential expression of *SiPHT1*s in TT8 compared with the other two lines suggested that the responses to internal phosphate levels are varied between lines or the fungal phosphate taken up by TT8 might be sufficient to reduce the transcript levels of phosphate starvation-responsive *PHT1*s.

It has been reported that AMF can increase nitrogen absorption and use-efficiency of host plants (Hodge and Storer 2015; Wu et al. 2020; Zhu et al. 2016). In this study, we did not observe an enhancement of biomass (Additional file 1: Fig. S3) or chlorophyll content (data not shown) in AMF-treated plants, but GO enrichment analysis showed that the Biological Function terms related to nitrogen transport and assimilation were mainly enriched in AMF-treated TT8 roots, not in other two lines (Additional file: Table S4 and Fig. S6). The upregulation of nitrate transporter and ammonia transporter genes has been reported in durum wheat and rice (Drechsler et al. 2018; Saia et al. 2015), and OsNPF4.5 was identified as a key player in the utilization of fungal N source (Wang et al. 2020). 

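The ortholog of OsNPF4.5, SETIT_004857mg, rose in TT8 from 19.2 ± 16.1 to 728 ± 170 (SD, n = 4 each), a log2 fold change of 5.45 (SE 0.46, adjusted p = 1.4e-04, limma with Benjamini-Hochberg adjustment). In ISE36 it rose from 18.0 ± 6.21 to 44.7 ± 14.4, by 1.29 (SE 0.32, adjusted p = 0.0167), a call lost in one limma fit over the 24 libraries. In Hanevalval it rose from 14.2 ± 11.8 to 75.5 ± 24.7, by 2.69 (SE 0.62, adjusted p = 0.0515, not called). Without mock replicate 3 it was called there (3.15), as it was with DESeq2 on the recovered reads (2.40), a pseudocount of 8 (2.03) and quantile normalization (2.68). The response was smaller in Hanevalval than in TT8 (difference -2.76, adjusted p = 0.017, interaction term) and larger in TT8 than in ISE36 (4.16, adjusted p = 0.00164).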

The ortholog of *OsNPF4.5* in foxtail millet (SETIT_004857mg) was also upregulated in all three lines studied here, but less nitrate transporters were affected in Hanevalval and ISE36 than in TT8 (Fig. 4b). A study of Populus nitrate transporter in colonized roots (Wu et al. 2020) suggested that the increase in nitrogen use-efficiency by AMF does not always correlate with the induction of *NRT* genes. Similarly, AMS-inducible ammonium transporters, including *MtAMT2;3* in *Medicago* and *SbAMT3;1* and *SbAMT4* in sorghum, were also identified (Breuillin-Sessoms et al. 2015; Koegel et al. 2013). Here, only one AMT ortholog (SETIT_004697mg) was commonly induced by AMS in all three lines, whereas the differential expression of other *AMT* genes was mainly observed in TT8 (Fig. 4b). 

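SETIT_004697mg, the ortholog of AMT3;1, rose in TT8 from 300 ± 113 to 3451 ± 972 (SD, n = 4 each), a log2 fold change of 3.57 (SE 0.31, adjusted p = 1.5e-04, limma with Benjamini-Hochberg adjustment). It rose in ISE36 from 73.7 ± 14.2 to 229 ± 132, by 1.48 (SE 0.34, adjusted p = 0.0122), a call lost in one limma fit over the 24 libraries. In Hanevalval it rose from 98.8 ± 89.2 to 220 ± 153, by 1.26 (SE 0.66, adjusted p = 0.21), and was not called in any alternative or with any library left out. Hanevalval and TT8 differed (difference -2.31, adjusted p = 0.0363, interaction term), and TT8 and ISE36 did not (adjusted p = 0.0563).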

Further research is required to decipher whether AMF affect nitrogen transport and acquisition in different ways at different levels in these lines.

In both Hanevalval and TT8, GO terms related to amino acid biosynthesis and metabolism were enriched in colonized roots (Additional file: Table S4 and Fig. S6). The metabolomic analysis also demonstrated an increase in the accumulation of amino acids in mycorrhizal roots, such as glutamic acid, aspartic acid, arginine, and cysteine (Cartabia et al. 2021; Dhawi et al. 2018; Lohse et al. 2005; Rivero et al. 2015), supporting the idea that AMF participates in reprogramming nitrogen assimilation. Glutamic acid is the precursor of several amino acids, such as glutamine and arginine. Although we did not analyze the contents of amino acids in roots, we coincidently found that genes involved in glutamine and arginine biosynthesis were upregulated in the AMF-colonized roots of Hanevalval and TT8 (Table 1), implying that the biosynthesis of amino acids derived from glutamic acid might be increased in AMF-treated roots.

Different from TT8, GO terms related to cell wall biogenesis, lignin and phenylpropanoid metabolic processes were the top ten enriched Biological Function terms in ISE36, while cell wall bionsynthesis and metabolism-associated terms were dominant in downregulated DEGs in Hanevalval (Additional File: Table S4 and Fig. S7), suggesting that the changes in the profiles of these secondary metabolites were the most significant impacts of AMS in these lines. Many genes involved in cellulose, hemicellulose and pectin biosynthesis in ISE36 and Hanevalval were downregulated by AMS (Additional fiel 1: Table S6 and Fig. S8). For genes involved in the monolignol biosynthesis pathway, the fold change by fungal colonization varied in the three lines. Interestingly, genes encoding laccase, which is involved in lignification, were upregulated in ISE36 but downregulated in Hanevalval. Peroxidases, another group of key enzymes for lignification, were downregulated in TT8 but not in ISE36 (Fig. 5). These results suggested that AMS could enhance lignification in ISE36 but repress in Hanevalval and TT8. It has been reported in many species that for fungal hyphae penetration and arbuscule formation, AMF colonization triggers cell wall reorganization in roots. In rice, the expression of cellulose and lignin biosynthesis genes was downregulated in mycorrhizal roots, leading to reductions in precursors of lignin (Gutjahr et al. 2015). Metabolomic analysis in tomato roots also showed the decrease in phenylalanine and tyrosine (the precursors of phenylpropanoid and lignin biosynthesis pathway) in mycorrhizal roots, but other intermediary compounds and monolignans were increased (Rivero et al. 2015). In contrast, the number of genes involved in the phenylpropanoid biosynthesis pathway was highly upregulated in mycorrhizal wheat roots (Li et al. 2018). According to transcriptomic analysis at the cellular level, a cellulose synthase gene was upregulated both in *Medicago* and *Lotus japonica* in arbuscule-containing cells (Guether et al. 2009; Liu et al. 2003). Significant increases in cellulose and hemicelluose in the mycorrhizal roots of switchgrass were found, but no difference in lignin content was observed (Basyal and Emery 2021). Based on these studies, AMF colonization reorganizes cell wall structure but the impacts on the biosynthesis and metabolism of cell wall components might be varied by cell types and host species. In our study, we further showed the impacts of genetic variation on the responses to AMS-triggered cell wall modification. Detailed studies are required to elucidate the cell wall profiles and cell wall strength/plasticity during AMS and the association of cell wall profiles with AMF colonization efficiency.

In conclusion, we investigated the impacts of AMS on the growth and yield production of different foxtail millet lines and performed comprehensive transcriptomic analyses to evaluate AMF-mediated molecular regulation. Our findings revealed the significant impacts of genetic variation on the physiological and molecular responses of host plants to symbiosis which need to be considered when applying AMF to crop production in the future.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The datasets generated during the current study are available in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) (accession number: GSE213843). The data analyzed are included in this article and its additional file.

## Abbreviations

4CL: 4-coumarate-CoA ligase
AMF: arbuscular mycorrhizal fungi
AMS: arbuscular mycorrhizal symbiosis
AMT: ammonium transporter
ANOVA: analysis of variance
C3’H: p -coumarate 3-hydroxylase
C4H: trans-cinnamate 4 monooxygenase;
CAD: cinnamyl alcohol dehydrogenase
CCoAOMT: caffeoyl CoA 3-O-methyltransferase
CCR: cinnamoyl-CoA reductase
*C.*: *etunicatum Claroideoglomus etunicatum*
COMT: caffeic acid O -methyltransferase
CSE: caffeoyl shikimate esterase
DEG: differentially expressed gene
F5H: ferulic acid 5-hydroxylase
FDR: false discovery rate
GO: gene ontology
HCT: shikimate O-hydroxycinnamoyltransferase
LAC: laccase
*M.*: *truncatula Medicago truncatula*
PAL: phenylalanine ammonia lyase
POD: peroxidase
PHT: phosphate tranporter
SE: standard error
TT8: Taitung 8

# Supplementary material for: Variation of growth and transcriptome responses to arbuscular mycorrhizal symbiosis in different foxtail millet lines
**Source:** Bot Stud. 2023 Jun 16;64:16. doi: 10.1186/s40529-023-00391-y
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Table S1** Summary of RNA sequencing result.

| Sample            | Raw Read | Clean Read | Q20 (%) | Q30 (%) | GC content (%) |
|-------------------|----------|------------|---------|---------|----------------|
| mock_TT8_1        | 44568702 | 40248420   | 98.95   | 95.87   | 52.79          |
| mock_TT8_2        | 45385152 | 40304166   | 98.93   | 95.84   | 53.10          |
| mock_TT8_3        | 50912562 | 45065510   | 98.96   | 95.93   | 52.49          |
| mock_TT8_4        | 45112194 | 40226358   | 98.93   | 95.84   | 53.45          |
| AMF_TT8_1         | 46180146 | 41099164   | 98.98   | 95.98   | 53.00          |
| AMF_TT8_2         | 51528746 | 45979014   | 98.90   | 95.75   | 52.73          |
| AMF_TT8_3         | 52873542 | 47491624   | 99.00   | 95.99   | 53.21          |
| AMF_TT8_4         | 51523084 | 45882848   | 98.98   | 95.99   | 53.15          |
| mock_Hanevalval_1 | 40884334 | 35832732   | 98.98   | 95.99   | 52.60          |
| mock_Hanevalval_2 | 51127626 | 45475050   | 98.88   | 95.71   | 53.36          |
| mock_Hanevalval_3 | 50536104 | 45394142   | 98.90   | 95.72   | 52.85          |
| mock_Hanevalval_4 | 47735894 | 42621466   | 98.97   | 95.93   | 53.32          |
| AMF_Hanevalval_1  | 52961304 | 46403550   | 98.94   | 95.86   | 52.72          |
| AMF_Hanevalval_2  | 51684616 | 46114986   | 98.97   | 95.94   | 52.74          |
| AMF_Hanevalval_3  | 50869318 | 45928178   | 98.95   | 95.88   | 52.77          |
| AMF_Hanevalval_4  | 51126200 | 45065294   | 98.95   | 95.90   | 52.53          |
| mock_ISE36_1      | 55416614 | 47234324   | 98.94   | 95.86   | 52.96          |
| mock_ISE36_2      | 57419516 | 5115136780 | 99.01   | 96.05   | 52.99          |
| mock_ISE36_3      | 55669328 | 49208972   | 98.98   | 95.99   | 53.04          |
| mock_ISE36_4      | 54805980 | 49530964   | 99.01   | 96.05   | 53.09          |
| AMF_ISE36_1       | 54681158 | 47810202   | 98.83   | 95.55   | 52.69          |
| AMF_ISE36_2       | 55915296 | 49199660   | 98.84   | 95.57   | 52.88          |
| AMF_ISE36_3       | 61331608 | 55208702   | 98.82   | 95.52   | 52.98          |
| AMF_ISE36_4       | 54160154 | 47964184   | 98.80   | 95.45   | 52.93          |

**Table S2** Summary of mapping result.

| Sample            | Total Reads       | Total Mapped      | Multiple Mapped | Uniquely Mapped   |
|-------------------|-------------------|-------------------|-----------------|-------------------|
| mock_TT8_1        | 40248420 (100 %)  | 38119827 (94.7 %) | 2197582 (5.5 %) | 35922245 (89.3 %) |
| mock_TT8_2        | 40304166 (100 %)  | 38444576 (95.4 %) | 1783684 (4.4 %) | 36660892 (91.0 %) |
| mock_TT8_3        | 45065510 (100 %)  | 42477209 (94.3 %) | 2312641 (5.1 %) | 40164568 (89.1 %) |
| mock_TT8_4        | 40226358 (100 %)  | 38368124 (95.4 %) | 1617878 (4.0 %) | 36750246 (91.4 %) |
| AMF_TT8_1         | 41099164 (100 %)  | 38041683 (92.6 %) | 1460878 (3.6 %) | 36580805 (89.0 %) |
| AMF_TT8_2         | 45979014 (100 %)  | 42696185 (92.9 %) | 1462492 (3.2 %) | 41233693 (89.7 %) |
| AMF_TT8_3         | 47491624 (100 %)  | 43977445 (92.6 %) | 1497760 (3.2 %) | 42479685 (89.5 %) |
| AMF_TT8_4         | 45882848 (100 %)  | 42661120 (93.0 %) | 1514058 (3.3 %) | 41147062 (89.7 %) |
| mock_Hanevalval_1 | 35832732 (100 %)  | 34118255 (95.2 %) | 1275609 (3.6 %) | 32842646 (91.7 %) |
| mock_Hanevalval_2 | 45475050 (100 %)  | 43365249 (95.4 %) | 1741176 (3.8 %) | 41624073 (91.5 %) |
| mock_Hanevalval_3 | 45394142 (100 %)  | 43153752 (95.1 %) | 1807689 (4.0 %) | 41346063 (91.1 %) |
| mock_Hanevalval_4 | 42621466 (100 %)  | 40695616 (95.5 %) | 1484688 (3.5 %) | 39210928 (92.0 %) |
| AMF_Hanevalval_1  | 46403550 (100 %)  | 41077600 (88.5 %) | 1630073 (3.5 %) | 39447527 (85.0 %) |
| AMF_Hanevalval_2  | 46114986 (100 %)  | 42613118 (92.4 %) | 1648837 (3.9 %) | 40964281 (88.8 %) |
| AMF_Hanevalval_3  | 45928178 (100 %)  | 42750868 (93.1 %) | 1454701 (3.2 %) | 41296167 (89.9 %) |
| AMF_Hanevalval_4  | 45065294 (100 %)  | 40835254 (90.6 %) | 1875121 (4.2 %) | 38960133 (86.5 %) |
| mock_ISE36_1      | 47234324 (100 %)  | 43810812 (92.8 %) | 2038223 (4.3 %) | 41772589 (88.4 %) |
| mock_ISE36_2      | 511536780 (100 %) | 49197671 (96.1 %) | 1713618 (3.4 %) | 47484053 (92.7 %) |
| mock_ISE36_3      | 49208972 (100 %)  | 46887974 (95.3 %) | 1549670 (3.2 %) | 45338304 (92.1 %) |
| mock_ISE36_4      | 49530964 (100 %)  | 47330421 (95.6 %) | 1402051 (2.8 %) | 45928370 (92.7 %) |
| AMF_ISE36_1       | 47810202 (100 %)  | 44326652 (92.7 %) | 1407065 (2.9 %) | 42919587 (89.8 %) |
| AMF_ISE36_2       | 49199660 (100 %)  | 42849595 (87.1 %) | 1549940 (3.2 %) | 41299655 (83.9 %) |
| AMF_ISE36_3       | 55208702 (100 %)  | 52029557 (94.2 %) | 1706686 (3.1 %) | 50322871 (91.2 %) |
| AMF_ISE36_4       | 47964184 (100 %)  | 45087399 (94.0 %) | 1681019 (3.5 %) | 43406380 (90.5 %) |

**Table S3** The differential expression of AMS-conserved genes in three lines.

| Gene ID        | Annotation                                         | Log <sub>2</sub> fold change * |              |                         |
|----------------|----------------------------------------------------|--------------------------------|--------------|-------------------------|
|                |                                                    | Hanevalval                     | TT8          | ISE36                   |
| SETIT_034161mg | Cation channel (Caster)                            | -0.09                          | 0.01         | 0.04                    |
| SETIT_029334mg | Receptor-like kinase (DMI2)                        | <b>0.55</b>                    | 0.24         | 0.28                    |
| SETIT_021787mg | Calcium/calmodulin-dependent protein kinase (DMI3) | -0.67                          | <b>0.75</b>  | -0.66                   |
| SETIT_004288mg | Phosphate transporter (PHT1;9)                     | <b>4.00</b>                    | <b>7.08</b>  | <b>6.58</b>             |
| SETIT_008637mg | DNA-binding transcriptional activator (CYCLOPS)    | <b>1.64</b>                    | <b>2.09</b>  | 0.88                    |
| SETIT_015555mg | ABCG half-ABC transporter (STR)                    | <b>1.29</b>                    | <b>3.63</b>  | 0.52                    |
| SETIT_003786mg | ABCG half-ABC transporter (STR2)                   | <b>2.44</b>                    | <b>5.55</b>  | <b>2.43</b>             |
| SETIT_012264mg | ABC transporter (ABCB12)                           | <b>2.36</b>                    | <b>5.86</b>  | <b>1.80</b>             |
| SETIT_015752mg | ABC transporter (ABCB2)                            | <b>-1.40</b>                   | 1.06         | 1.04                    |
| SETIT_035002mg | MSP and ANK repeat-containing protein (VAPYRIN)    | <b>1.14</b>                    | <b>1.81</b>  | <b>1.48</b>             |
| SETIT_035307mg | Glycerol-3-phosphate acyl transferase (RAM2)       | <b>3.74</b>                    | <b>7.38</b>  | <b>7.77<sup>#</sup></b> |
| SETIT_027708mg | GRAS transcription factor (RAM1)                   | <b>4.20</b>                    | <b>7.78</b>  | <b>6.99<sup>#</sup></b> |
| SETIT_000959mg | GRAS family transcription factor (RAD1)            | -0.72                          | <b>1.68</b>  | -0.49                   |
| SETIT_021890mg | GRAS transcription factor (TF72)                   | <b>1.85</b>                    | <b>4.29</b>  | -1.63                   |
| SETIT_003998mg | acyl-(acyl carrier protein) thioesterase (FatM)    | <b>2.91</b>                    | <b>6.42</b>  | <b>2.96</b>             |
| SETIT_015320mg | protein binding protein (Exo71I)                   | <b>1.74</b>                    | <b>3.85</b>  | 0.45                    |
| SETIT_024947mg | ammonium transporter (AMT2:1)                      | <b>1.05</b>                    | <b>1.10</b>  | 0.84                    |
| SETIT_004697mg | ammonium transporter (AMT3:1)                      | 1.16                           | <b>3.53</b>  | <b>1.63</b>             |
| SETIT_026160mg | oligopeptide transporter                           | -0.09                          | <b>-1.21</b> | 0.13                    |
| SETIT_004857mg | nitrate transporter (ntr1)                         | <b>2.40</b>                    | <b>5.26</b>  | <b>1.32</b>             |
| SETIT_038848mg | AP2 domain protein (AP2c)                          | <b>4.23</b>                    | <b>3.89</b>  | <b>3.28</b>             |
| SETIT_032213mg | AP2/ERF domain transcription factor (AP2d)         | ND                             | <b>2.67</b>  | ND                      |
| SETIT_001909mg | AP2 domain transcription factor (AP2)              | <b>3.75</b>                    | 1.02         | <b>4.21</b>             |
| SETIT_022186mg | AP2 domain transcription factor (AP2)              | <b>1.86</b>                    | <b>3.95</b>  | 0.18                    |
| SETIT_007857mg | AP2 domain transcription factor (AP2)              | <b>4.39</b>                    | <b>7.06</b>  | <b>7.30<sup>#</sup></b> |
| SETIT_023636mg | CCAAT-binding transcription factor (CBF1)          | -0.67                          | <b>1.94</b>  | <b>-1.32</b>            |
| SETIT_039424mg | Phytoeyanin (BCP1)                                 | 1.36                           | ND           | ND                      |
| SETIT_039030mg | plastocyanin-like domain protein                   | 1.38                           | <b>7.98</b>  | <b>5.81<sup>#</sup></b> |
| SETIT_039259mg | plastocyanin-like domain protein                   | <b>4.35<sup>#</sup></b>        | <b>6.17</b>  | ND                      |
| SETIT_020176mg | plastocyanin-like domain protein                   | 1.56                           | <b>2.23</b>  | 1.43                    |

**Table S3** The differential expression of AMS-conserved genes in three lines (continued).

| Gene ID        | Annotation                                      | Log <sub>2</sub> fold change * |                         |                          |
|----------------|-------------------------------------------------|--------------------------------|-------------------------|--------------------------|
|                |                                                 | Hanevalval                     | TT8                     | ISE36                    |
| SETIT_007296mg | plastocyanin-like domain protein                | <b>-6.65</b>                   | -1.81                   | <b>-3.51</b>             |
| SETIT_038020mg | plastocyanin-like domain protein                | <b>1.42</b>                    | <b>1.84</b>             | 0.94                     |
| SETIT_011928mg | subtilisin inhibitor 1                          | <b>4.05</b>                    | <b>5.91</b>             | <b>3.21</b>              |
| SETIT_023913mg | subtilisin inhibitor                            | <b>2.55</b>                    | <b>6.27</b>             | <b>2.40</b>              |
| SETIT_019796mg | subtilisin inhibitor                            | <b>4.65</b>                    | <b>7.66</b>             | <b>25.67<sup>#</sup></b> |
| SETIT_033231mg | class III chitinase                             | <b>-4.89</b>                   | <b>-7.13</b>            | <b>-3.93</b>             |
| SETIT_021498mg | class III chitinase                             | <b>-2.71</b>                   | 0.65                    | <b>-1.72</b>             |
| SETIT_002402mg | class III chitinase                             | <b>4.56</b>                    | <b>7.22</b>             | <b>2.03</b>              |
| SETIT_002395mg | class III chitinase                             | <b>5.25</b>                    | <b>5.14</b>             | ND                       |
| SETIT_004962mg | protein kinase                                  | <b>2.80</b>                    | <b>3.74</b>             | <b>1.78</b>              |
| SETIT_028049mg | protein kinase                                  | <b>3.16</b>                    | <b>5.06</b>             | <b>4.71<sup>#</sup></b>  |
| SETIT_006522mg | protein kinase                                  | <b>3.70<sup>b</sup></b>        | <b>5.89</b>             | ND                       |
| SETIT_039206mg | late embryogenesis abundant (lea)               | <b>5.43</b>                    | <b>7.90<sup>#</sup></b> | <b>3.81</b>              |
| SETIT_023002mg | late embryogenesis abundant (lea)               | <b>-2.24</b>                   | -0.22                   | -0.44                    |
| SETIT_010999mg | late embryogenesis abundant (lea)               | <b>-0.91</b>                   | -0.01                   | <b>-1.01</b>             |
| SETIT_023221mg | late embryogenesis abundant (lea)               | 0.02                           | <b>-1.24</b>            | -0.18                    |
| SETIT_032400mg | germin-like protein                             | <b>4.20</b>                    | <b>7.27</b>             | <b>8.68<sup>#</sup></b>  |
| SETIT_033039mg | germin-like protein                             | ND                             | <b>7.77</b>             | <b>3.94<sup>#</sup></b>  |
| SETIT_038965mg | Nod-factor receptor 5                           | <b>1.25</b>                    | 0.72                    | 0.40                     |
| SETIT_028233mg | heparan-alpha-glucosaminide N-acetyltransferase | <b>2.20</b>                    | <b>6.04</b>             | 0.01                     |
| SETIT_017532mg | Protein of unknown function                     | <b>-2.15</b>                   | -0.91                   | <b>-1.65</b>             |
| SETIT_017497mg | GDSL-like lipase/acylhydrolase                  | <b>-1.47</b>                   | <b>-1.25</b>            | -0.76                    |
| SETIT_032023mg | DnaJ domain protein                             | <b>0.86</b>                    | <b>1.72</b>             | 0.69                     |
| SETIT_032512mg | DnaJ domain protein                             | -0.01                          | <b>2.74</b>             | -0.61                    |

\* The log<sub>2</sub> fold change labeled in bold means the adjusted P value < 0.05. Those labeled in red and green mean the genes significantly up- and down-regulated in response to AMS. ND means not detectable.

# These genes were induced specifically by AMS. The normalized mean of read number in mock-treated samples was lower than 1 but higher in AMF-treated plants.

**Table S4** Biological Process terms unique to single specific millet line.

| Biological Process terms enriched in upregulated DEGs   |                                                 |            |                                    |            |                                           |
|---------------------------------------------------------|-------------------------------------------------|------------|------------------------------------|------------|-------------------------------------------|
| Hanevalval                                              |                                                 | TT8        |                                    | ISE36      |                                           |
| GO:0006520                                              | cellular amino acid metabolic process           | GO:0015706 | nitrate transport                  | GO:0009808 | lignin metabolic process                  |
| GO:0009072                                              | aromatic amino acid family metabolic process    | GO:0015858 | nucleoside transport               | GO:0019748 | secondary metabolic process               |
| GO:1901605                                              | alpha-amino acid metabolic process              | GO:1901642 | nucleoside transmembrane transport | GO:0140115 | export across plasma membrane             |
| GO:1901607                                              | alpha-amino acid biosynthetic process           | GO:0010167 | response to nitrate                | GO:1901361 | organic cyclic compound catabolic process |
| GO:0009073                                              | aromatic amino acid family biosynthetic process | GO:0071941 | nitrogen cycle metabolic process   | GO:0046271 | phenylpropanoid catabolic process         |
| GO:0009423                                              | chorismate biosynthetic process                 | GO:0006820 | anion transport                    | GO:0046274 | lignin catabolic process                  |
| GO:0046417                                              | chorismate metabolic process                    |            |                                    | GO:0019439 | aromatic compound catabolic process       |
| GO:0043650                                              | dicarboxylic acid biosynthetic process          |            |                                    | GO:0002239 | response to oomycetes                     |
| GO:0006568                                              | tryptophan metabolic process                    |            |                                    | GO:0006090 | pyruvate metabolic process                |
| GO:0006586                                              | indolalkylamine metabolic process               |            |                                    | GO:0017001 | antibiotic catabolic process              |
| GO:0042435                                              | indole-containing compound biosynthetic process |            |                                    | GO:0009607 | response to biotic stimulus               |
| Biological Process terms enriched in downregulated DEGs |                                                 |            |                                    |            |                                           |
| GO:0009250                                              | glucan biosynthetic process                     | GO:0009408 | response to heat                   |            |                                           |
| GO:0016051                                              | carbohydrate biosynthetic process               | GO:0009266 | response to temperature stimulus   |            |                                           |
| GO:0071669                                              | plant-type cell wall organization or biogenesis | GO:0030001 | metal ion transport                |            |                                           |
| GO:0071554                                              | cell wall organization or biogenesis            | GO:0042542 | response to hydrogen peroxide      |            |                                           |
| GO:0071555                                              | cell wall organization                          | GO:0006812 | cation transport                   |            |                                           |
| GO:0005982                                              | starch metabolic process                        | GO:0034605 | cellular response to heat          |            |                                           |
| GO:0005977                                              | glycogen metabolic process                      | GO:0006873 | cellular ion homeostasis           |            |                                           |
| GO:0006112                                              | energy reserve metabolic process                | GO:0030003 | cellular cation homeostasis        |            |                                           |
| GO:0045229                                              | external encapsulating structure organization   | GO:0030091 | protein repair                     |            |                                           |
| GO:0019252                                              | starch biosynthetic process                     | GO:0055082 | cellular chemical homeostasis      |            |                                           |

**Table S4** Biological Process terms unique to single specific millet line (continued).

| Hanevalval                                              |                                           | TT8        |                    | ISE36 |
|---------------------------------------------------------|-------------------------------------------|------------|--------------------|-------|
| Biological Process terms enriched in downregulated DEGs |                                           |            |                    |       |
| GO:0009832                                              | plant-type cell wall biogenesis           | GO:0006826 | iron ion transport |       |
| GO:0051274                                              | beta-glucan biosynthetic process          |            |                    |       |
| GO:0009664                                              | plant-type cell wall organization         |            |                    |       |
| GO:0030244                                              | cellulose biosynthetic process            |            |                    |       |
| GO:0051273                                              | beta-glucan metabolic process             |            |                    |       |
| GO:0030243                                              | cellulose metabolic process               |            |                    |       |
| GO:0046351                                              | disaccharide biosynthetic process         |            |                    |       |
| GO:0007018                                              | microtubule-based movement                |            |                    |       |
| GO:0009312                                              | oligosaccharide biosynthetic process      |            |                    |       |
| GO:0009415                                              | response to water                         |            |                    |       |
| GO:0006928                                              | movement of cell or subcellular component |            |                    |       |
| GO:0005984                                              | disaccharide metabolic process            |            |                    |       |
| GO:0009414                                              | response to water deprivation             |            |                    |       |
| GO:0007017                                              | microtubule-based process                 |            |                    |       |
| GO:0009311                                              | oligosaccharide metabolic process         |            |                    |       |
| GO:0005992                                              | trehalose biosynthetic process            |            |                    |       |
| GO:0005991                                              | trehalose metabolic process               |            |                    |       |
| GO:0009808                                              | lignin metabolic process                  |            |                    |       |
| GO:0046271                                              | phenylpropanoid catabolic process         |            |                    |       |
| GO:0046274                                              | lignin catabolic process                  |            |                    |       |
| GO:0009834                                              | plant-type secondary cell wall biogenesis |            |                    |       |
| GO:0000281                                              | mitotic cytokinesis                       |            |                    |       |
| GO:0061640                                              | cytoskeleton-dependent cytokinesis        |            |                    |       |

**Table S5** Molecular Function terms unique to single specific millet line.

| Molecular Function terms enriched in upregulated DEGs |                                                                                                                               |            |                                                                                       |            |                                                                                                   |
|-------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------|------------|---------------------------------------------------------------------------------------|------------|---------------------------------------------------------------------------------------------------|
| Hanevalval                                            |                                                                                                                               | TT8        |                                                                                       | ISE36      |                                                                                                   |
| GO:0008483                                            | transaminase activity                                                                                                         | GO:0015112 | nitrate transmembrane transporter activity                                            | GO:0004175 | endopeptidase activity                                                                            |
| GO:0016769                                            | transferase activity, transferring nitrogenous groups                                                                         | GO:0016614 | oxidoreductase activity, acting on CH-OH group of donors                              | GO:0052716 | hydroquinone:oxygen oxidoreductase activity                                                       |
| GO:0017172                                            | cysteine dioxygenase activity                                                                                                 | GO:0030145 | manganese ion binding                                                                 | GO:0016682 | oxidoreductase activity, acting on diphenols and related substances as donors, oxygen as acceptor |
| GO:0042562                                            | hormone binding                                                                                                               | GO:0005337 | nucleoside transmembrane transporter activity                                         | GO:0005507 | copper ion binding                                                                                |
| GO:0016829                                            | lyase activity                                                                                                                | GO:0022804 | active transmembrane transporter activity                                             | GO:0004190 | aspartic-type endopeptidase activity                                                              |
| GO:0016702                                            | oxidoreductase activity, acting on single donors with incorporation of molecular oxygen, incorporation of two atoms of oxygen | GO:0042626 | ATPase activity, coupled to transmembrane movement of substances                      | GO:0070001 | aspartic-type peptidase activity                                                                  |
| GO:0045548                                            | phenylalanine ammonia-lyase activity                                                                                          | GO:0043492 | ATPase activity, coupled to movement of substances                                    | GO:0016679 | oxidoreductase activity, acting on diphenols and related substances as donors                     |
|                                                       |                                                                                                                               | GO:0004568 | chitinase activity                                                                    | GO:0016837 | carbon-oxygen lyase activity, acting on polysaccharides                                           |
|                                                       |                                                                                                                               | GO:0016616 | oxidoreductase activity, acting on the CH-OH group of donors, NAD or NADP as acceptor | GO:0003680 | AT DNA binding                                                                                    |
|                                                       |                                                                                                                               | GO:0045735 | nutrient reservoir activity                                                           | GO:0004601 | peroxidase activity                                                                               |
|                                                       |                                                                                                                               | GO:0015399 | primary active transmembrane transporter activity                                     | GO:0016684 | oxidoreductase activity, acting on peroxide as acceptor                                           |
|                                                       |                                                                                                                               | GO:0015405 | P-P-bond-hydrolysis-driven transmembrane transporter activity                         | GO:0004197 | cysteine-type endopeptidase activity                                                              |
|                                                       |                                                                                                                               | GO:0004312 | fatty acid synthase activity                                                          | GO:0004553 | hydrolase activity, hydrolyzing O-glycosyl compounds                                              |
|                                                       |                                                                                                                               | GO:0015318 | inorganic molecular entity transmembrane transporter activity                         | GO:0016798 | hydrolase activity, acting on glycosyl bonds                                                      |
|                                                       |                                                                                                                               | GO:0042910 | xenobiotic transmembrane transporter activity                                         | GO:0019200 | carbohydrate kinase activity                                                                      |

**Table S5** Molecular Function terms unique to single specific millet line (continued).

| <b>Molecular Function terms enriched in downregulated DEGs</b> |                                                                             |            |                                                               |
|----------------------------------------------------------------|-----------------------------------------------------------------------------|------------|---------------------------------------------------------------|
| <b>Hanevalval</b>                                              |                                                                             | <b>TT8</b> | <b>ISE36</b>                                                  |
| GO:0015631                                                     | tubulin binding                                                             | GO:0015318 | inorganic molecular entity transmembrane transporter activity |
| GO:0008017                                                     | microtubule binding                                                         | GO:0015267 | channel activity                                              |
| GO:0008092                                                     | cytoskeletal protein binding                                                | GO:0022803 | passive transmembrane transporter activity                    |
| GO:0035251                                                     | UDP-glucosyltransferase activity                                            | GO:0008324 | cation transmembrane transporter activity                     |
| GO:0008236                                                     | serine-type peptidase activity                                              | GO:0015491 | cation:cation antiporter activity                             |
| GO:0017171                                                     | serine hydrolase activity                                                   | GO:0046873 | metal ion transmembrane transporter activity                  |
| GO:0008422                                                     | beta-glucosidase activity                                                   | GO:0022890 | inorganic cation transmembrane transporter activity           |
| GO:0003777                                                     | microtubule motor activity                                                  | GO:0015318 | inorganic molecular entity transmembrane transporter activity |
| GO:0015926                                                     | glucosidase activity                                                        | GO:0015267 | channel activity                                              |
| GO:0003774                                                     | motor activity                                                              | GO:0022803 | passive transmembrane transporter activity                    |
| GO:0004620                                                     | phospholipase activity                                                      | GO:0008324 | cation transmembrane transporter activity                     |
| GO:0004252                                                     | serine-type endopeptidase activity                                          | GO:0015491 | cation:cation antiporter activity                             |
| GO:0016759                                                     | cellulose synthase activity                                                 | GO:0046873 | metal ion transmembrane transporter activity                  |
| GO:0016760                                                     | cellulose synthase (UDP-forming) activity                                   | GO:0022890 | inorganic cation transmembrane transporter activity           |
| GO:0052716                                                     | hydroquinone:oxygen oxidoreductase activity                                 |            |                                                               |
| GO:0004805                                                     | trehalose-phosphatase activity                                              |            |                                                               |
| GO:0016765                                                     | transferase activity, transferring alkyl or aryl (other than methyl) groups |            |                                                               |
| GO:0004373                                                     | glycogen (starch) synthase activity                                         |            |                                                               |
| GO:1990939                                                     | ATP-dependent microtubule motor activity                                    |            |                                                               |
| GO:0004175                                                     | endopeptidase activity                                                      |            |                                                               |
| GO:0043295                                                     | glutathione binding                                                         |            |                                                               |
| GO:1900750                                                     | oligopeptide binding                                                        |            |                                                               |

**Table S6** The differential expression of hemicellulose biosynthesis genes in three lines.

| Gene ID        | Annotation                                | Log <sub>2</sub> fold change * |       |       |
|----------------|-------------------------------------------|--------------------------------|-------|-------|
|                |                                           | Hanevalval                     | TT8   | ISE36 |
| SETIT_007018mg | Xyloglucan endotransglycosylase           | -1.53                          | -0.01 | -1.86 |
| SETIT_010719mg | Xyloglucan endotransglycosylase           | -2.43                          | -0.45 | -1.20 |
| SETIT_010796mg | Xyloglucan endotransglycosylase           | -1.66                          | 0.20  | -1.77 |
| SETIT_014194mg | Xyloglucan endotransglycosylase           | -3.15                          | -0.52 | -1.78 |
| SETIT_014215mg | Xyloglucan endotransglycosylase           | -2.57                          | -0.59 | -1.77 |
| SETIT_014232mg | Xyloglucan endotransglycosylase           | -2.12                          | -0.89 | -1.06 |
| SETIT_014233mg | Xyloglucan endotransglycosylase           | -3.59                          | -1.41 | -0.15 |
| SETIT_014242mg | Xyloglucan endotransglycosylase           | -4.50                          | 0.00  | 0.24  |
| SETIT_014215mg | Xyloglucan endotransglycosylase           | -2.57                          | -0.59 | -1.77 |
| SETIT_017966mg | Xyloglucan endotransglycosylase           | -2.46                          | -0.02 | -0.48 |
| SETIT_006487mg | Xyloglucan endotransglucosylase           | -2.28                          | -0.84 | -1.66 |
| SETIT_017659mg | Xyloglucan endotransglucosylase           | -1.33                          | -0.12 | -1.13 |
| SETIT_030570mg | Xyloglucan endotransglucosylase           | -1.50                          | -0.79 | 0.04  |
| SETIT_026698mg | Xyloglucan endotransglucosylase           | -2.91                          | -0.09 | -1.43 |
| SETIT_034503mg | Xyloglucan glycosyltransferase 12-related | -2.43                          | -0.69 | -0.90 |
| SETIT_013296mg | Xyloglucan 6-xylosyltransferase           | -1.48                          | -0.85 | 0.45  |
| SETIT_028282mg | Xyloglucan 6-xylosyltransferase           | -1.13                          | -1.09 | 0.18  |
| SETIT_035653mg | Xyloglucan 6-xylosyltransferase-related   | -1.65                          | -0.12 | -1.00 |
| SETIT_036401mg | 1,4-beta-D-xylan synthase                 | -1.57                          | -0.25 | -1.05 |
| SETIT_005721mg | 1,4-beta-D-xylan synthase                 | -2.22                          | -0.19 | -1.38 |
| SETIT_013204mg | 1,4-beta-D-xylan synthase                 | -3.11                          | 0.36  | -1.78 |
| SETIT_028873mg | 1,4-beta-D-xylan synthase                 | -1.49                          | -0.63 | -0.03 |
| SETIT_006115mg | Galactoside 2-alpha-L-fucosyltransferase  | -2.32                          | -1.17 | 0.00  |
| SETIT_019763mg | Galactoside 2-alpha-L-fucosyltransferase  | -1.27                          | -0.67 | -0.40 |
| SETIT_001623mg | Xylogalacturonan xylosyltransferase       | -1.84                          | -0.65 | -1.10 |
| SETIT_001622mg | Xylogalacturonan xylosyltransferase       | -2.34                          | -0.57 | -1.15 |
| SETIT_016912mg | Glucomannan 4-beta-mannosyltransferase    | -1.94                          | -0.75 | -0.53 |
| SETIT_034919mg | Glucomannan 4-beta-mannosyltransferase    | -3.15                          | -1.62 | -0.63 |

**Table S6** The differential expression of hemicellulose biosynthesis genes in three lines (continued).

| Gene ID        | Annotation                                         | Log <sub>2</sub> fold change * |       |       |
|----------------|----------------------------------------------------|--------------------------------|-------|-------|
|                |                                                    | Hanevalval                     | TT8   | ISE36 |
| SETIT_009553mg | Glycosyl transferase family 8                      | -1.54                          | -0.24 | -1.17 |
| SETIT_001402mg | GALACTURONOSYLTRANSFERASE 15-RELATED               | -1.57                          | 0.02  | -0.27 |
| SETIT_000786mg | Pectin methylesterase                              | -2.32                          | 0.98  | -0.73 |
| SETIT_021901mg | Pectinase                                          | -2.90                          | -1.07 | -1.44 |
| SETIT_032233mg | Pectinase                                          |                                | 1.36  | -1.73 |
| SETIT_001461mg | Pectate lyase superfamily protein                  | -1.66                          | -0.52 | -1.11 |
| SETIT_032032mg | Pectate lyase superfamily protein                  | -1.18                          | -0.80 | -0.58 |
| SETIT_001489mg | Pectinacetylerase                                  | -1.13                          | -0.27 | -0.26 |
| SETIT_035783mg | Pectinacetylerase                                  | -1.61                          | -1.10 | -0.98 |
| SETIT_033872mg | Callose synthase 3                                 | -1.57                          | -0.25 | -0.79 |
| SETIT_000021mg | UDP-glucose-1,3-beta-D-glucan glucosyltransferase  | -1.31                          | -1.18 | -0.68 |
| SETIT_005663mg | UDP-glucose-1,3-beta-D-glucan glucosyltransferase  | -1.07                          | -0.53 | -0.64 |
| SETIT_026351mg | O-hydroxycinnamoyltransferase                      | -1.05                          | -0.06 | -0.89 |
| SETIT_000629mg | $\alpha$ -galactosidase A                          | -2.10                          | -0.72 | -0.99 |
| SETIT_000604mg | Glycosyltransferase                                | -2.68                          | -0.68 | -0.60 |
| SETIT_027450mg | perplasmic $\beta$ -glucosidase-related            | -1.86                          | -1.07 | -0.94 |
| SETIT_017772mg | Polysaccharide biosynthesis                        | -2.24                          | -2.14 | -1.29 |
| SETIT_012578mg | Fasciclin domain (Fasciclin)                       | -2.75                          | 0.62  | -2.29 |
| SETIT_022977mg | Fasciclin domain (Fasciclin)                       | -1.41                          | 0.13  | -0.63 |
| SETIT_002509mg | Fasciclin-like arabinogalactan protein 11          | -4.01                          | -1.17 | -1.03 |
| SETIT_035913mg | Nucleotide-diphospho-sugar transferase             | -1.36                          | -0.67 | -1.13 |
| SETIT_021103mg | UDP-glucose--glucose-phosphate glucosyltransferase | -1.26                          | 0.74  | -0.80 |
| SETIT_028795mg | Kinesin-like protein-related                       | -1.94                          | -0.74 | -0.95 |
| SETIT_035254mg | Microtubule-associated protein 70-5                | -1.44                          | -0.09 | -0.07 |
| SETIT_028842mg | D-alanine--D-alanine ligase                        | -1.05                          | 1.02  | -0.21 |
| SETIT_035726mg | PMR5 N terminal Domain (PMR5N)                     | -3.88                          | -1.86 | -0.67 |

\* The log<sub>2</sub> fold change labeled in bold means the adjusted P value < 0.05. Those labeled in red and green mean the genes significantly up- and down-regulated in response to AMS. ND means not detectable.

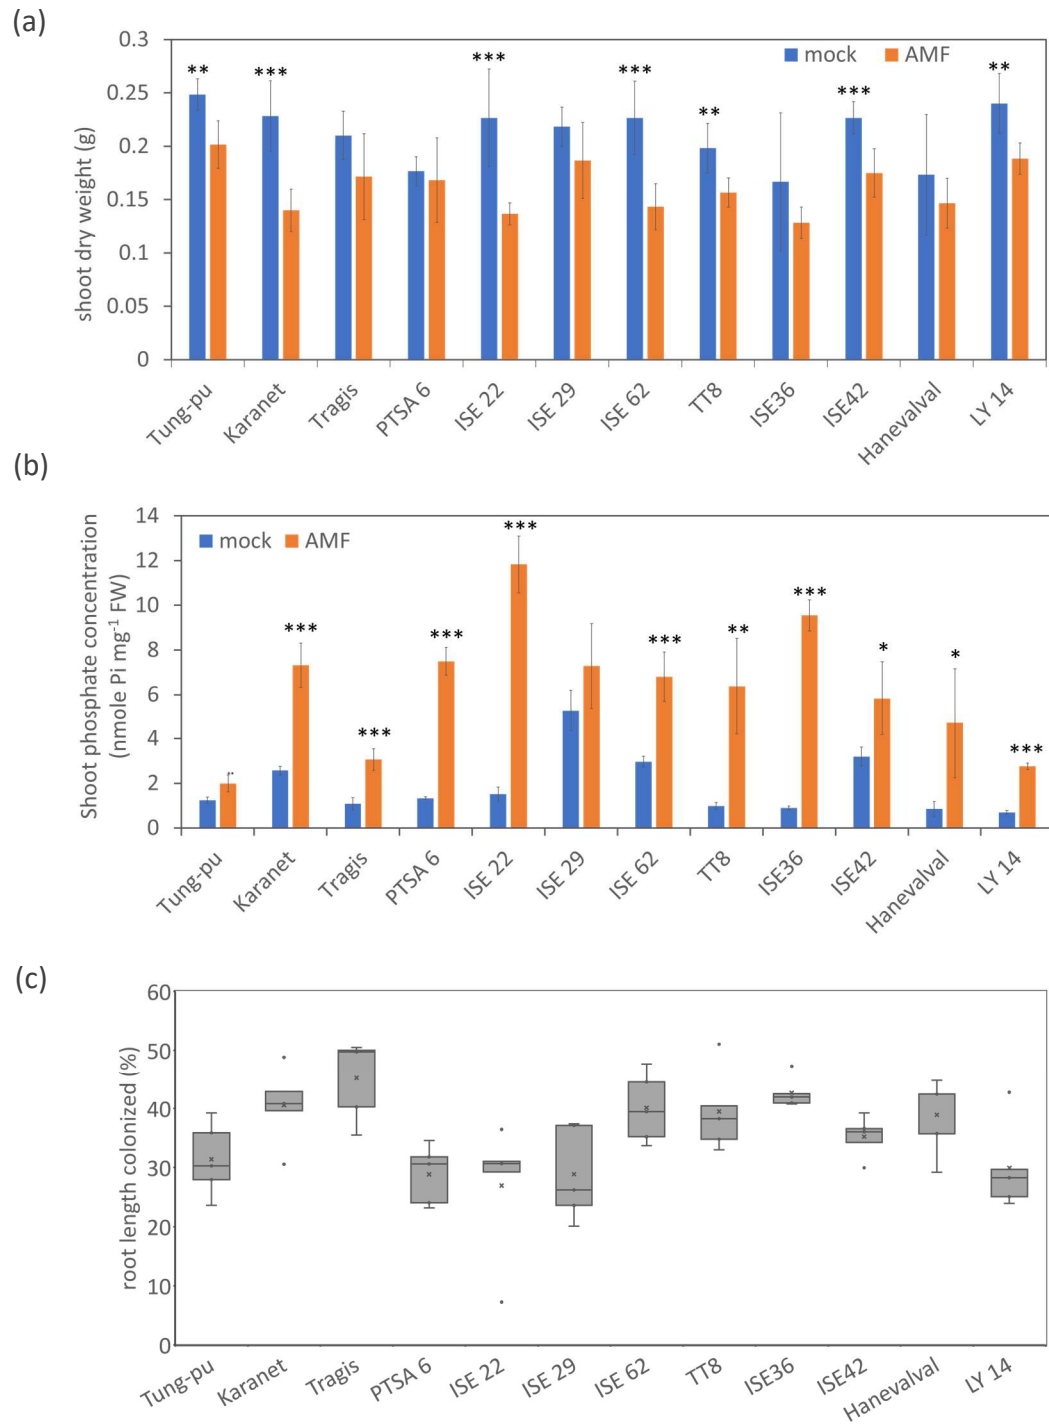

**Fig. S1** The AMS phenotype of twelve different foxtail millet lines. a, Shoot dry weight; b, Shoot phosphate concentration; c, AMF colonization efficiency. The lines within the boxes mark the medians and the bottom and upper boundaries mark the 25<sup>th</sup> and 75<sup>th</sup> percentiles. n=5. Error bar = SE. The statistical significance between mock- and AMF-treated plants was evaluated by Student's t test. \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ .

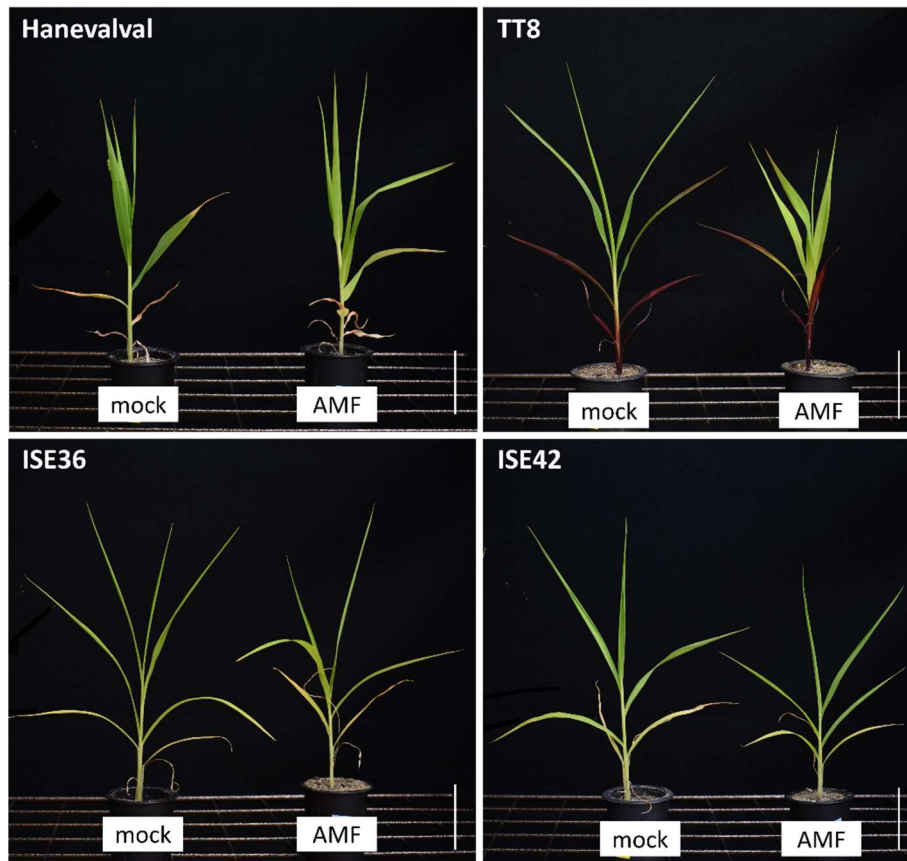

**Fig. S2.** The shoot morphology of mock- and AMF-treated foxtail millet lines. Bar = 5 cm.

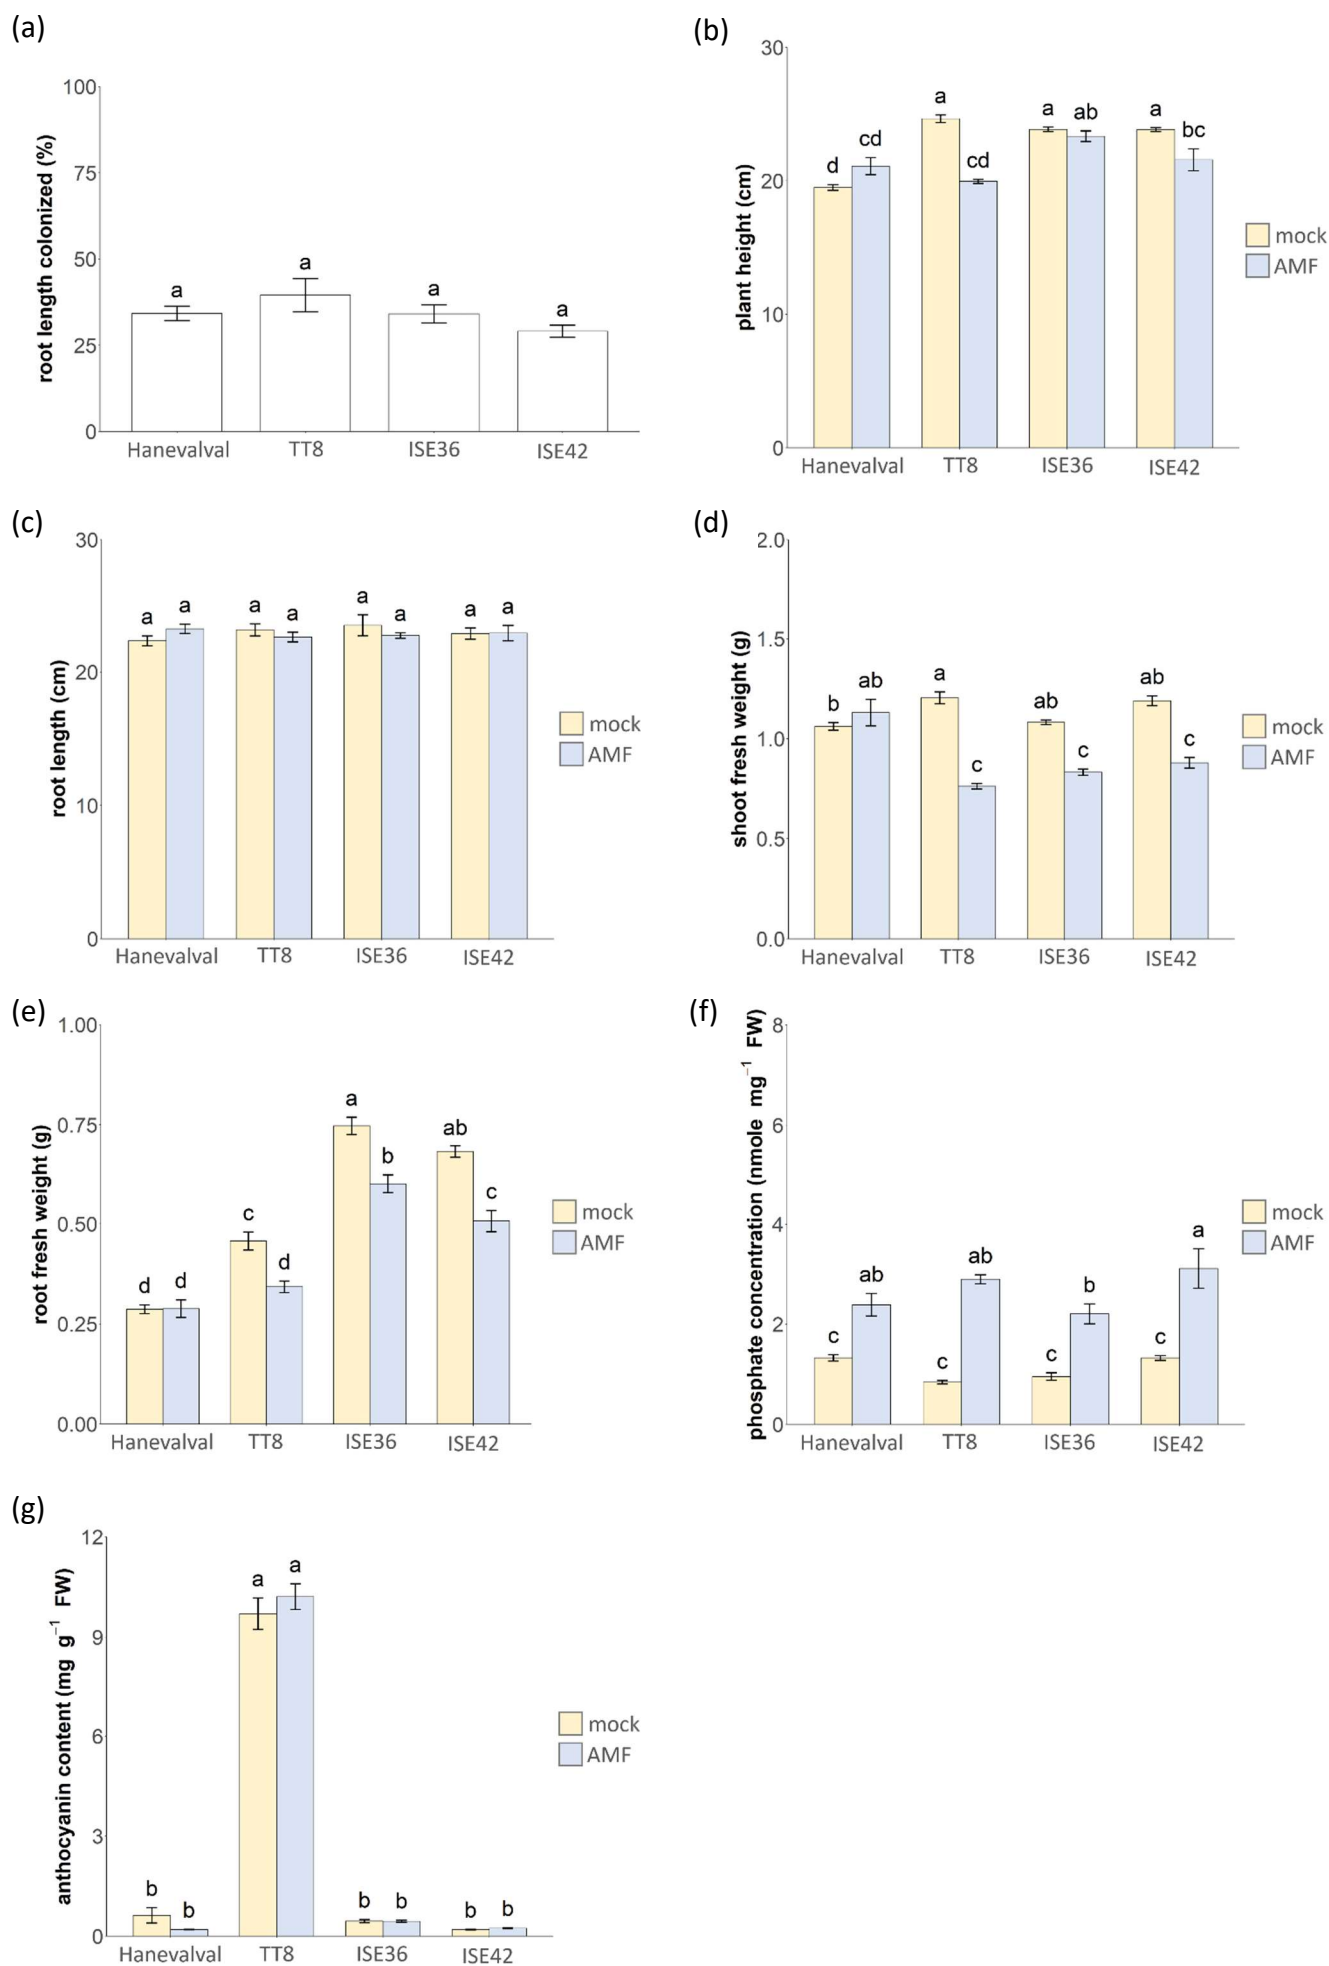

**Fig. S3** The AMS phenotypes of four different millet landraces. a, AMF colonization efficiency; b, Plant height; c, Root length; d, Shoot fresh weight; e, Root fresh weight; f, Shoot phosphate concentration; g, Anthocyanin content. n = 5. Values are mean  $\pm$  SE. Data were analyzed with a two-way ANOVA ( $p < 0.05$ ). Different characters over bars indicate significant differences.

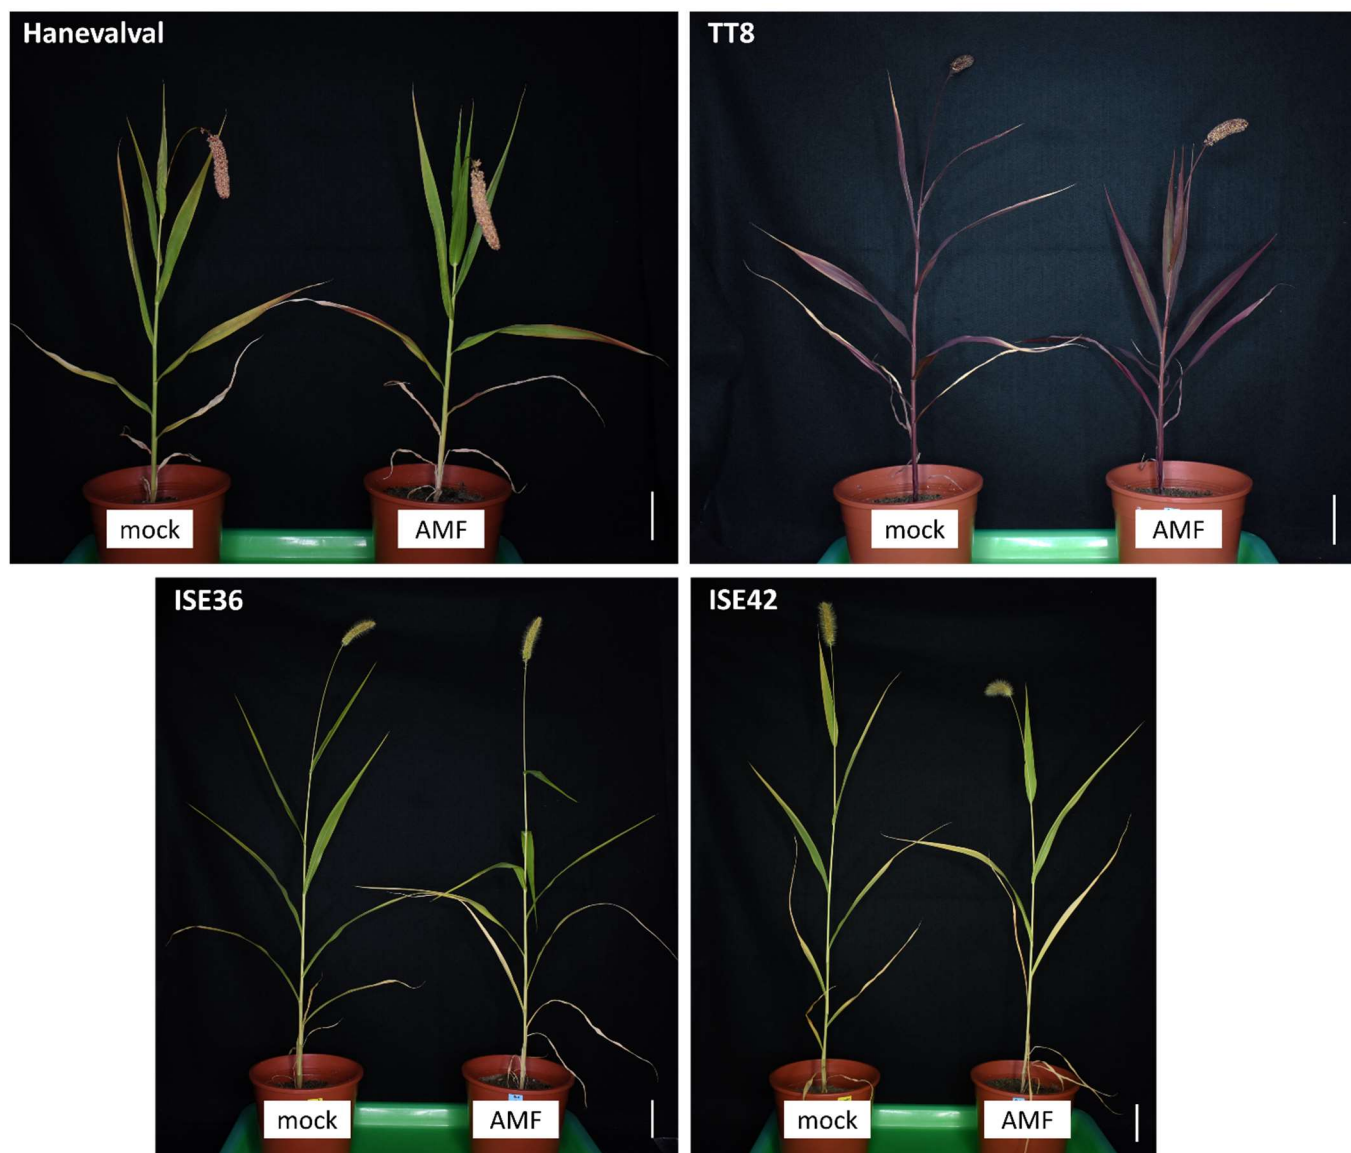

**Fig. S4** The shoot morphology of mock- and AMF-treated foxtail millet lines during reproductive stage. Bar = 5cm.

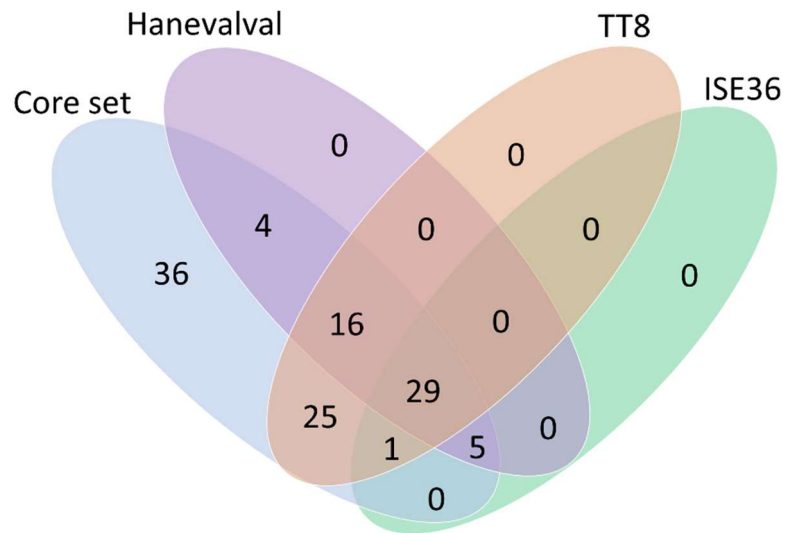

**Fig. S5** The Venn diagram showing the number of DEGs in the core set of AMS-responsive genes in three lines.

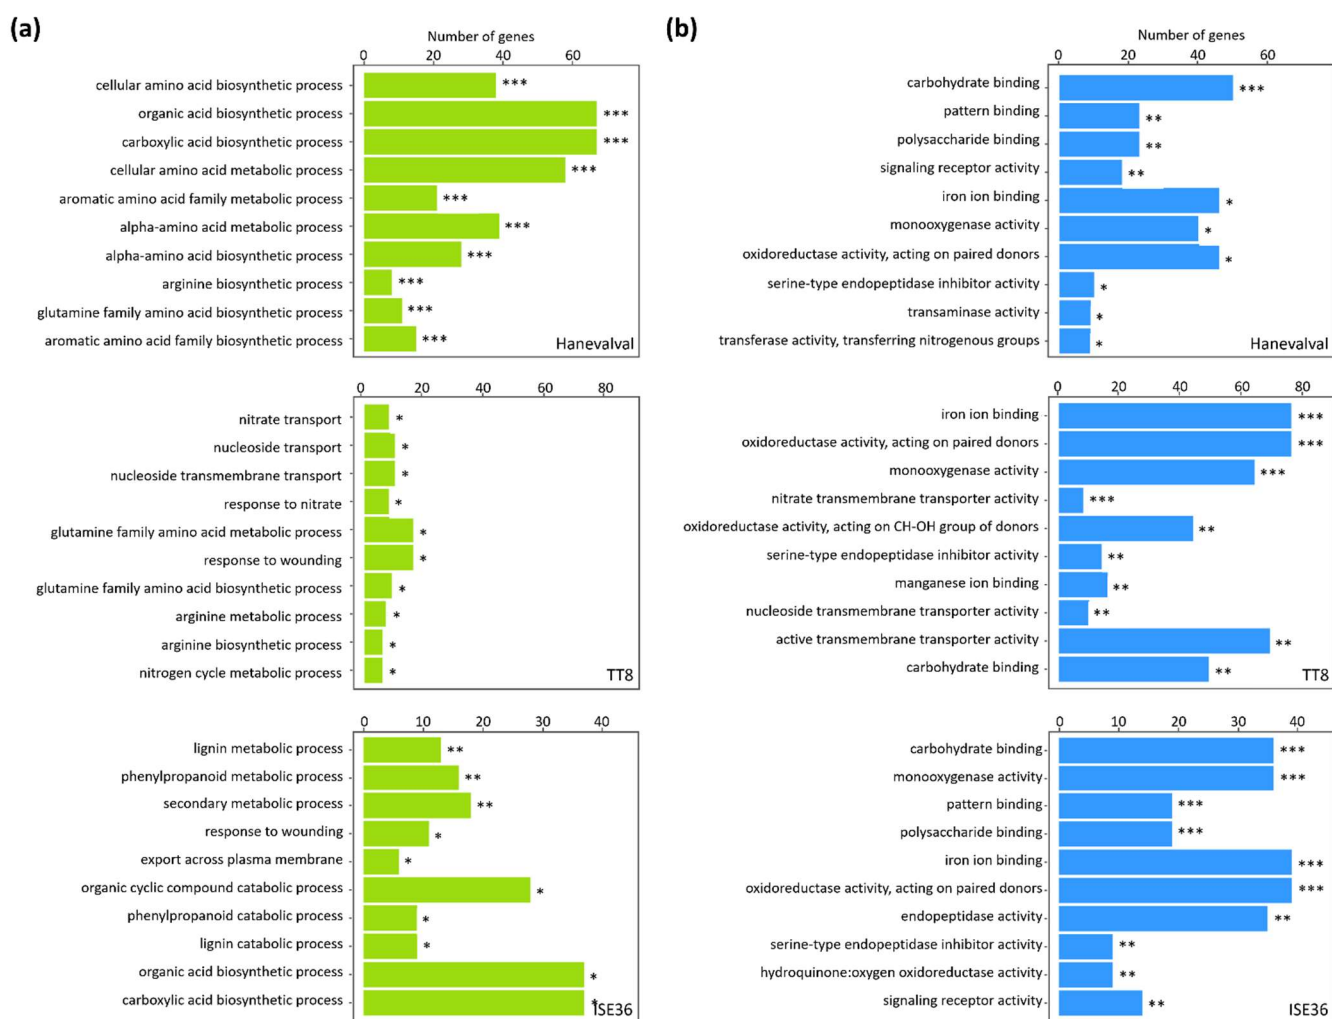

**Fig. S6** Top ten GO terms enriched in upregulated gene profiles in three lines. a, Biological Process terms; b, Molecular Function terms. \*,  $p$ -value < 0.05; \*\*,  $p$ -value < 0.01; \*\*\*,  $p$ -value < 0.001.

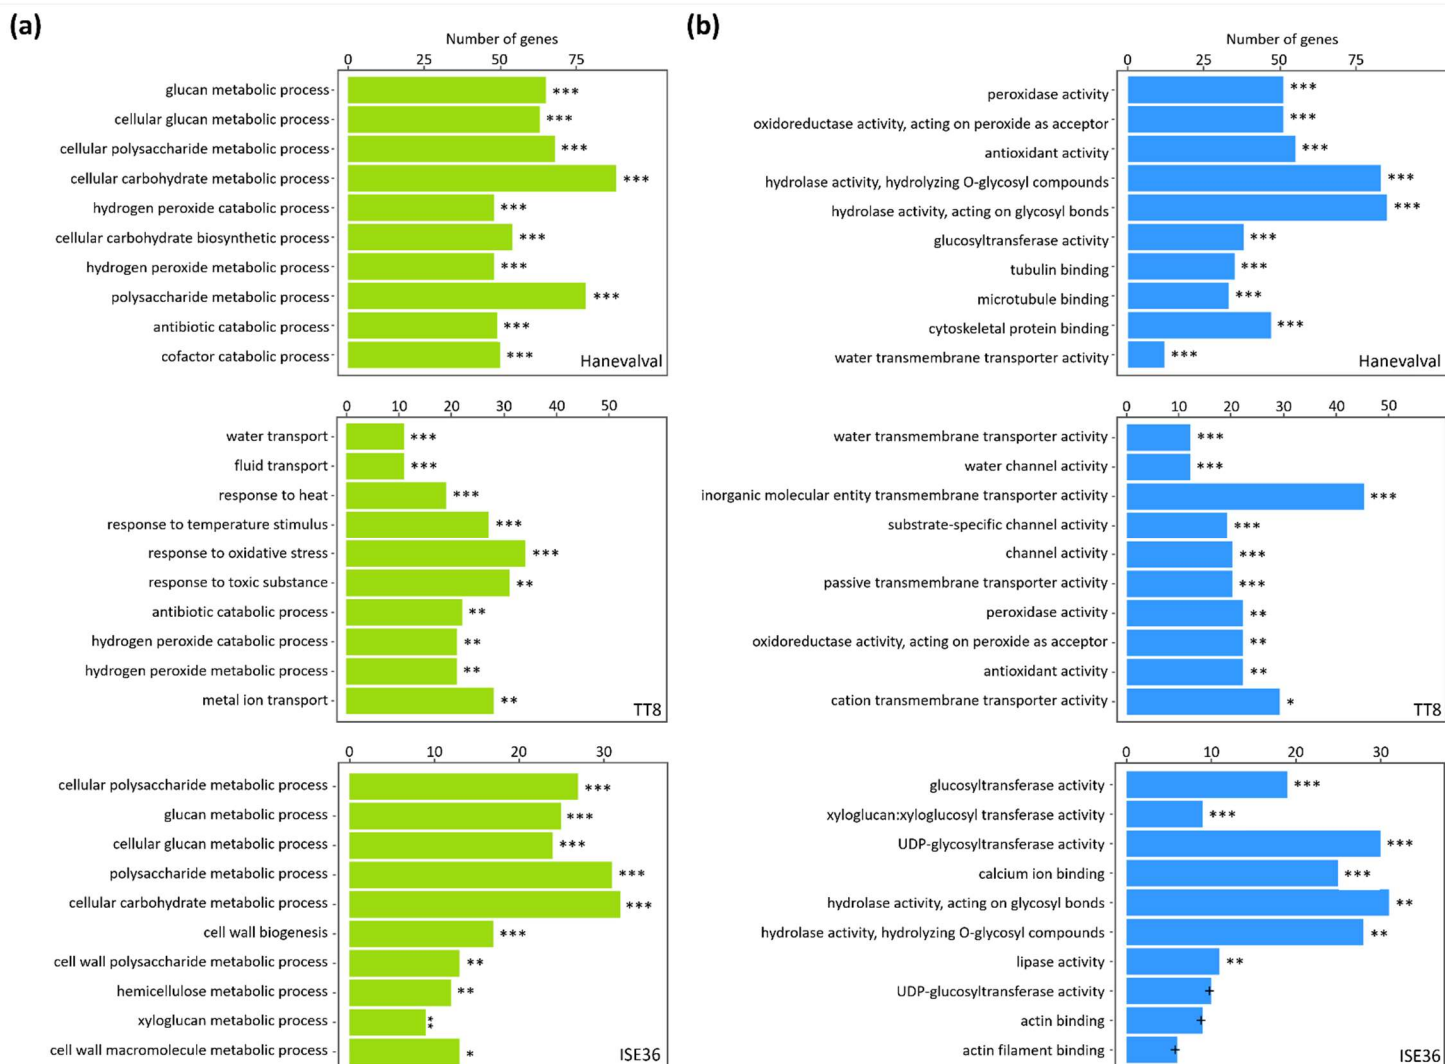

**Fig. S7** Top ten GO terms enriched in downregulated gene profiles in the three lines.

a, Biological Process terms; b, Molecular Function terms. +,  $p$ -value < 0.1; \*,  $p$ -value < 0.05; \*\*,  $p$ -value < 0.01; \*\*\*,  $p$ -value < 0.001.

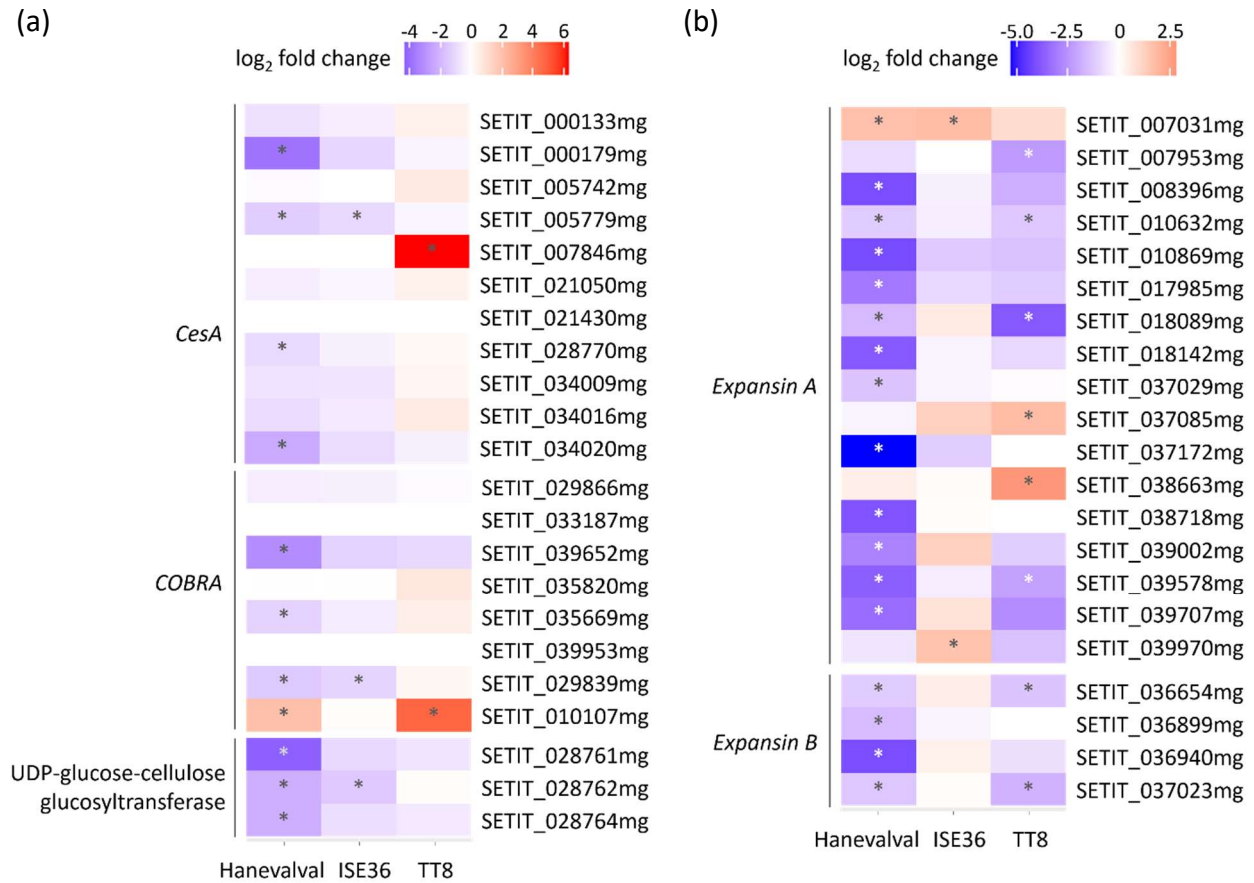

**Fig. S8** Heatmap of a, *CesA* and *COBRA* genes; b, *Expansin A* and *B* genes that were significantly affected by AMS in all landraces. Red and purple indicate up- and downregulated genes, respectively, in AMS. \*, adjusted  $p$ -value < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

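The authors deposited 1 table of signal values per line, which are gene counts divided by a DESeq2 size factor per library, made from reads trimmed with Trimmomatic v0.38, aligned with HISAT2 v2.1.0 and counted with featureCounts v2.0. The values of each library are whole multiples of a single step, so the reads could be recovered exactly, and the steps equal the size factors that DESeq2's median of ratios gives over all 24 libraries within a ratio of 0.998 to 1.002. Size factors computed within a line instead deviated by ratios of 0.946 to 1.10. Every listed gene has at least 6 reads in at least 2 of the 8 libraries of its line, a filter that the paper's text does not name. The tables hold 121, 120 and 119 noncoding RNA genes for Hanevalval, TT8 and ISE36. Genes without values in a line's table were not analysed here in that line. All 24 libraries were used, each under the treatment and replicate number of its label, and 0 columns lacked a sample. The labels of 8 libraries name the landrace ICE36, which was read as the paper's ISE36, the only sequenced line left beside Hanevalval and TT8. No pair of libraries of a group repeated the same reads, since the smallest chi-square per gene between a pair was 7.06.

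The comparison of AMF-treated with mock-treated libraries used limma 3.58.1 on log2(value + 1) with a variance trend, per line, for genes with a mean of at least 5, with a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Differences between lines were tested on the 6 group means. The test, the thresholds, the alternatives and the rule for naming genes were set before the data were examined. 3 further alternatives, all with DESeq2, were chosen after seeing the data. The rule named 19 genes that the paper's text mentions by symbol, identifier or description and that its text, tables or figures pair with an identifier, and, among genes called in all 3 lines with a mean of at least 50 in each and no overlap between treatments in any line, the 2 that rose most and the 2 that fell most by mean log2 fold change. No overlap arises by chance in 2.86% of comparisons of 4 libraries with 4 in a line, and 30 upregulated and 5 downregulated genes passed the rule. The gene lists are those of the paper's tables and figures, and 11 AM marker genes were used to examine the mock-treated libraries.

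DESeq2 1.42.0 and edgeR 4.0.16 were run on the recovered reads as alternatives in R 4.3.3. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Folds against a group whose libraries all held at most 3 reads were computed against that floor and are given as lower bounds.

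The steps were tried on data simulated from the recovered reads with 200 changed genes per line. Limma recovered 82.0% of them in TT8 and 95.0% in ISE36, with 5 false calls in each. With edgeR the shares were 73.0%, 81.5% and 95.0% in Hanevalval, TT8 and ISE36, with 2, 5 and 5 false calls, and with DESeq2 the TT8 and ISE36 shares were 94.0% and 96.5% with 52 and 16 false calls. Recovered genes had the right direction in every case, with 0 wrong directions. The simulated reads were drawn independently for each gene, so variation shared by many genes was absent. Changes were put only into genes with a mean of at least 50, at sizes above the fold threshold.

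Enrichment of GO terms and the core set of ortholog groups were not analysed here.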

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

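The tests of a mislabelled library, of mixing in Hanevalval mock replicate 4 and of the stage of colonization were chosen only after the result was seen. Outliers were sought in 147 groups of 4 libraries, and 14 were found. In 7 of these groups the other 3 libraries were at 0, where any value above 0 stands apart by construction. Over the remaining 140 groups, chance gives about 1 in 20, or 7, and 7 were found, 4 of them in TT8 mock replicate 4.

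TT8 mock replicate 4 lay at -57.04 on the first principal component, apart from the other mock-treated TT8 libraries, and held the AM marker genes at a median of 2.524% of the AMF mean. Its normalized values on the log2(value + 1) scale stood apart for SiPHT1;9 (6.24), RAM1 (2.52), the CesA gene SETIT_007846mg (2.52), SETIT_015214mg (4.48) and SETIT_002262mg (6.67), where for RAM1, the CesA gene and SETIT_015214mg the other mock-treated libraries were at 0. Over all genes it correlated with TT8 AMF replicates 1 to 4 at 0.977, 0.963, 0.967 and 0.954. With mock replicates 1 to 3 it correlated at 0.930, 0.955 and 0.958, below AMF replicates 1, 2 and 3. An AMF-treated library mislabelled as mock-treated was still argued against, because 11 of the 11 marker genes lay below every AMF-treated library, by a median of 30.3-fold from the lowest, and no AMF-treated library held any of them at the level of the other mock-treated ones. A difference in library size was argued against too, since its 16891681 reads on genes were within the 16543884 to 19557223 of the other TT8 libraries. RNA or reads of colonized roots mixed into the library would hold genes with at most 3 reads in each other mock-treated library at a common percent of the AMF mean, with quartiles within 2 times. Over 82 such genes the upper quartile of that percent was 2.98 times the lower, beyond the 2.09 that counting noise gave in its 95th percentile and the 1.33 to 1.69 found between AMF-treated libraries, so a single mixture of the 4 AMF-treated libraries was argued against, although ratios to single AMF-treated libraries were 2.71 to 3.13. A computed mixture at 2.524% moved the mean of mock replicates 1 to 3 along 11% of the distance to mock replicate 4 on the component, from -103.04 to -97.98, and so could not account for its position. A difference between the plants stays open, and so do technical causes other than those above, which were not tested. No biological explanation was tested for the position on the component.

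In Hanevalval, RAM1 (4.3) and SETIT_015214mg (5.26) in mock replicate 3 stood apart on the log2 scale from libraries at 0, and the AM marker genes had median percents of the AMF mean of 0.518, 0, 13.2 and 5.62 in mock replicates 1 to 4, against 0 to 0.037 in TT8 mock replicates 1 to 3 and 0 to 1.09 in ISE36. Whether mock replicate 3 is mislabelled cannot be told apart from a mock-treated library with colonized roots. 10 of the 11 marker genes lay below every AMF-treated library, but by a median of only 1.87-fold from the lowest (0.83 to 4.08), and for 1 marker an AMF-treated library was at the level of the other mock-treated libraries. Over all genes, mock replicate 3 correlated with AMF replicates 1 to 4 at 0.977, 0.982, 0.960 and 0.961, and with mock replicate 4 at 0.965. With mock replicates 1 and 2 it correlated at 0.899 and 0.913, and mock replicate 4 did so at 0.895 and 0.906. Mock replicate 1 of Hanevalval correlated with TT8 mock replicates 1 to 3 at 0.954, 0.971 and 0.969. For mock replicate 2 of Hanevalval these values were 0.953, 0.967 and 0.970. Which pair of mock-treated Hanevalval libraries is the unusual one cannot be told from these correlations, and the line of each library was not tested. Mixing with colonized roots cannot be told apart from colonization of the mock-treated plants here. Over 57 genes with at most 3 reads in mock replicates 1 and 2 the quartiles of the percent differed by 4.91 times in mock replicate 3 and 8.01 times in mock replicate 4, more than the 1.31 and 1.3 of counting noise, but the AMF-treated Hanevalval libraries themselves differed by 1.73 to 7.27 times, so the spread decides nothing. Colonization of the mock-treated plants at an earlier stage is a candidate explanation that could not be decided either. Across 22 genes, the percents in TT8 mock replicate 4 and Hanevalval mock replicate 4 had a rank correlation of 0.203 (permutation test with 100000 permutations, p = 0.363). With Hanevalval mock replicate 3, which the prediction did not name, the correlation across the 22 genes was 0.423 (permutation test with 100000 permutations, p = 0.051).

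5 further single libraries stood apart on the log2 scale. They were AMF replicate 4 of TT8 for SiPHT1;12 (5.75), AMF replicate 2 of TT8 for FatM (10), mock replicate 3 of ISE36 for SETIT_011885mg (1.49), mock replicate 4 of ISE36 for SETIT_015214mg (0.93) and AMF replicate 3 of ISE36 for SiPHT1;4 (4.25). For SETIT_011885mg and SETIT_015214mg the other libraries were at 0. No explanation was tested for these.

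The number of DEGs in each line was set against the other 4 and 4 splits of its libraries. In Hanevalval, TT8 and ISE36 alike, 1 of the 35 splits, the real one, gave as many called genes. The TT8 split that exchanged mock replicate 4 and AMF replicate 1 called 2586 genes, against 4150 in the real one, and every other split of each line called 0.

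The response to AMF differed between lines for 3589 genes in Hanevalval against TT8, 6 in Hanevalval against ISE36 and 3353 in TT8 against ISE36. Single libraries moved these counts. The first was 2243 without TT8 mock replicate 1, 2307 without Hanevalval AMF replicate 4 and 5517 without TT8 mock replicate 4. The count of 6 was 262 without Hanevalval mock replicate 3, 23 and 15 without Hanevalval AMF replicates 1 and 2, and 1 or 2 without Hanevalval mock replicate 1, 2 or 4, Hanevalval AMF replicate 3, any mock-treated ISE36 library or ISE36 AMF replicate 1 or 4. The last was 1851 and 2078 without TT8 mock replicates 1 and 2, 2170 without TT8 AMF replicate 3 and 5521 without TT8 mock replicate 4. Among the genes the paper names, the differences in log2 fold change between Hanevalval and TT8 were 4.23 for SiPHT1;4, 3.31 for SiPHT1;5, -3.11 for STR2, -4.28 for FatM, -3.15 for RAD1, -3.26 for the DnaJ domain protein, -2.76 for the OsNPF4.5 ortholog, -2.31 for AMT3;1 and -2.73 for CBF1, and that of SETIT_030304mg was -3.75. Between TT8 and ISE36 they were -3.14 for SiPHT1;5, 3.38 for STR2, 4.4 for FatM, 2.79 for RAD1, 3.86 for the DnaJ domain protein, 4.16 for the OsNPF4.5 ortholog and 3.39 for CBF1. Size factors are shared by all genes of a library, so by construction they alone cannot move genes in opposite directions, as SiPHT1;4 and FatM moved between Hanevalval and TT8. A batch that follows the line was not tested, and neither were reads shared between paralogs.

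The AM marker genes rose less in Hanevalval than in TT8, with medians of 4.52 and 7.23. The smaller rise was not particular to Hanevalval, as the median in ISE36 was 4.20, with mock-treated libraries at 0% to 1.09% of the AMF mean. The median over genes of the shortfall against TT8 was 3.20 with all libraries and 3.02 without Hanevalval mock replicate 3, the library with the highest level. Transcripts of colonized roots in that library were thus argued against as the whole of the smaller rise. Mock replicate 4, with the markers at a median of 5.62% of the AMF mean, stayed in the fit. Such transcripts in the other mock-treated libraries were therefore not removed. Lower expression in colonized Hanevalval roots may account for most of the pattern, as the AMF-treated libraries fell short of TT8 by a median of 2.66 in log2(CPM + 1). The AMF-treated Hanevalval libraries held the markers at 44.5%, 3.91%, 9.85% and 15.3% of the TT8 AMF mean. How far the roots were colonized in each library was not tested here. From staining of the other part of the roots, the paper reports a similar colonization efficiency in the lines.

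Genes that the paper does not name and that changed in all lines were SETIT_011885mg, with log2 fold changes of 8.13, 9.91 and 7.39 in Hanevalval, TT8 and ISE36, SETIT_015214mg, with 7.92, 8.39 and 7.51, and SETIT_030304mg, with -5.68, -1.92 and -2.40. SETIT_002262mg had -3.85 in Hanevalval, fell by 2.71 in TT8 and had -2.84 in ISE36. These were picked by their size and consistency, so their values are the largest of many, and no technical explanation was tested for them beyond the alternatives and single libraries left out.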

How the results depend on the processing

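The counts of Hanevalval depended most on the processing, and the cause was not tested for any change below. 3 settings changed no count by more than 1.5 times: all genes with a value above 0, an absolute difference of at least 1 between lines, and percents of CPM. For each setting, the calls given below are only the gene-list counts that changed by more than 1.5 times. Lists and directions not named there changed by no more than that. The settings with DESeq2 over the 24 libraries, on all genes of a table or without Hanevalval mock replicate 3 were chosen after seeing the data. Removing genes with a mean under 50 removes calls by construction, and removing the fold threshold adds them. Few reads limit genes with a mean near 5, whose log2 fold changes move with the pseudocount.

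A pseudocount of 0.25 gave 227 upregulated and 211 downregulated genes in Hanevalval and 18 genes differing between Hanevalval and ISE36. Changes of 2- to 8-fold made up 72.6% in Hanevalval, 83.9% in TT8 and 93.7% in ISE36 of the DEGs. Hanevalval calls with a pseudocount of 0.25 were expansin (2 down). TT8 calls with a pseudocount of 0.25 were nitrogen (0 down). ISE36 calls with a pseudocount of 0.25 were expansin (0 down).

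A pseudocount of 8 gave 6 down in common to the 3 lines. DEGs changed 2- to 8-fold made up 91.4% in Hanevalval, 91.6% in TT8 and 98.2% in ISE36. Hanevalval calls with a pseudocount of 8 were nitrogen (1 up). TT8 calls with a pseudocount of 8 were nitrogen (0 down) and cell wall polysaccharide (2 up). ISE36 calls with a pseudocount of 8 were expansin (0 down).

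Testing only genes with a mean of at least 50 gave 148 upregulated and 123 downregulated genes in Hanevalval, 760 downregulated genes in ISE36, 19 up and 4 down in common to the 3 lines and 0 genes differing between Hanevalval and ISE36. Testing only genes with a mean of at least 50 also gave 2 AMS-conserved genes called in all 3 lines. Changes of 2- to 8-fold made up 81.2% in Hanevalval, 88.1% in TT8 and 96.7% in ISE36 of the DEGs. Hanevalval calls with testing only genes with a mean of at least 50 were cell wall polysaccharide (5 down), xyloglucan endotransglycosylase (3 down) and expansin (1 down). TT8 calls with testing only genes with a mean of at least 50 were nitrogen (0 down), CesA (0 up), COBRA (0 up), xyloglucan endotransglycosylase (0 down), expansin (1 up, 1 down) and laccase (1 up). ISE36 calls with testing only genes with a mean of at least 50 were AMS-conserved (10 up) and expansin (0 down).

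Values rescaled to CPM gave 585 downregulated genes in Hanevalval, 2476 downregulated genes in TT8 and 28 down in common to the 3 lines. DEGs changed 2- to 8-fold made up 89.2% in TT8. Hanevalval calls with values rescaled to CPM were CesA (5 down), cell wall polysaccharide (23 down), monolignol (1 down) and laccase (5 down). TT8 calls with values rescaled to CPM were amino acid (2 down), cell wall polysaccharide (0 up, 9 down) and xyloglucan endotransglycosylase (3 down).

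Quantile normalization gave shares of DEGs changed 2- to 8-fold of 88.3% in TT8. Hanevalval calls with quantile normalization were nitrogen (1 up). TT8 calls with quantile normalization were amino acid (3 down), cell wall polysaccharide (0 up) and xyloglucan endotransglycosylase (2 down). ISE36 calls with quantile normalization were expansin (0 down) and peroxidase (2 up).

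Limma without a trend gave 198 upregulated and 213 downregulated genes in Hanevalval and 58 up and 4 down in common to the 3 lines. DEGs changed 2- to 8-fold made up 70.1% in Hanevalval. Hanevalval calls with limma without a trend were amino acid (2 up). TT8 calls with limma without a trend were xyloglucan endotransglycosylase (0 down). ISE36 calls with limma without a trend were peroxidase (0 down).

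The replicate number as a block, tried although the numbers do not pair the samples, gave 885 upregulated and 982 downregulated genes in Hanevalval, 184 up and 77 down in common to the 3 lines and 10 AMS-conserved genes called in all 3 lines. Changes of 2- to 8-fold made up 84.9% in Hanevalval of the DEGs. Hanevalval calls with the replicate number as a block were AMS-conserved (15 up, 1 down), PHT1 (1 up), nitrogen (4 up, 1 down), amino acid (22 up), CesA (4 down) and cell wall polysaccharide (29 down). For further Hanevalval lists they were xyloglucan endotransglycosylase (13 down), monolignol (4 up, 2 down), laccase (5 down) and peroxidase (1 up, 2 down). TT8 calls with the replicate number as a block were cell wall polysaccharide (2 up). ISE36 calls with the replicate number as a block were expansin (0 down) and peroxidase (2 up). After removal of the group means, the correlations across genes between the mock-treated and AMF-treated libraries of the same number were 0.050 to 0.251 in Hanevalval, -0.148 to 0.268 in TT8 and -0.174 to 0.281 in ISE36, not over 0.1 for every pair in any line. In the simulated data the block recovered 57.0%, 73.5% and 90.5% of the changed genes in Hanevalval, TT8 and ISE36.

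Limma in 1 fit over the 24 libraries gave 1962 upregulated and 2398 downregulated genes in Hanevalval, 820 upregulated and 712 downregulated genes in ISE36, 208 up and 45 down in common to the 3 lines and 17 AMS-conserved genes called in all 3 lines. DEGs changed 2- to 8-fold made up 91.6% in Hanevalval, 88.8% in TT8 and 93.1% in ISE36. Hanevalval calls with limma in 1 fit over the 24 libraries were AMS-conserved (31 up, 5 down), PHT1 (2 up), nitrogen (5 up, 1 down), amino acid (30 up, 1 down), CesA (7 down) and COBRA (1 up, 3 down). For further Hanevalval lists they were cell wall polysaccharide (45 down), xyloglucan endotransglycosylase (12 down), expansin (1 up, 12 down), monolignol (6 up, 6 down), laccase (10 down) and peroxidase (3 down). TT8 calls with limma in 1 fit over the 24 libraries were CesA (0 up) and xyloglucan endotransglycosylase (0 down). ISE36 calls with limma in 1 fit over the 24 libraries were nitrogen (0 up), amino acid (9 up, 0 down), CesA (1 down), COBRA (1 down), expansin (1 up, 0 down) and monolignol (3 up, 2 down). For further ISE36 lists they were laccase (4 up, 0 down) and peroxidase (0 down). By its design this fit holds 1 residual variance per gene for all lines, so the spread in Hanevalval enters the tests of ISE36. The ISE36 calls of the OsNPF4.5 ortholog, AMT3;1 and the CAD gene SETIT_030289mg, lost here, were kept in 8 of 8 fits with a library left out.

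EdgeR on the recovered reads gave 18 down in common to the 3 lines and 14 genes differing between Hanevalval and ISE36. Changes of 2- to 8-fold made up 93.7% in ISE36 of the DEGs. Hanevalval calls with edgeR on the recovered reads were monolignol (1 down). TT8 calls with edgeR on the recovered reads were nitrogen (8 up) and expansin (1 up). ISE36 calls with edgeR on the recovered reads were expansin (0 down) and peroxidase (2 up).

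DESeq2 on the recovered reads gave 1284 upregulated and 2328 downregulated genes in Hanevalval, 258 up and 184 down in common to the 3 lines, 214 genes differing between Hanevalval and ISE36 and 20 AMS-conserved genes called in all 3 lines. DEGs changed 2- to 8-fold made up 87.9% in Hanevalval, 89.1% in TT8 and 94.1% in ISE36. Hanevalval calls with DESeq2 on the recovered reads were AMS-conserved (28 up, 5 down), PHT1 (2 up), nitrogen (3 up, 1 down), amino acid (25 up, 1 down), CesA (6 down) and COBRA (3 down). For further Hanevalval lists they were cell wall polysaccharide (48 down), xyloglucan endotransglycosylase (13 down), expansin (1 up, 10 down), monolignol (5 up, 6 down), laccase (10 down) and peroxidase (3 down). TT8 calls with DESeq2 on the recovered reads were amino acid (2 down), cell wall polysaccharide (2 up, 8 down), expansin (1 up) and laccase (5 down). ISE36 calls with DESeq2 on the recovered reads were expansin (0 down) and peroxidase (2 up).

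DESeq2 on all genes of a table, chosen after seeing the data, gave 1311 upregulated and 2356 downregulated genes in Hanevalval and 274 up and 185 down in common to the 3 lines.

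DESeq2 in 1 fit over the 24 libraries, chosen after seeing the data, gave 1614 upregulated and 2937 downregulated genes in Hanevalval, 292 up and 124 down in common to the 3 lines and 19 AMS-conserved genes called in all 3 lines. DEGs changed 2- to 8-fold made up 90.8% in Hanevalval, 91% in TT8 and 93.2% in ISE36. Hanevalval calls with DESeq2 in 1 fit over the 24 libraries were AMS-conserved (31 up, 6 down), PHT1 (2 up, 1 down), nitrogen (5 up, 1 down), amino acid (30 up, 1 down), CesA (6 down) and COBRA (1 up, 3 down). For further Hanevalval lists they were cell wall polysaccharide (50 down), xyloglucan endotransglycosylase (12 down), expansin (1 up, 14 down), monolignol (7 up, 7 down), laccase (11 down) and peroxidase (1 up, 5 down). TT8 calls with DESeq2 in 1 fit over the 24 libraries were amino acid (2 down), CesA (0 up), cell wall polysaccharide (8 down) and expansin (9 down). ISE36 calls with DESeq2 in 1 fit over the 24 libraries were nitrogen (3 up), amino acid (0 down), COBRA (1 down), expansin (0 down), laccase (0 down) and peroxidase (2 up, 0 down).

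DESeq2 without Hanevalval mock replicate 3, chosen after seeing the data, gave 1984 upregulated and 3116 downregulated genes in Hanevalval.

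No fold threshold gave 3318 downregulated genes in TT8, 3769 upregulated and 3444 downregulated genes in ISE36 and 36 down in common to the 3 lines. TT8 calls with no fold threshold were amino acid (32 up), CesA (3 up), cell wall polysaccharide (12 down) and xyloglucan endotransglycosylase (3 down). ISE36 calls with no fold threshold were amino acid (29 up), CesA (10 down), COBRA (4 down) and cell wall polysaccharide (33 down).

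A pseudocount of 0.1 CPM gave 41.1% of the variance on PC1.

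The 500 most variable genes gave 53.1% of the variance on PC1 and 22.1% of the variance on PC2.

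The mean over the 11 marker genes gave ISE36 mock-treated libraries at 4.14%, 5.88%, 6.72% and 8.12% of the AMF mean.

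Leaving out 1 library at a time gave 0 to 1759 upregulated genes in Hanevalval, 0 to 2191 downregulated genes in Hanevalval, 1256 to 3700 upregulated genes in TT8 and 708 to 2275 downregulated genes in TT8. Such fits gave 0 to 328 up in common, 0 to 112 down in common, 2243 to 5517 genes differing between Hanevalval and TT8 and 1 to 262 genes differing between Hanevalval and ISE36. Ranges for the other counts were 1851 to 5521 genes differing between TT8 and ISE36 and 0 to 18 AMS-conserved genes called in all 3 lines. Shares of DEGs changed 2- to 8-fold ranged over 0 to 84.6% in Hanevalval, 78 to 86.8% in TT8 and 93.8 to 95.3% in ISE36. List counts in Hanevalval ranged over AMS-conserved (0 to 25 up, 0 to 6 down), PHT1 (0 to 3 up), nitrogen (0 to 3 up, 0 to 1 down) and amino acid (0 to 29 up, 0 to 1 down). Other Hanevalval lists ranged over CesA (0 to 7 down), COBRA (0 to 3 down), cell wall polysaccharide (0 to 44 down) and xyloglucan endotransglycosylase (0 to 13 down). Other Hanevalval lists ranged over expansin (0 to 1 up, 0 to 10 down), monolignol (0 to 5 up, 0 to 6 down), laccase (0 to 4 up, 0 to 10 down) and peroxidase (0 to 2 down). List counts in TT8 ranged over nitrogen (6 to 18 up, 0 to 1 down), amino acid (11 to 24 up, 1 to 2 down), CesA (1 to 2 up) and COBRA (1 to 2 up). Other TT8 lists ranged over cell wall polysaccharide (0 to 3 up, 2 to 7 down), xyloglucan endotransglycosylase (0 to 1 down), expansin (0 to 3 up, 2 to 8 down) and monolignol (3 to 8 up, 2 to 5 down). Other TT8 lists ranged over laccase (1 to 3 up, 1 to 4 down) and peroxidase (2 to 10 down). List counts in ISE36 ranged over amino acid (1 to 2 down), CesA (1 to 4 down), expansin (0 to 1 down) and laccase (4 to 8 up, 1 to 2 down). Other ISE36 lists ranged over peroxidase (1 to 2 up, 0 to 1 down).

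Log2 fold changes of named genes that changed sign were these. SiPHT1;4 did so in ISE36 with -0.052 (edgeR on the recovered reads), -0.052 (DESeq2 on the recovered reads), -0.052 (DESeq2 in 1 fit over the 24 libraries) and values from -0.38 (without mock replicate 1) to 0.96 (without mock replicate 4) with 1 library left out. SiPHT1;5 did so in Hanevalval with 0.032 (quantile normalization), 0.11 (edgeR on the recovered reads), 0.11 (DESeq2 on the recovered reads), 0.11 (DESeq2 in 1 fit over the 24 libraries) and values from -0.52 (without AMF replicate 1) to 0.47 (without mock replicate 3) with 1 library left out. SiPHT1;5 did so in ISE36 with values from -0.41 (without mock replicate 1) to 0.051 (without mock replicate 4) with 1 library left out. SiPHT1;12 did so in Hanevalval with values from -0.018 (without mock replicate 1) to 0.78 (without mock replicate 3) with 1 library left out. SiPHT1;12 did so in ISE36 with -0.031 (values rescaled to CPM) and values from -0.16 (without mock replicate 1) to 0.17 (without mock replicate 2) with 1 library left out. DnaJ domain protein did so in Hanevalval with -0.073 (values rescaled to CPM), -0.013 (edgeR on the recovered reads), -0.015 (DESeq2 on the recovered reads), -0.015 (DESeq2 in 1 fit over the 24 libraries) and values from -0.46 (without AMF replicate 4) to 0.58 (without mock replicate 4) with 1 library left out.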

Differences from the paper's values

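Counts that differ from the paper's concern Hanevalval in most cases. The paper's numbers of up- and downregulated DEGs in Hanevalval are 1751 and 2980, against 354 and 350 here. The alternatives set before the data were examined that came within 1.5 times of the paper's numbers were 1 limma fit over the 24 libraries (1962 and 2398), DESeq2 on the recovered reads (1284 and 2328) and limma without Hanevalval mock replicate 3 (1759 and 2191), and the others did not. The fit without Hanevalval AMF replicate 2 gave 90 and 33, and those without any other Hanevalval library 0 or 1 gene. Chosen after seeing the values, DESeq2 in 1 fit over the 24 libraries gave 1614 and 2937, DESeq2 on all genes of the table 1311 and 2356, and DESeq2 without Hanevalval mock replicate 3 1984 upregulated genes and 3116 downregulated ones.

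The paper's numbers of genes common to the 3 lines are 275 up and 111 down, against 90 and 10 here. For upregulated genes the gap closed with the replicate block (184), limma over the 24 libraries (208), DESeq2 (258) and without Hanevalval mock replicate 3 (328), and with alternatives chosen after seeing the values, DESeq2 over the 24 libraries (292) and on all genes (274). For downregulated genes it closed with the block (77) and without Hanevalval mock replicate 3 (112), and with DESeq2 over the 24 libraries (124), chosen after seeing the values, while DESeq2 per line (184), DESeq2 on all genes (185) and limma over the 24 libraries (45) did not close it. For AMS-conserved genes affected in all 3 lines, the paper's number is 19 and the number here 6. Limma over the 24 libraries (17), DESeq2 (20) and leaving out Hanevalval mock replicate 3 (18) closed the gap, as did DESeq2 over the 24 libraries (19), chosen after seeing the values, and the other alternatives set before the data were examined did not, the replicate block among them (10).

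For the cell wall genes of Hanevalval, the paper's number of downregulated CesA genes is 7, against 2 here. Rescaling to CPM (5), limma over the 24 libraries (7), DESeq2 (6) and leaving out Hanevalval mock replicate 3 (7) closed the gap. The paper's number of downregulated COBRA genes is 3, against 1, and limma over the 24 libraries, DESeq2 and leaving out Hanevalval mock replicate 3 each gave 3. The paper's number of downregulated expansin genes is 16, against 5, and only limma over the 24 libraries (12) closed that gap among the alternatives set before the data were examined, since DESeq2 and leaving out Hanevalval mock replicate 3 gave 10 each. The paper's number of downregulated laccases is 12, against 3, and limma over the 24 libraries, DESeq2 and leaving out Hanevalval mock replicate 3 gave 10 each. The paper's number of downregulated peroxidases is 6, against 0, and no alternative set before the data were examined closed the gap, the nearest being limma over the 24 libraries and DESeq2 with 3. DESeq2 over the 24 libraries, chosen after seeing the values, gave 6 CesA, 3 COBRA, 14 expansin, 11 laccase and 5 peroxidase genes.

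In ISE36 the paper's number of upregulated peroxidases is 2, against 1 here. Quantile normalization, the replicate block, edgeR, DESeq2 and leaving out ISE36 mock replicate 4 gave 2, as did DESeq2 over the 24 libraries, chosen after seeing the values, and the other alternatives set before the data were examined did not. The paper's log2 fold change of the DnaJ domain protein in Hanevalval is -0.01, against 0.036 here, a difference in sign near 0. It was negative with CPM (-0.07), edgeR (-0.01), DESeq2 (-0.02), without Hanevalval mock replicate 2 (-0.39), mock replicate 3 (-0.21), AMF replicate 1 (-0.13) or AMF replicate 4 (-0.46), and with DESeq2 over the 24 libraries (-0.01), chosen after seeing the values, and not with the other alternatives set before the data were examined.

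The paper calls several genes in Hanevalval that were not called here. SiPHT1;9 (4.73) was called by limma over the 24 libraries, DESeq2 (4.00) and without mock replicate 3 (5.75). SiPHT1;4 (3.25) was called with the replicate block, limma over the 24 libraries, DESeq2 (2.71) and without mock replicate 3 (3.84). RAM2 (4.25) was called with the block, limma over the 24 libraries, DESeq2 (3.74) and without mock replicate 3 (4.93), and STR2 (2.27) with limma over the 24 libraries and DESeq2 (2.44). FatM (2.59) was called with limma over the 24 libraries, DESeq2 (2.91) and without mock replicate 3 (2.90), VAPYRIN (1.08) with the block, limma over the 24 libraries and DESeq2 (1.14), and AMT2;1 (1.26) with limma over the 24 libraries and without mock replicate 3 (1.51). The OsNPF4.5 ortholog (2.69) was called with a pseudocount of 8 (2.03), quantile normalization (2.68), the block, limma over the 24 libraries, DESeq2 (2.40) and without mock replicate 3 (3.15), and the CAD gene SETIT_030289mg (4.67) with the block, limma over the 24 libraries, DESeq2 (3.03) and without mock replicate 3 (5.70). SiPHT1;3, which the paper gives as downregulated (-1.38 here), was called by none of the alternatives set before the data were examined, and DESeq2 over the 24 libraries, chosen after seeing the values, called it (-1.67) along with the other genes of this paragraph. AMT3;1 (SETIT_004697mg), which the paper's text gives as induced in all lines and its supplementary table does not call in Hanevalval, was not called in Hanevalval (1.26) in any setting run.

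The paper states that SiPHT1;9 was induced much more strongly in TT8 and ISE36 than in Hanevalval, and the differences of -4.19 and -1.17 did not pass the interaction test here. Of the nitrate reductase genes it gives as induced only in TT8 and, for 1 of them, in Hanevalval, SETIT_013224mg was called in TT8 and ISE36 here, with 1.19 in ISE36, and not in Hanevalval. The paper's share of DEGs specific to ISE36 is under 35%, against 57.5% of the upregulated and 77.6% of the downregulated DEGs of ISE36 here. The paper's denominator is not stated, so whether these shares differ from the paper's cannot be told.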

Other observations

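The test of the genotype of the Hanevalval seed was chosen only after the result was seen, and that of the scaling before, although how it is read was changed after.

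The balance of directions among DEGs depended on the scaling. Rescaled to CPM, the share of upregulated genes moved by -14.14 percentage points in Hanevalval, -16.92 in TT8 and -7.24 in ISE36, and downregulated genes became the more frequent in each line, with 36.1%, 46.5% and 47.4% upregulated. Such a move follows from the rescaling, which shifts all genes of a library alike and brought the median log2 fold change of all genes to -0.11, -0.24 and -0.08. Quantile normalization moved the share by 1.08, -8.56 and -0.85 points, and left upregulated genes the more frequent in each line. An effect of the authors' size factors on the direction cannot be told apart from a real balance in any of the lines, since no value in the tables shows which scaling is right.

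Some genes were on in some Hanevalval libraries and off in others across both treatments. More than 1 genotype in the Hanevalval seed could give this, as many genes would then follow the same split of the libraries. With a level of at least 100 in the libraries that express them and at most 3 reads in the others, 4 genes followed 1 single split. With a level of at least 50, 10 genes were on in mock replicate 4, AMF replicate 2 and AMF replicate 4 only, and 2 were off in these and on in the others. TT8 had 0 such genes at 100 and 1 at 50, and ISE36 0 at either. A larger split did not cross the treatments, with 19 genes at 50 and 7 at 100 on in mock replicates 3 and 4 and all AMF-treated libraries and off in mock replicates 1 and 2, so the genes that are on and off in Hanevalval do not all follow 1 split. A pattern noticed in the data and tested on the same data stays a hypothesis, and reads that differ between variants were not examined.

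The mean over the 11 AM marker genes, as a percent of the AMF mean, was 4.58, 3.54, 15.4 and 6.45 in mock replicates 1 to 4 of Hanevalval and 0.352, 0.608, 0.470 and 2.72 in those of TT8. In ISE36 AMF-treated libraries the markers stood at 3.15%, 4.96%, 11.6% and 13.7% of the TT8 AMF mean, and in TT8 at 89.1%, 140%, 92.0% and 86.7%.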
